# The accumulation of methylglyoxal and acrolein impairs arginine homeostasis causing hyperglycemia and renal abnormalities in male zebrafish

**DOI:** 10.1038/s41467-026-76082-6

**Published:** 2026-07-28

**Authors:** Shu Li, Hao Li, Xin Zhang, Rui Ge, Katrin Bennewitz, Gernot Poschet, Michael Buettner, Thomas Fleming, Ingrid Hausser, Julia Szendroedi, Peter Paul Nawroth, Jens Kroll

**Keywords:** Kinases, Diabetes complications

## Abstract

Reactive carbonyl species contribute to diabetes and its complications, but how the interconnections of carbonyl-detoxifying enzymes regulate metabolic homeostasis through arginine metabolism remains unclear. Here we generate zebrafish lacking both glyoxalase 1 and aldo-keto reductase 1A1A, two major enzymes that detoxify methylglyoxal and acrolein. Double deficiency causes carbonyl accumulation, suppresses arginine metabolism, and impairs insulin signaling, resulting in elevated glucose levels in larvae and in postprandial hyperglycemia in adult male zebrafish. These metabolic alterations are accompanied by glomerular basement membrane thickening and podocyte effacement, whereas retinal vasculature remains unaffected. Arginine supplementation restores Akt phosphorylation, improves insulin signaling, and attenuates renal pathology, indicating that disrupted arginine metabolism mediates the metabolic consequences of carbonyl stress. Our findings identify glyoxalase 1 and aldo-keto reductase 1A1A as cooperative regulators of carbonyl detoxification and reveal a carbonyl–arginine axis linking reactive carbonyl accumulation to impaired insulin signaling, hyperglycemia, and tissue-specific diabetic injury.

## Abstract (web summary)

Reactive carbonyl species contribute to diabetes and its complications. Here the authors used zebrafish lacking both glyoxalase 1 and aldo-keto reductase 1A1A to show carbonyl accumulation and elevated glucose level.

## Introduction

Growing evidence supports a strong causative role between the accumulation of reactive carbonyl species (RCS), the development of ageing, cardiovascular diseases, diabetes, diabetic complications, and insulin resistance^1–4^. Among RCS, methylglyoxal (MG) is a highly reactive dicarbonyl compound generated from glycolysis, gluconeogenesis, lipid peroxidation, and the degradation of glycated proteins^5^. MG is recognized as a major precursor of advanced glycation end products (AGEs) and a potent inducer of dicarbonyl stress^6^. It reacts with arginine residues to form methylglyoxal-derived hydroimidazolones (MG-Hs), argpyrimidine (AP), and tetrahydropyrimidine (THP), thereby altering protein structure and function^7^. Under physiological conditions, MG is mainly detoxified through the glyoxalase system, consisting of glyoxalase I (GLO1) and glyoxalase II (GLO2), which convert MG into S-D-lactoylglutathione and D-lactate. However, additional enzymatic systems, including aldo-keto reductases (AKRs) and aldehyde dehydrogenases (ALDHs), also contribute to MG detoxification. AKRs can reduce MG to either acetol or lactaldehyde, and in particular aldo-keto reductase 1A1A (AKR1A1A) participates in the detoxification of the reactive aldehyde acrolein (ACR)^8,9^, which can form propano adducts with the guanidine group of arginine. This subsequently impairs protein function and reduces the availability of arginine^10^. Recent studies have identified distinct and shared metabolite profiles associated with diabetic microvascular complications, indicating that each complication is characterized by specific metabolic alterations as well as overlapping pathogenic pathways^11^. Similarly, a simultaneous accumulation of MG and ACR may reflect the interdependent network of enzymatic activities responsible for RCS detoxification and the multiple pathways leading to RCS generation, which together may reveal the underlying pathophysiological mechanisms of microvascular complications in diabetes.

Arginine is a conditionally essential amino acid that plays a crucial role in maintaining metabolic health^12^. It can be synthesized from glutamine, glutamate, and proline, and serves as an indispensable substrate for the urea cycle, protein synthesis, creatine and polyamine production, and nitric oxide (NO) generation^13^. Beyond these fundamental metabolic functions, arginine exerts multiple beneficial effects on cardiovascular health, immune function and glucose homeostasis^14–16^. Arginine has been shown to promote insulin secretion from pancreatic β-cells via membrane depolarization and calcium influx^17–19^. In addition, it serves as a precursor for NO, which enhances insulin sensitivity and improves endothelial function^20,21^. Moreover, it contributes to polyamine biosynthesis, a pathway implicated in cell proliferation, differentiation and growth^22^. Arginine can also enhance the release of incretin hormones such as glucagon-like peptide-1 (GLP-1) and growth hormone, leading to amplify insulinotropic effects, growth and development^23^. Clinical and experimental studies have further shown that arginine supplementation lowers fasting glucose levels and improves glycemic control, highlighting its critical role in maintaining glucose balance and vascular health^14,24–26^. Conversely, disturbances in arginine metabolism have been associated with endothelial dysfunction, impaired immune system, delayed wound healing, insulin resistance, and an increased risk of type 2 diabetes mellitus (T2DM)^27–30^.

Previous research has linked decreased GLO1 activity to diabetes, diabetic complications, aging, obesity, cardiovascular diseases, and neurodegenerative disorders^31,32^. In zebrafish, GLO1 knockout was found to moderately increase MG levels without causing any vascular defects under normal feeding conditions. This suggests that alternative enzymatic systems, including AKRs and ALDHs, can partially compensate for GLO1 loss^33,34^. Similarly, in GLO1-deficient Schwann cells, AKR-mediated MG detoxification was upregulated, further supporting this compensatory role^35^. A single knockout study in zebrafish has revealed that AKR1A1A preferentially metabolizes ACR^9^, and that elevated ACR levels in *akr1a1a* mutants led to insulin resistance and the development of characteristics of diabetic nephropathy and retinopathy^9^. However, it remained unknown whether AKR1A1A sufficiently compensates for GLO1 loss, or vice versa, or whether the combined loss of GLO1 and AKR1A1A alters arginine metabolism and aggravates hyperglycemia and renal abnormalities.

This study aimed to address these questions by generating GLO1/AKR1A1A double knockout (DKO) zebrafish and examining the simultaneous accumulation of MG and ACR, and their subsequent impact on arginine metabolism, glucose homeostasis and kidney morphology. The results highlight the compensatory role of AKR1A1A in the absence of GLO1 and provide insight into how distinct RCS profiles drive organ-specific complications, offering a metabolic basis for personalized therapeutic strategies in diabetes and metabolic diseases.

## Results

### GLO1/AKR1A1A DKO larvae exhibited increased MG and ACR levels simultaneously

To investigate the RCS detoxification network based on the various detoxifying enzymes, and to evaluate the net effect when both are knocked out, we generated zebrafish deficient for both GLO1 and AKR1A1A, using strategies previously reported^9,33,36^. Initially, GLO1KO zebrafish were crossed with AKR1A1AKO zebrafish to obtain double heterozygous (DHET) offspring that displayed normal gross morphology. These DHET zebrafish were then intercrossed to produce DKO and the corresponding wildtype lines for subsequent maintenance and experimental use (Fig. S1A). The DKO line was verified by genotyping, with sequencing chromatograms of PCR products encompassing the target regions of *glo1* and *akr1a1a* confirming the expected mutations (Fig. S1B, C). The resulting DKO zebrafish were viable and displayed normal gross morphology (Fig. S1D). Furthermore, their length and weight were comparable to those of the control groups (Fig. S1E, F). Collectively, these data confirmed the successful establishment of the GLO1/AKR1A1A DKO zebrafish model.

To explore the carbonyls stress in GLO1/AKR1A1A DKO zebrafish, we quantified several classical RCS that are detoxified by GLO1 and AKR enzymes^5,9,37–39^. The results showed that levels of both MG and ACR were significantly higher in DKO larvae compared to WT (Fig. 1A, B). Consistent with our previous reports, MG levels were moderately increased in GLO1KO zebrafish^33^, and ACR levels were significantly elevated in AKR1A1AKO zebrafish (Fig. 1A, B)^9^. However, the levels of other metabolites, including 4-hydroxynonenal (4-HNE), malondialdehyde (MDA), acetaldehyde (AA), glyoxal and 3-deoxyglocosone (3-DG) (Fig. 1C–G) were unchanged among the four groups. Therefore, the combined loss of GLO1 and AKR1A1A led to the accumulation of MG and ACR simultaneously.

**Fig. 1:**
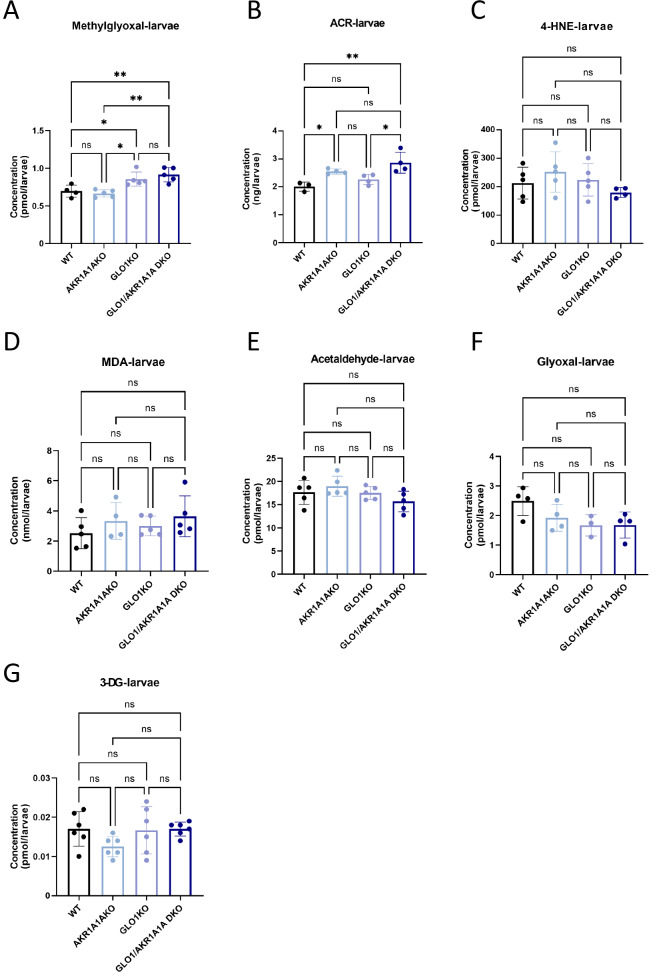
GLO1/AKR1A1A DKO larvae exhibited increased MG and ACR levels simultaneously. **A** MG levels were increased in GLO1/AKR1A1A DKO larvae compared to WT and AKR1A1AKO larvae. *n* = 4/5 biological replicates per group. Exact *p* values for each comparation are: WT vs. GLO1KO, *p* = 0.048; WT vs. DKO, *p* = 0.006; AKR1A1AKO vs. GLO1KO, *p* = 0.0108; AKR1A1AKO vs. DKO, *p* = 0.0012. MG, methylglyoxal. **B** ACR levels were increased in GLO1/AKR1A1A DKO compared to WT and GLO1KO larvae. *n* = 3/4 biological replicates per group. Exact *p* values for each comparation are: WT vs. AKR1A1AKO, *p* = 0.0491; WT vs. DKO, *p* = 0.0027; GLO1KO vs. DKO, *p* = 0.0181. ACR, acrolein. **C–E** 4-HNE, MDA and acetaldehyde concentrations were unchanged in DKO larvae compared to WT, GLO1KO and AKR1A1AKO larvae. *n* = 4/5 biological replicates per group. 4-HNE, 4-hydroxynonenal; MDA, malondialdehyde. **F**,**G** Glyoxal and 3-DG levels were unchanged in DKO larvae compared to WT, GLO1KO and AKR1A1AKO larvae. *n* = 6 biological replicates per group. 3-DG, 3-deoxyglocosone. The bars indicate mean ± SD values. Statistical analysis was performed by one-way ANOVA. ns, not significant, *p < 0.05, **p < 0.01. Source data are provided as a Source Data file.

### Deceased arginine levels in GLO1/AKR1A1A DKO zebrafish and larvae co-treated with MG and ACR through the formation of MG-H1

Given the observed accumulation of reactive carbonyl species and indications of disturbed arginine metabolism from literature, targeted metabolites were analyzed by GC/MS in WT, GLO1KO, AKR1A1AKO and GLO1/AKR1A1A DKO larvae. Partial least squares-discriminant analysis (PLS-DA) revealed distinct clustering of the groups based on their metabolic profiles, reflecting significant group-specific variations (Fig. S2A). Subsequently, fold change analysis was performed to identify differential metabolites between each pair of groups (Fig. S2B–D). Enrichment analysis of notably altered metabolites consistently highlighted changes in arginine metabolism in comparisons between DKO and WT (Fig. 2A), DKO and GLO1KO (Fig. 2B), and DKO and AKR1A1AKO (Fig. 2C). Further quantification of arginine levels via UPLC/MS in larvae and organs revealed that DKO larvae and liver tissues had the lowest arginine levels compared to WT, GLO1KO, and AKR1A1AKO zebrafish (Fig. 2D, E), while arginine levels in muscle remained unchanged (Fig. S3A). Additionally, combined nitrite and nitrate concentrations were shown to be decreased in DKO larvae compared to WT (Fig. S4A).

**Fig. 2:**
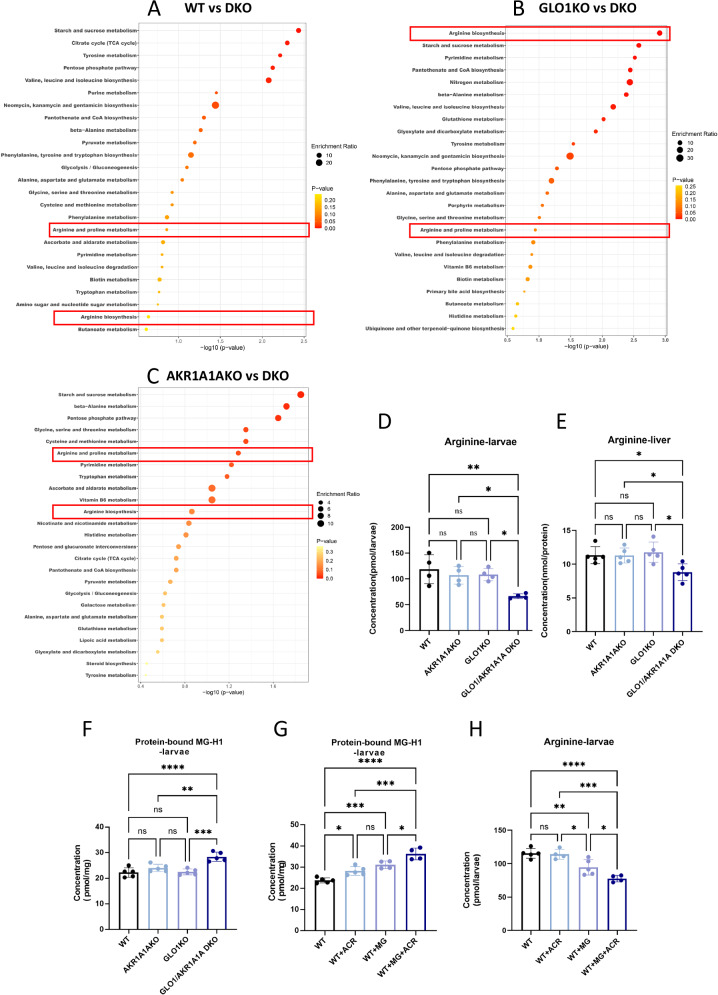
Deceased arginine levels in GLO1/AKR1A1A DKO zebrafish and larvae co-treated with MG and ACR through the formation of MG-H1. **A** Enrichment analysis of the significantly altered metabolites displayed top metabolic pathways in DKO larvae compared to WT group. *n* = 4 biological replicates per group. **B** Enrichment analysis of the significantly altered metabolites displayed top metabolic pathways in DKO larvae compared to GLO1KO group. *n* = 4 biological replicates per group. **C** Enrichment analysis of the significantly altered metabolites displayed top metabolic pathways in DKO larvae compared to AKR1A1A group. *n* = 4 biological replicates per group. The red frame represents arginine-related pathways. Enrichment analysis was performed by MetaboAnalyst 5.0 based on KEGG database. *P* values were calculated using a one-sided hypergeometric over-representation test (ORA). **D**,**E** Arginine levels were the lowest in DKO larvae and liver tissues compared to WT, GLO1KO and AKR1A1AKO groups. *n* = 4/5 biological replicates per group. Exact *p* values for each comparation are: **D** WT vs. DKO, *p* = 0.0076; AKR1A1AKO vs. DKO, *p* = 0.0436; GLO1KO vs. DKO, *p* = 0.0344. **E** WT vs. DKO, *p* = 0.0318; AKR1A1AKO vs. DKO, *p* = 0.0345; GLO1KO vs. DKO, *p* = 0.0105. **F** Protein-bound MG-H1 levels in GLO1/AKR1A1A DKO larvae were the highest compared to WT, GLO1KO and AKR1A1AKO groups. *n* = 5 biological replicates per group. Exact *p* values for each comparation are: WT vs. DKO, *p* < 0.0001; AKR1A1AKO vs. DKO, *p* = 0.0023; GLO1KO vs. DKO, *p* = 0.0001. **G** Protein-bound MG-H1 levels were increased in WT larvae treated with ACR, MG, or both, with the highest levels observed in the co-treatment group. *n* = 4/5 biological replicates per group. Exact *p* values for each comparation are: WT vs. WT + ACR, *p* = 0.0151; WT vs. WT + MG, *p* = 0.0004; WT vs. WT + MG + ACR, *p* < 0.0001; WT + ACR vs. WT + MG + ACR, *p* = 0.0002; WT + MG vs. WT + MG + ACR, *p* = 0.0119. MG-H1, methylglyoxal-derived hydroimidazolone 1; ACR, acrolein; MG, methylglyoxal. **H** Arginine levels were significantly reduced in larvae co-treated with MG and ACR compared to those treated with either compound alone. *n* = 4/5 biological replicates per group. Exact *p* values for each comparation are: WT vs. WT + MG, *p* = 0.0079; WT vs. WT + MG + ACR, *p* < 0.0001; WT + ACR vs. WT + MG, *p* = 0.0186; WT + ACR vs. WT + MG + ACR, *p* = 0.0001; WT + MG vs. WT + MG + ACR, *p* = 0.0421. The bars indicate mean ± SD values. Statistical analysis was performed by one-way ANOVA. ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Source data are provided as a Source Data file.

To determine the interaction between arginine metabolism and the combined loss of GLO1and AKR1A1A, as well as the accumulation of MG and ACR, the free arginine, protein-bound methylglyoxal-derived hydroimidazolone 1 (MG-H1) and protein-free MG-H1 levels were measured in WT, GLO1KO, AKR1A1AKO and GLO1/AKR1A1A DKO zebrafish, as well as in larvae co-treated with MG and ACR. The analysis revealed that protein-bound MG-H1 and protein-free MG-H1 levels were markedly elevated in both GLO1/AKR1A1A DKO larvae and in those co-treated with MG and ACR (Fig. 2F, G and Fig. S4B, C). This was accompanied by a significant reduction in free arginine levels (Fig. 2H). Additionally, L-carnosine treatment, which acts as a scavenger of methylglyoxal and acrolein, reversed the decrease in arginine levels in DKO larvae (Fig. S4D), indicating that carbonyl stress is the main cause of arginine modification. However, the arginine levels in carnosine-treated DKO mutants remained lower than in the wild-type controls, suggesting the involvement of other potentially regulated pathways. We therefore measured the transcript levels of genes involved in stress-activated and arginine metabolism pathways. DKO larvae showed increased expression of activating transcription factor 4a *(atf4a)*, activating transcription factor 4b (*atf4b)* and argininosuccinate lyase (*asl)*, decreased expression of argininosuccinate synthase 1 (*ass1)* and ornithine decarboxylase 1 (*odc1)*, and unchanged expression of arginase 1 (*arg1)* (Fig. S4E–J). Moreover, arginine-related metabolites exhibited differential changes (Fig. S3B). Ornithine tended to decrease, while spermidine and putrescine were significantly reduced (Fig. S4K–M). Collectively, these findings indicated that the combined loss of GLO1 and AKR1A1A, along with the concurrent accumulation of MG and ACR, leads to arginine depletion via increased protein glycation and altered arginine metabolism.

### Downregulated insulin signaling pathway in GLO1/AKR1A1A DKO zebrafish compared to WT

RNA sequencing was also conducted in order to determine the role of GLO1/AKR1A1A in the altered arginine metabolism. 

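RNA sequencing covered 23 libraries, each from 1 clutch of 20 larvae at 96 hpf, with 6 libraries from WT, 5 from AKR1A1AKO, 6 from GLO1KO and 6 from DKO larvae. The authors filtered the reads, aligned them to GRCz11 and counted them per gene, and these counts were deposited without normalization. Values that were not whole numbers, held by 94 genes (0.411% of those listed), were rounded here. Total counts per library ran from 34316505 to 36804418, with a median of 36212018 in WT, 35466121 in AKR1A1AKO, 34660404 in GLO1KO and 34982389 in DKO larvae. The lowest WT total was 35164300 and the highest DKO total was 35098800. No sequencing batch or date was named for the libraries. Counts were normalized by edgeR's TMM method to CPM, the unit of the paper, and groups were compared with edgeR's quasi-likelihood test over the genes that passed its filter on low counts. Genes with a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 1.5, the thresholds of the paper's methods, were called differentially expressed.

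The targeted gene glo1 (ENSDARG00000068978) was counted 2861 to 3411 times in the WT libraries and 2678 to 3175 times in the AKR1A1AKO libraries, but 100 to 116 times in the GLO1KO libraries and 89 to 137 times in the DKO libraries. Its level was 81.9 ± 5.83 CPM (SD, n = 6) in WT, 81.3 ± 4.59 CPM (SD, n = 5) in AKR1A1AKO, 3.26 ± 0.219 CPM (SD, n = 6) in GLO1KO and 3.55 ± 0.577 CPM (SD, n = 6) in DKO larvae. The log2 fold change of glo1 was -4.54 (standard error 0.0973, adjusted p = 2.29e-13 from edgeR's quasi-likelihood test) in DKO against WT and -4.65 (standard error 0.068, adjusted p = 8.13e-16 from the same test) in GLO1KO against WT. With each library left out in turn, the value in DKO against WT stayed between -4.59 and -4.47. The other targeted gene, akr1a1a, was not analysed here, so glo1 checks the labels for the glo1 genotype only.

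**Figure D1:**
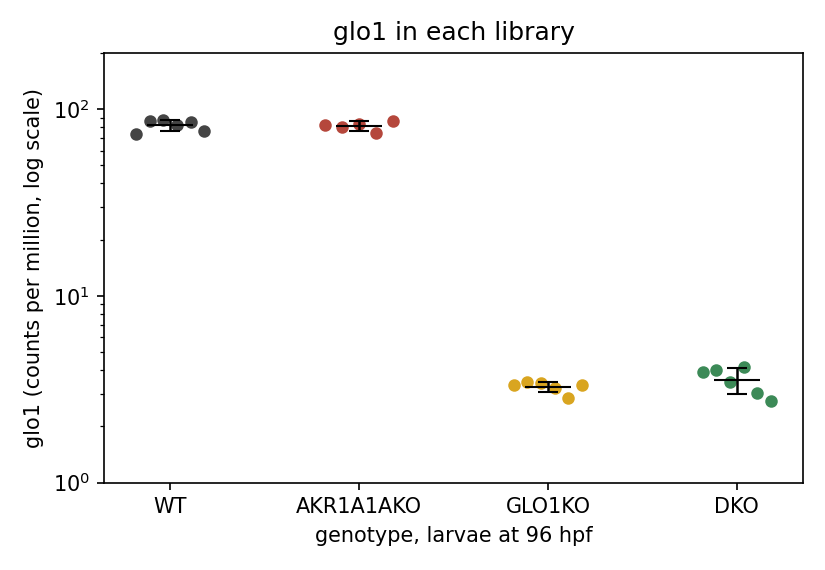
Level of glo1 in CPM on a log axis, by genotype, with 1 point per library and the mean and SD of each genotype in black. All GLO1KO and DKO libraries sit between 2.72 and 4.16 CPM, below the WT and AKR1A1AKO libraries at 73.3 CPM and above.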

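In a principal component analysis of the log2 CPM of 20136 genes, each scaled to unit variance, PC1 held 39.4% of the variance, PC2 14.1% and PC3 6.27%. When only the 500 most variable genes entered, PC1 held 50.4%. The PC1 scores ran from -204 to -83.7 in WT, from -45.7 to 5.70 in AKR1A1AKO, from 56.9 to 84.0 in GLO1KO and from 66.7 to 85.2 in DKO larvae. GLO1KO and DKO libraries therefore overlapped on PC1, but not on PC2, where GLO1KO scored -54.6 to 13.8 and DKO 39.0 to 70.2, nor on PC3, where GLO1KO scored -60.8 to -37.0 and DKO 2.5 to 56.1. The genotypes accounted for 58.7% of the variation in Euclidean distances between libraries (PERMANOVA pseudo-F = 9.01, permutation test of the group labels, p = 1e-05, the smallest that 100000 resamples can give). Each of the 6 pairs of genotypes was separated in an exact permutation test (p = 0.00216, the smallest these group sizes allow, and 0.00216 after Benjamini-Hochberg adjustment over the 6 pairs). The share of variation between the genotypes of a pair was lowest for GLO1KO and DKO, at 29.2%, and highest for WT and GLO1KO, at 61.1%.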

Principal component analysis (PCA) revealed distinct separation among the groups (Fig. S5A). Correlation analysis showed strong similarity within each group and comparatively lower correlations between groups (Fig. S5B). 

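Pearson correlations between libraries were computed across the same genes, which are not independent replicates. The 55 pairs of libraries of the same genotype had a mean correlation of 0.988, with a range of 0.973 to 0.993. The 198 pairs of different genotypes had a mean of 0.972, with a range of 0.924 to 0.987, so the ranges overlapped. The difference between the means, 0.0161, was larger than under any of the permuted group labels (1-sided permutation test, p = 1e-05, the smallest the resamples can give). With no filter on low counts the difference was 0.00978.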

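Between DKO and WT larvae, 5007 of 19765 genes tested were differentially expressed, of which 1447 were higher and 3560 were lower in DKO. Against AKR1A1AKO larvae, 745 genes were higher and 1602 lower in DKO, of 19746 tested. Against GLO1KO larvae, 584 genes were higher and 246 lower, of 19582 tested. Dropping the fold change threshold moved the counts most, to 12065 genes between DKO and WT. Scaling by library size alone shifted the median log2 fold change of all genes between DKO and WT to -0.18 and gave 681 genes higher and 4856 lower, so the directions given here are relative to the TMM scaling. The CPM ranges of the genotypes did not overlap for 37.9% of genes between DKO and WT, against 0.216% by chance. The same held for 24.0% of genes against AKR1A1AKO, with 0.433% by chance, and for 7.15% against GLO1KO, with 0.216% by chance.

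Among genes with non-overlapping ranges and a mean log2 CPM above 1, si:dkeyp-2e4.3 (ENSDARG00000095283) rose most between DKO and WT, from 0.688 ± 0.202 to 4.77 ± 0.630 CPM (SD, n = 6 each), a log2 fold change of 2.78 (standard error 0.178, adjusted p = 1.38e-08 from edgeR's quasi-likelihood test); it is a neighbour of glo1 in the order of genes. It was followed by ccdc125 (ENSDARG00000056477) with a log2 fold change of 2.17 and CABP4 (ENSDARG00000105631) with 1.84. After glo1, the genes that fell most were ces2b (ENSDARG00000101726), by 3.74 on the log2 scale but with WT levels anywhere from 16.5 to 134 CPM, and SV2C (ENSDARG00000059997), by 3.24. Without WT replicate 1 their order turned, with log2 fold changes of -3.10 for ces2b and -3.24 for SV2C. Against AKR1A1AKO, SMC1A (ENSDARG00000055754) rose most, with a fitted log2 fold change of 6.38 (standard error 0.492, adjusted p = 3.37e-07). SMC1A had 0 to 17 counts in the AKR1A1AKO libraries. Without AKR1A1AKO replicate 5, which alone exceeded 0.0272 CPM, the fitted value was 9.66 and depended on the prior count. A further gene named SMC1A (ENSDARG00000058203) could have shared its reads in the counting. The next were loc101882496 (ENSDARG00000098256) at 4.66, or 5.35 without AKR1A1AKO replicate 1, and si:ch73-329n5.1 (ENSDARG00000103650) at 3.12, and ACADSB (ENSDARG00000098174) and the unnamed gene ENSDARG00000101800 fell by 3.73 and 3.12 after glo1. Against GLO1KO, chia.3 (ENSDARG00000009612), ccdc125 and CEL (ENSDARG00000029822) rose by 2.85, 2.84 and 2.03, and cxcl8b.1 (ENSDARG00000102299), MMP9 (ENSDARG00000042816) and SV2C fell by 3.27, 2.64 and 2.08 on the log2 scale. Each of these genes had an adjusted p of 0.00023 or lower in the same test. For several of them the single knockout stood apart from WT, while DKO and WT libraries overlapped in CPM. Against GLO1KO these were chia.3, CEL, cxcl8b.1 and MMP9. MMP9 ran from 2.59 to 5.47 CPM in WT, 2.72 to 3.61 in DKO and 11.9 to 31.6 in GLO1KO libraries. Against AKR1A1AKO they were SMC1A (ENSDARG00000055754), loc101882496, si:ch73-329n5.1 and ENSDARG00000101800. No such overlap was seen for glo1, ccdc125, SV2C and ACADSB.

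**Figure D2:**
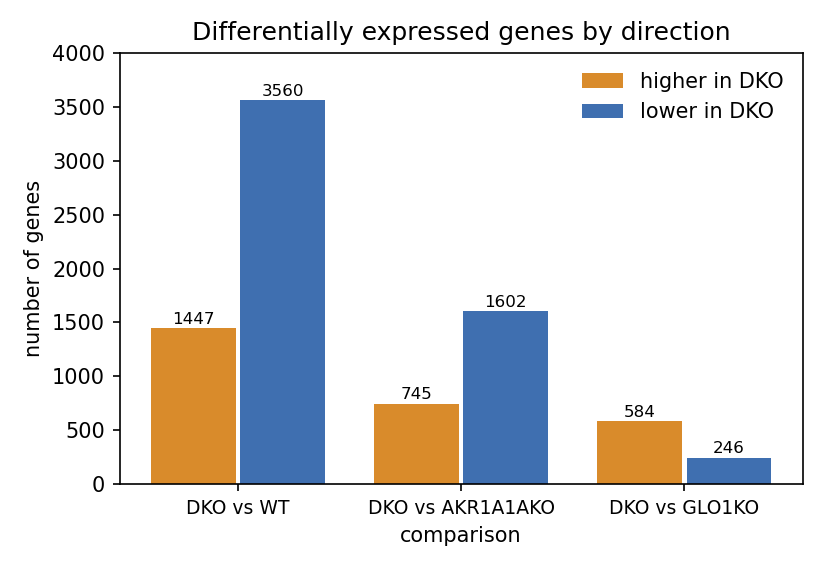
Number of differentially expressed genes that were higher (orange) or lower (blue) in DKO larvae in each comparison, counted with an adjusted p below 0.05 and a fold change above 1.5. The number falls from 3560 lower genes against WT to 246 against GLO1KO.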

Based on these observations, differential gene expression (DGE) analysis was performed for each pairwise group comparison (Fig. S5C–E). 

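In place of the KEGG sets, which were not used here, 16 lists of genes written in advance from general knowledge were scored in every library with GSVA on log2 CPM. The scores were compared between genotypes with limma, and p was adjusted over the 16 lists of a comparison by the Benjamini-Hochberg method. Between DKO and WT larvae, 9 of the 14 lists other than insulin and MAPK signaling passed an adjusted p of 0.05. The ribosome list scored 0.682 ± 0.0800 (SD, n = 6) in DKO and -0.644 ± 0.112 (SD, n = 6) in WT larvae, and the spliceosome, RNA polymerase, oxidative phosphorylation, DNA replication, ATF4 target and photoreceptor lists were higher in DKO as well. The ATF4 target list differed by 0.412 (adjusted p = 1.03e-04 from limma), but only by 0.134 (adjusted p = 0.121) with scaling by library size alone, and its adjusted p was 0.169 under camera, a test against all other genes with a preset correlation. ECM receptor interaction was lower, with -0.255 ± 0.0780 (SD, n = 6) against 0.460 ± 0.101 (SD, n = 6), and so was the erythrocyte list, by a difference of -0.740 (adjusted p = 2.15e-04 from limma). The score differences between DKO and WT were 1.33 for the ribosome list (adjusted p = 1.93e-12 from limma) and -0.714 for ECM receptor interaction (adjusted p = 1.58e-07). A list of arginine metabolism genes did not pass the threshold, with a score difference of -0.144 (adjusted p = 0.162 from limma), but did with fry, a test of the list by itself (adjusted p = 0.0224). Nor did the citrate cycle list, with -0.224 (adjusted p = 0.163), which passed with scaling by library size alone (-0.406, adjusted p = 0.0122) and with fry (adjusted p = 0.0226).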

Next, gene set variation analysis (GSVA) was conducted using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database to identify significantly altered pathways across the groups (Fig. 3A and Fig. S5F). Among the significantly altered pathways, the insulin signaling pathway and its downstream MAPK signaling pathway (Fig. 3B, C), which are closely correlated with arginine metabolism^14^, were significantly downregulated in DKO larvae compared to WT. This suggested that the altered arginine metabolism in GLO1/AKR1A1A DKO impairs insulin signaling.

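The insulin signaling list, with 159 genes scored, had a mean GSVA score of -0.0880 ± 0.0670 (SD, n = 6) in DKO and 0.0470 ± 0.0780 (SD, n = 6) in WT larvae. Its score difference was -0.135 (standard error 0.0558, adjusted p = 0.0345 from limma), and an exact 2-sided permutation test gave p = 0.0152 (0.0220 after adjustment over the lists). The ranges overlapped, from -0.152 to 0.00200 in DKO and from -0.0580 to 0.142 in WT larvae. The adjusted p of this list rose to 0.0683 without DKO replicate 5, and it was above 0.05 also without DKO replicate 3 or 4, WT replicate 1, 2 or 6, or GLO1KO replicate 5. Over all 23 fits that left out a library, the score difference stayed between -0.151 and -0.121. It was -0.119 (adjusted p = 0.0617) when only members with a mean log2 CPM above 1 were scored. Over the alternatives its adjusted p ran from 3.65e-06 under fry to 0.287 under camera.

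The MAPK signaling list, with 291 genes scored of which 35 are also in the insulin signaling list, had a mean score of -0.208 ± 0.0710 (SD, n = 6) in DKO and 0.0800 ± 0.141 (SD, n = 6) in WT larvae. All 6 DKO libraries scored below all 6 WT libraries (exact permutation test, p = 0.00216, the smallest these group sizes allow, and 0.00433 after adjustment). The score difference was -0.288 (standard error 0.0691, adjusted p = 6.69e-04 from limma). Under camera the adjusted p was 0.0572 and under fry 2.67e-06.

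**Figure D3:**
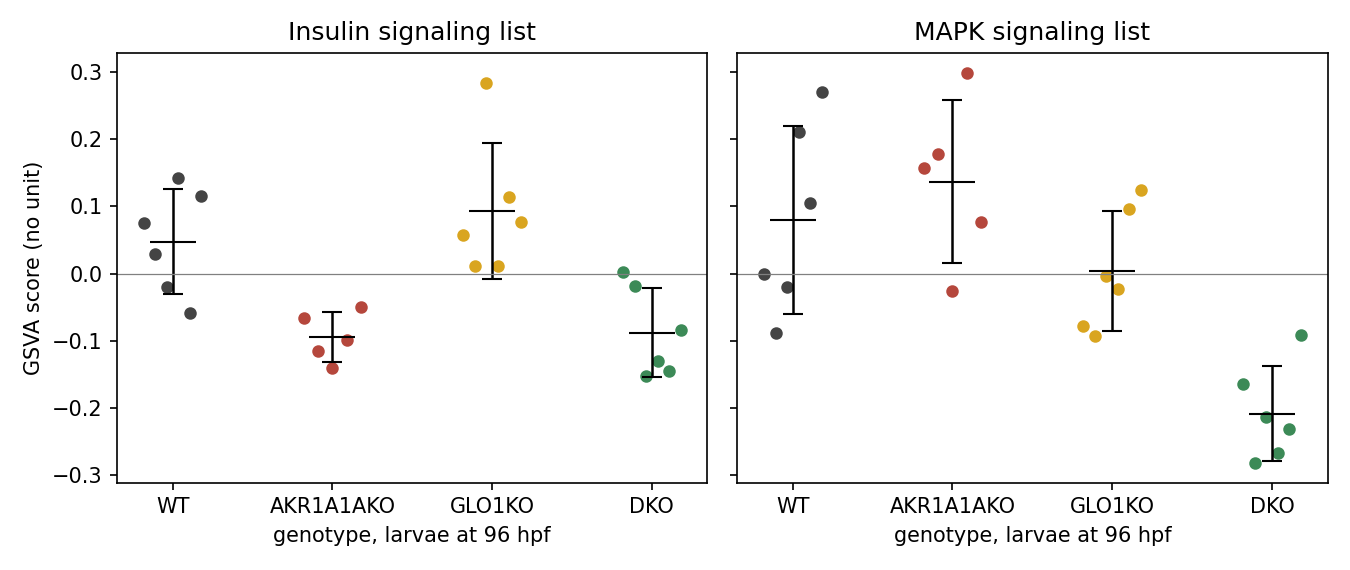
GSVA scores of the insulin and MAPK signaling lists by genotype, with 1 point per library and the mean and SD of each genotype in black. The DKO libraries reach from -0.152 to 0.00200 for insulin signaling and from -0.282 to -0.0920 for MAPK signaling.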

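Of the 158 insulin signaling genes tested between DKO and WT larvae, 87 had a log2 fold change below 0 and 71 above 0. Differentially expressed were 33 lower and 4 higher genes, and 37 when p was adjusted over the list alone. Of the 289 MAPK signaling genes, 168 had a log2 fold change below 0 and 121 above 0, with 78 lower and 5 higher genes called, and 83 when adjusted over the list alone. The median log2 fold change was -0.06 for insulin and -0.09 for MAPK signaling. From the lower scores of both pathways in DKO larvae, and from their link with arginine metabolism, the paper proposes that the altered arginine metabolism impairs insulin signaling.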

**Fig. 3:**
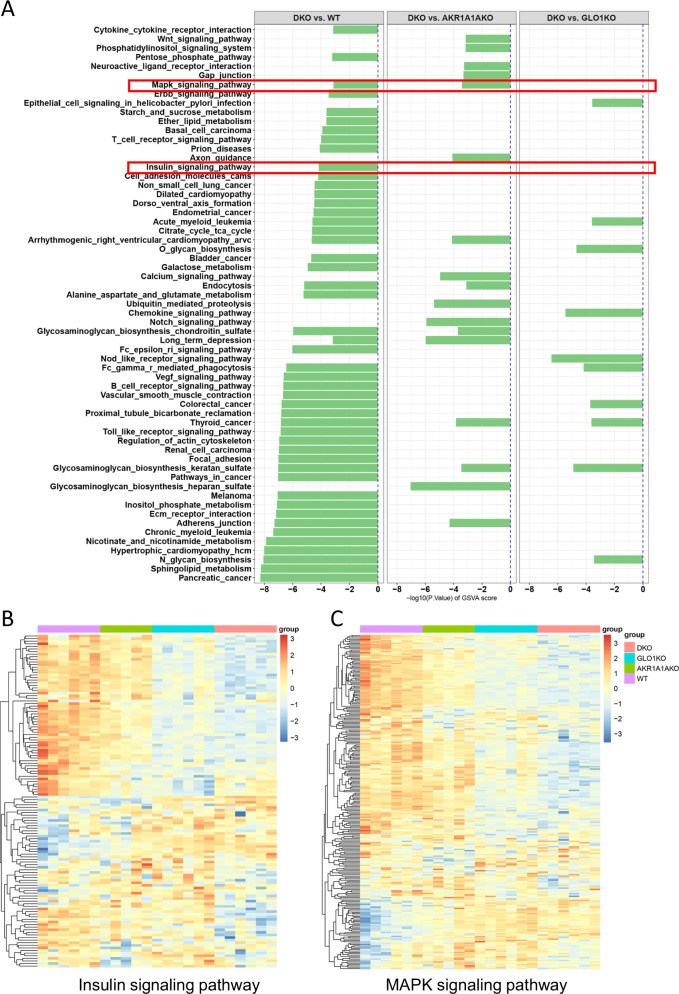
Downregulated insulin signaling pathway in GLO1/AKR1A1A DKO zebrafish compared to WT. **A** GSVA of RNA-sequencing data revealed the significantly downregulated pathways in pairwise comparisons (DKO vs WT, DKO vs AKR1A1AKO, DKO vs GLO1KO) at 96hpf. *n* = 5/6 biological replicates per group. The red frame represents insulin signaling and its downstream pathway. GSVA enrichment scores were compared between groups using a two-sided empirical Bayes moderated *t*-test implemented in the limma package. Plotted values represent -log10 of the unadjusted two-sided *P* values. GSVA, Gene Set Variation Analysis; hpf, hours of post fertilization. **B** Heat map of relative mRNA expression in the insulin signaling pathway gene set. Orange indicates higher expression and blue indicates lower expression. **C** Heat map of relative mRNA expression in MAPK signaling pathway gene set. Orange indicates higher expression and blue indicates lower expression.

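Against AKR1A1AKO larvae, the MAPK signaling score was lower in DKO by a difference of -0.345 (standard error 0.0725, adjusted p = 2.73e-04 from limma), with AKR1A1AKO at 0.137 ± 0.121 (SD, n = 5). The insulin signaling score did not differ from that of AKR1A1AKO larvae, at -0.0940 ± 0.0370 (SD, n = 5), with a difference of 0.00630 (standard error 0.0585, adjusted p = 0.915). Its sign depended on the processing: scaling by library size alone gave -0.0539 (adjusted p = 0.459), and fry placed the list lower in DKO with an adjusted p of 0.0121. Among the 159 insulin signaling genes tested against AKR1A1AKO, 83 had a log2 fold change above 0 and 76 below, with a median of 0.016. The called genes leaned the other way, with 17 lower and 1 higher. Against GLO1KO larvae, the insulin signaling score differed by -0.1804 (standard error 0.0558, adjusted p = 0.00849 from limma), from 0.0930 ± 0.101 (SD, n = 6) in GLO1KO, although camera gave an adjusted p of 0.13 and fry 0.00928. Of the 159 genes of the list tested there, 95 had a log2 fold change below 0, with a median of -0.025 at percentile 5.20 among random lists matched on mean expression, and the called genes went the other way, with 6 higher and 2 lower. MAPK signaling differed from GLO1KO by -0.212 (standard error 0.0691, adjusted p = 0.00895 from limma), with 193 of 287 genes below 0, 1 called higher and 1 called lower.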

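The 5 insulin signaling genes with the smallest p between DKO and WT larvae were PYGM, PPARGC1A, MAPK3, PIK3CA and RPS6. PYGM (ENSDARG00000055518) fell from 163 ± 16.5 CPM (SD, n = 6) in WT to 50.3 ± 7.35 CPM (SD, n = 6) in DKO larvae, a log2 fold change of -1.71 (standard error 0.0956, adjusted p = 3.83e-09 from edgeR's quasi-likelihood test). The log2 fold changes were -0.999 for PPARGC1A (ENSDARG00000067829), -0.64 for MAPK3 (ENSDARG00000070573) and -0.87 for PIK3CA (ENSDARG00000075456). The falls of MAPK3 and PIK3CA were not specific to DKO: GLO1KO had 77.6 and 14.0 CPM, DKO 72.7 and 12.5 CPM. Between DKO and GLO1KO their adjusted p was 0.0847 and 0.102 from the same test. PYGM and PPARGC1A, at 80.2 and 15.5 CPM in GLO1KO, were lower still in DKO. In GLO1KO against WT, 29 list genes were called lower and 6 higher, although the GLO1KO score was not lower (0.093 against 0.047). RPS6 (ENSDARG00000019778), a ribosomal protein gene, was higher in DKO, at 1653 ± 55.2 CPM (SD, n = 6) against 1131 ± 36.7 CPM (SD, n = 6), a log2 fold change of 0.54, which is below the fold change threshold.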

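The MAPK signaling genes with the smallest p were TGFBR1 (ENSDARG00000042259), CACNB1 (ENSDARG00000002167), FGF12 (ENSDARG00000113525), NTRK2 (ENSDARG00000059897) and MAPK3. TGFBR1 fell from 15.2 ± 1.09 CPM (SD, n = 6) in WT to 4.24 ± 0.599 CPM (SD, n = 6) in DKO larvae, a log2 fold change of -1.85 (standard error 0.0947, adjusted p = 1.90e-09 from edgeR's quasi-likelihood test). CACNB1, FGF12 and NTRK2 fell by 1.13, 1.26 and 1.04 on the log2 scale. For these genes no DKO library reached the lowest WT library. The fall of CACNB1 was not specific to DKO, with 13.15 CPM in GLO1KO against 11.9 CPM in DKO (adjusted p = 0.0794 from the same test). TGFBR1, FGF12 and NTRK2, at 6.04, 7.72 and 19.2 CPM in GLO1KO, were lower still in DKO, at 4.24, 6.17 and 15.5 CPM.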

### Tissue-specific arginine metabolism, impaired insulin signaling and glucose metabolism in GLO1/AKR1A1A DKO zebrafish

To explore the different alterations of arginine levels in liver and muscle tissues, the genes involved in arginine synthesis - *ass1*, *asl*, arginine catabolism - *arg1*, *odc1* and arginine transport - solute carrier family 7 member 1a (*slc7a1a*), solute carrier family 7 member 1b (*slc7a1b*) were examined by performing RT-qPCR. In the liver tissues, *ass1*, *asl*, *arg1* and *odc1* were significantly downregulated, accompanied by a compensatory upregulation of *slc7a1a* and *slc7a1b* (Fig. 4A–F). In contrast, no significant changes were observed in muscle tissues (Fig. S3C–F).

**Fig. 4:**
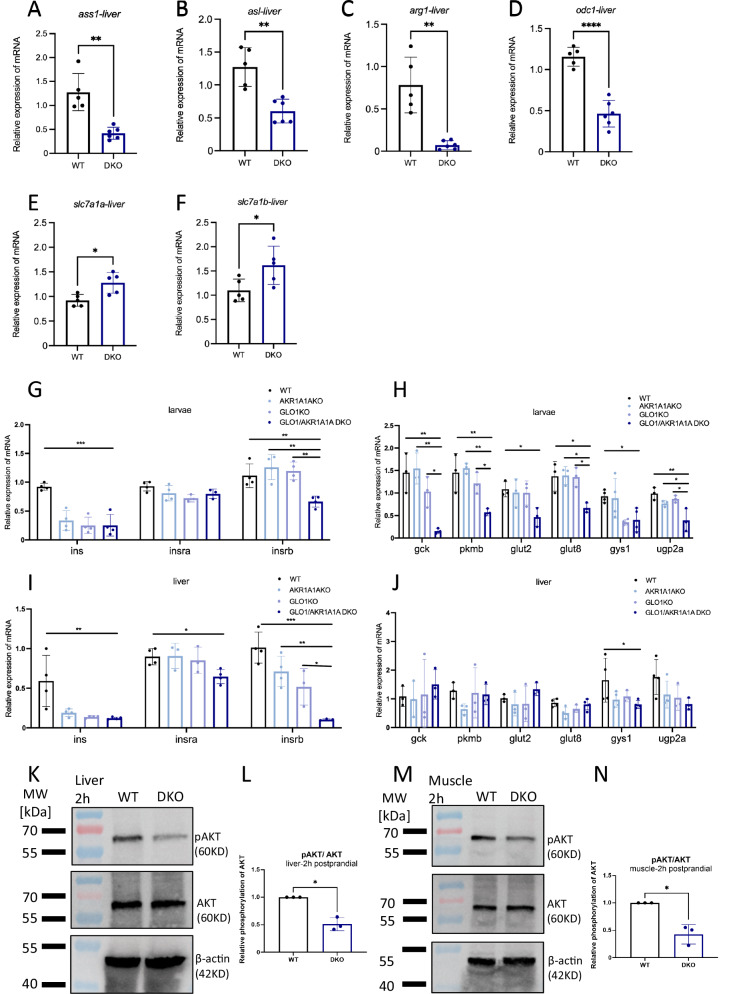
Impaired arginine and glucose metabolism in GLO1/AKR1A1A DKO zebrafish tissues. **A–F** Relative mRNA expression levels of genes involved in arginine synthesis (**A**, **B**), and arginine catabolism were downregulated (**C**, **D**) and arginine transport (**E**, **F**) were upregulated in DKO liver tissues compared to WT. *n* = 5/6 biological replicates per group. ass1, argininosuccinate synthase 1; asl, argininosuccinate lyase; arg1, arginase 1; odc1, ornithine decarboxylase 1; slc7a1a, solute carrier family 7 member 1a; slc7a1b, solute carrier family 7 member 1b. Exact *p* values for each comparation are: ass1, *p* = 0.0059; asl, *p* = 0.0038; arg1, *p* = 0.0079; odc1, *p* < 0.0001; slc7a1a, *p* = 0.0155; slc7a1b, *p* = 0.0419. **G, H** Relative mRNA expression levels of insulin-related genes (**G**), and genes involved in glucose transport, glycolysis and glycogenesis (**H**) were significantly altered in DKO larvae. *n* = 3/4 biological replicates per group. ins, insulin; insra, insulin receptor a; insrb, insulin receptor b; gck, glucokinase; pkmb, pyruvate kinase M1/2b; glut2, glucose transporter 2; glut8, glucose transporter 8; gys1, glycogen synthase 1; ugp2a, UDP-glucose pyrophosphorylase 2a. **I**, **J** Relative mRNA expression levels of insulin-related genes (**I**), and genes involved in glucose transport, glycolysis and glycogenesis (**J**) were significantly altered in DKO liver tissues. *n* = 3/4 biological replicates per group. mRNA expression levels were quantified by RT-qPCR and normalized to *arnt 2*. arnt2, aryl hydrocarbon receptor nuclear translocator 2. **K–N** Reduced postprandial AKT phosphorylation in liver and muscle of DKO zebrafish. *n* = 3 biological replicates per group. Exact *p* values for each comparation are: L, *p* = 0.0189. N, *p* = 0.031. The bars indicate mean ± SD values. Statistical analysis were applied by a two-tailed Student’s t-test and one way ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Source data are provided as a Source Data file.

To validate the RNA sequencing results, the transcript levels of insulin signaling molecules including insulin (*ins*), insulin receptor a (*insra*), insulin receptor b (*insrb*), as well as genes involved in glucose transport—glucose transporter 2 (*glut2*), glucose transporter 8 (*glut8*), glycolysis—glucokinase (*gck)*, pyruvate kinase M1/2b (*pkmb*) and glycogenesis—glycogen synthase 1 (*gys1)*, UDP-glucose pyrophosphorylase 2a (*ugp2a*) were also quantified by RT-qPCR in larvae and liver. In DKO larvae, *ins, glut2* and *gys1* expression were decreased compared to WT larvae, while *insrb, gck*, *pkmb*, *glut8*, and *ugp2a* expression were significantly decreased compared to WT, GLO1KO, and AKR1A1AKO larvae (Fig. 4G, H). In DKO liver tissues, *ins*, *insra* and *gys1* expression were downregulated compared to the WT group, while *insrb* expression was downregulated compared to the WT, GLO1KO, and AKR1A1AKO groups (Fig. 4I, J).

To investigate the insulin signaling in liver and muscle tissues under fasting and 2 h postprandial conditions at the protein levels, the p-AKT/AKT was analyzed by Western blotting. The results showed that the p-AKT/AKT was reduced in the livers and muscles of DKO zebrafish under postprandial conditions (Fig. 4K–N), but remained unchanged under fasting conditions (Fig. S3G–J). Overall, these results suggested that the combined loss of GLO1 and AKR1A1A disrupts glucose metabolic pathways.

### Aggravated hyperglycemia, thickened glomerular basement membrane (GBM) and increased podocytes effacement in Tg(fli1:EGFP) GLO1/AKR1A1A DKO zebrafish

To investigate whether the combined loss of GLO1 and AKR1A1A has an influence on glucose dysregulation in zebrafish, we measured whole-body glucose levels in *Tg(fli1:EGFP)* larvae at 96hpf and blood glucose levels in adult zebrafish at 12mpf. Compared to the WT, GLO1KO, and AKR1A1AKO groups, the DKO zebrafish exhibited significant elevations in whole-body glucose and 2h-postprandial blood glucose levels, while fasting blood glucose remained unchanged (Fig. 5A–C). These findings indicated exacerbated impairment of glucose homeostasis in GLO1/AKR1A1A DKO zebrafish.

**Fig. 5:**
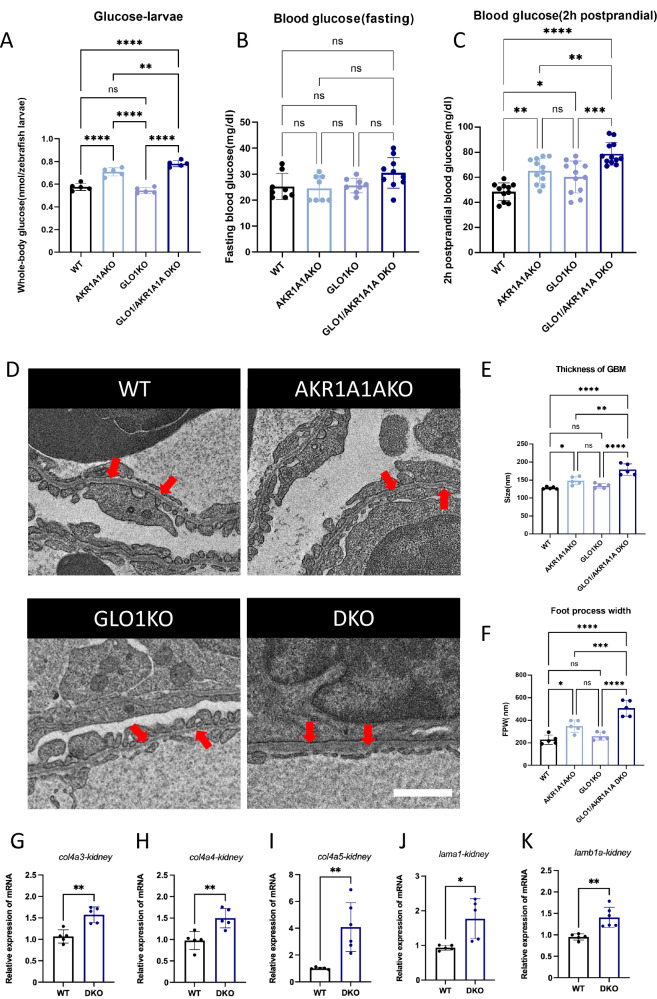
Aggravated hyperglycemia, thickened GBM and podocyte effacement in *Tg(fli1:EGFP)* GLO1/AKR1A1A DKO zebrafish. **A** The whole-body glucose levels in GLO1/AKR1A1A DKO larvae at 96hpf were the highest compared to WT, GLO1KO and AKR1A1AKO larvae. *n* = 5 biological replicates per group. Exact *p* values for each comparation are: WT vs. AKR1A1AKO, WT vs. DKO, AKR1A1AKO vs. GLO1KO, GLO1KO vs. DKO, *p* < 0.0001; AKR1A1AKO vs. DKO, *p* = 0.008. hpf, hours of post fertilization. **B** Fasting blood glucose levels in DKO adult zebrafish at 12mpf were unaltered. *n* = 8/10 biological replicates per group. mpf, months of post fertilization. **C** 2-hour postprandial blood glucose levels in DKO adult zebrafish at 12mpf were further elevated compared to WT, GLO1KO and AKR1A1AKO adult zebrafish. *n* = 11/12 biological replicates per group. Exact *p* values for each comparation are: WT vs. AKR1A1AKO, *p* = 0.0012; WT vs. GLO1KO, *p* = 0.0333; WT vs. DKO, *p* < 0.0001; AKR1A1AKO vs. DKO, *p* = 0.0089; GLO1KO vs. DKO, *p* = 0.0002. **D** Representative electron micrographs of glomeruli from WT, GLO1KO, AKR1A1AKO and DKO adult zebrafish. Red arrows indicated GBM. White scale bar = 1 µm. GBM, glomerular basement membrane. **E** Quantification of GBM thickness in adult zebrafish, showing a significant increase in the DKO group compared to WT, GLO1KO, and AKR1A1AKO groups. *n* = 5 biological replicates per group. Exact *p* values for each comparation are: WT vs. AKR1A1AKO, *p* = 0.0293; WT vs. DKO, GLO1KO vs. DKO, *p* < 0.0001; AKR1A1AKO vs. DKO, *p* = 0.0012. **F** Quantification of FPW in adult zebrafish, showing a significant increase in the DKO group compared to WT, GLO1KO, and AKR1A1AKO groups. *n* = 5 biological replicates per group. Exact *p* values for each comparation are: WT vs. AKR1A1AKO, *p* = 0.0107; WT vs. DKO, *p* < 0.0001; GLO1KO vs. DKO, *p* < 0.0001; AKR1A1AKO vs. DKO, *p* = 0.0009. FPW, foot process width. **G–K** Relative mRNA expression levels of *col4a3*, *col4a4*, *col4a5*, *lama1*, *lamb1a* were upregulated in DKO kidney compared to WT. *n* = 5/6 biological replicates per group. Exact *p* values for each comparation are: col4a3, *p* = 0.0017; col4a4, *p* = 0.0055; col4a5, *p* = 0.0089; lama1, *p* = 0.0310; lamb1a, *p* = 0.0040. col4a3, collagen-type IV, alpha 3; col4a4, collagen-type IV, alpha 4; col4a5, collagen-type IV, alpha 5; lama1, laminin-alpha 1; lamb1a, laminin-beta 1a. mRNA expression levels were quantified by RT-qPCR and normalized to *arnt 2*. arnt2, aryl hydrocarbon receptor nuclear translocator 2. The bars indicate mean ± SD values. Statistical analysis were performed by a two-tailed Student’s *t*-test and one-way ANOVA. ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Source data are provided as a Source Data file.

In addition to assessing glucose homeostasis, we performed histological, ultrastructural and molecular analyses of zebrafish kidneys. Histological analysis using hematoxylin and eosin (HE) staining, periodic acid-Schiff (PAS) staining, and Masson trichrome staining revealed altered glomeruli, including increased cell number and diffuse matrix expansion, as well as increased collagen deposition, in GLO1/AKR1A1A DKO adult kidneys compared to wildtype kidneys (Fig. S6A–C). In addition, we measured the width of the GBM and podocyte foot process in *Tg(fli1:EGFP)* adult zebrafish by electron microscopy (Fig. S1A), as GBM thickening and podocyte effacement are two hallmark pathological features of diabetic nephropathy^40,41^. A significant increase in GBM thickness and podocyte effacement was observed in DKO kidney compared to WT, GLO1KO, and AKR1A1AKO groups (Fig. 5D–F). Afterwards, we performed RT-qPCR to assess genes involved in extracellular matrix (ECM) remodeling - collagen-type IV, alpha 3 (*col4a3*), collagen-type IV, alpha 4 (*col4a4*), collagen-type IV, alpha 5 (*col4a5*), laminin-alpha 1 (*lama1*), laminin-beta 1a (*lamb1a*), stress responses - mitogen-activated protein kinase 8b (*mapk8b*), *atf4a*, *atf4b*, inflammation - colony stimulating factor 1b (*csf1b*), interferon gamma 1 (*ifng1*), and arginine metabolism - *ass1*, *asl*, *arg1*, *odc1* in adult DKO and WT kidney. The results showed that the expression levels of *col4a3*, *col4a4*, *col4a5*, *lama1*, and *lamb1a* were significantly upregulated (Fig. 5G–K). The data align with observations of human kidneys with diabetic nephropathy, in which glomerular basement membrane thickening is primarily driven by increased collagen IV and laminin deposition^42,43^. In addition, the expression levels of *mapk8b*, *atf4a*, and *atf4b*, *csf1b*, *ifng1* and *ass1* were increased, whereas *asl, arg1* and *odc1* showed no significant changes (Fig. S7A–I).

We also evaluated the trunk and hyaloid vasculature in *Tg(fli1:EGFP)* larvae and the adult zebrafish retina (Fig.e S1A). The trunk vasculature showed no differences among the four groups (Fig. S8A, B). With the exception of the previously reported increase in branch points and sprout formation in the hyaloid and retina vasculature of AKR1A1AKO zebrafish^9^, no additional vascular alterations were detected in DKO zebrafish compared to the WT, GLO1KO, and AKR1A1AKO groups (Fig. S8C–F and Fig. S9A–C). To identify the potential antioxidant enzymes in DKO retina, the expression of various *aldhs* and *akrs* was quantified by RT-qPCR. The results showed that aldehyde dehydrogenase 3 family, member A1 (*aldh3a1*), aldehyde dehydrogenase 3 family, member A2a (*aldh3a2a*), aldehyde dehydrogenase 9 family, member A1b (*aldh9a1b*) and aldo-keto reductase family 7, member A3 (*akr7a3*) were upregulated. Aldo-keto reductase family 1, member B1 (aldose reductase), tandem duplicate 1 (*akr1b1.1*) was downregulated, and aldehyde dehydrogenase 3 family, member A2b (*aldh3a2b*), aldehyde dehydrogenase 3 family, member B1 (*aldh3b1*) and aldo-keto reductase family 1, member A1b (*akr1a1b*) were unchanged in DKO eyes compared to WT (Fig. S10A–H). The data helps to explain why the retina is largely unaffected in the DKO model. Together, these findings demonstrated that GLO1/AKR1A1A DKO zebrafish exhibit an organ-specific hallmark of diabetic nephropathy.

### Arginine supplementation attenuated glucose levels in GLO1/AKR1A1A DKO larvae and in larvae co-treated with MG and ACR

To further clarify the role of arginine in glucose metabolism, the whole-body glucose levels, transcript expression, and activation and expression of protein kinase AKT (pAKT/AKT) in DKO larvae with and without L-arginine (Arg) supplementation were quantified using ELISA, RT-qPCR and Western blotting. First, the safe dose of Arg was determined in larvae exposed to 0–5 mM Arg from 48 to 96 hpf (Fig. S11A). Concentrations below 100 µM were found to be well tolerated (Fig. S11B)^44^. Next, DKO larvae treated with 50 or 75 µM Arg showed significantly reduced glucose levels compared to untreated controls (Fig. 6A), and arginine supplementation in DKO larvae normalized arginine levels to the physiological concentrations comparable to those in WT larvae (Fig. S11C). Sodium nitroprusside (SNP), a NO donor, has the same effect to lower the glucose levels in DKO larvae (Fig. S12A–C). To investigate the mechanism underlying the glucose-lowering effect of Arg, RT-qPCR analysis showed that Arg supplementation markedly upregulated the expression of *ins*, *insra*, *insrb*, *gck*, *glut2*, *glut8*, and *ugp2a* (Fig. 6B). Western blotting further demonstrated a decrease in phosphorylated AKT levels in DKO larvae, which was restored by Arg treatment (Fig. 6C, D), and after arginine supplementation, the decreased insulin protein levels in DKO larvae were also restored (Fig. 6E). To further assess whether NO contributes to the glucose-lowering effect, we treated DKO larvae supplemented with Arg using N(ω)-nitro-L-arginine methyl ester (L-NAME), a non-selective nitric oxide synthase (NOS) inhibitor that suppresses NO production^45^. The safe dose of L-NAME was determined to be below 1 mM (Fig. S13A–C)^46^. The result showed that co-treatment with L-NAME eliminated the glucose-lowering effect of Arg (Fig. 6F), but the L-NAME treatment alone didn’t change glucose concentrations in WT and DKO groups (Fig. S13D, E). In addition, Arg supplementation could lower the hyperglycemia induced by the co-treatment with MG and ACR (Fig. 6G). Thus, these findings showed that Arg supplementation attenuates glucose levels in GLO1/AKR1A1A DKO larvae and larvae co-treated with MG and ACR by enhancing insulin signaling, glycolysis and glycogenesis.

**Fig. 6:**
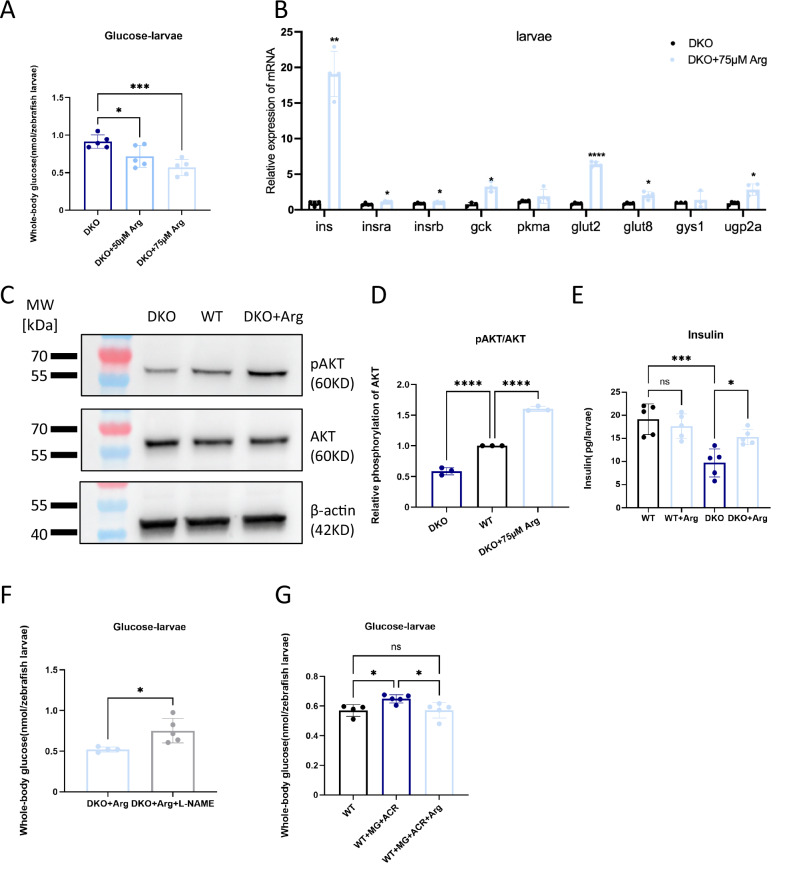
Arginine supplementation attenuated glucose levels in GLO1/AKR1A1A DKO larvae and larvae co-treated with MG and ACR. **A** Arginine supplementation reversed the glucose elevation in GLO1/AKR1A1A DKO larvae. *n* = 5 biological replicates per group. Exact *p* values for each comparation are: DKO vs. DKO + 50 µM Arg, *p* = 0.037; DKO vs. DKO + 75 µM Arg, *p* = 0.001. Arg, L-arginine. **B** Arginine supplementation significantly upregulated the mRNA expression levels of *ins*, *insra*, *insrb*, and genes related to glucose transport, glycolysis and glycogenesis. *n* = 3/4 biological replicates per group. mRNA expression levels were quantified by RT-qPCR and normalized to *arnt 2*. Exact *p* values for each comparation are: ins, *p* = 0.0013; insra, *p* = 0.0172; insrb, *p* = 0.0269; gck, *p* = 0.0200; pkma, *p* = 0.2491; glut2, *p* < 0.0001; glut8, *p* = 0.0189; gys1, *p* = 0.6129; ugp2a, *p* = 0.0164. ins, insulin; insra, insulin receptor a; insrb, insulin receptor b; gck, glucokinase; pkmb, pyruvate kinase M1/2b; glut2, glucose transporter 2; glut8, glucose transporter 8; gys1, glycogen synthase 1; ugp2a, UDP-glucose pyrophosphorylase 2a; arnt2, aryl hydrocarbon receptor nuclear translocator 2. **C**,**D** Representative Western blotting images (**C**) and quantification (**D**) demonstrated decreased phosphorylated AKT level in DKO larvae, with arginine supplementation restoring AKT phosphorylation at 96hpf. *n* = 3 biological replicates per group. Exact *p* values for each comparation are: WT vs. DKO, WT vs. DKO + 75 µM Arg, *p* < 0.0001. hpf, hours of post fertilization. **E** Reduced insulin in DKO larvae at 96hpf which could be rescued after arginine supplementation. The samples were analyzed by an ELISA. *n* = 5 biological replicates per group. Exact *p* values for each comparation are: WT vs. DKO, *p* = 0.0003; DKO vs. DKO+Arg, *p* = 0.0248. **F** L-NAME increased glucose levels in GLO1/AKR1A1A DKO larvae treated with arginine through inhibition of NOS. *n* = 4/5 biological replicates per group. Exact *p* values for each comparation are: *p* = 0.0159. L-NAME, N(ω)-nitro-L-arginine methyl ester; NOS, nitric oxide synthase. **G** Arginine supplementation lowered the hyperglycemia induced by the co-treatment with MG and ACR. *n* = 4/5 biological replicates per group. Exact *p* values for each comparation are: WT vs. WT + MG + ACR, p = 0.0407; WT + MG + ACR vs. WT + MG + ACR+Arg, *p* = 0.0336. The bars indicate mean ± SD values. Statistical analysis were performed by one-way ANOVA and a two-tailed Student’s *t*-test. ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Source data are provided as a Source Data file.

### Arginine supplementation rescued pdx1 morpholino-induced hyperglycemic pronephros alterations

To further clarify the contribution of Arg in hyperglycemia-associated kidney alterations in DKO mutants, we analyzed pronephros morphology with and without Arg supplementation, and with and without SNP in hyperglycemic *pdx1* morphants using the *Tg*(*wt1b*:*EGFP*) line that specifically labels the early pronephros with EGFP^47,48^. A morphological assessment revealed that *pdx1* morphants exhibited a pronounced enlargement of the glomeruli, reflected by a significant increase in glomerular length, along with a marked reduction in pronephric neck length. These features are consistent with those previously described for hyperglycemic renal impairment^47,48^. Remarkably, administration of Arg effectively ameliorated these abnormalities, as evidenced by reducing glomerular length and elevating pronephric neck length toward the normal characteristic (Fig. 7A–C). In addition, SNP supplementation exerts the same rescue effect on pronephros alterations in hyperglycemic zebrafish (Fig. 7D–F). These findings underscored the protective role of Arg and SNP in counteracting hyperglycemia-induced kidney alterations.

**Fig. 7:**
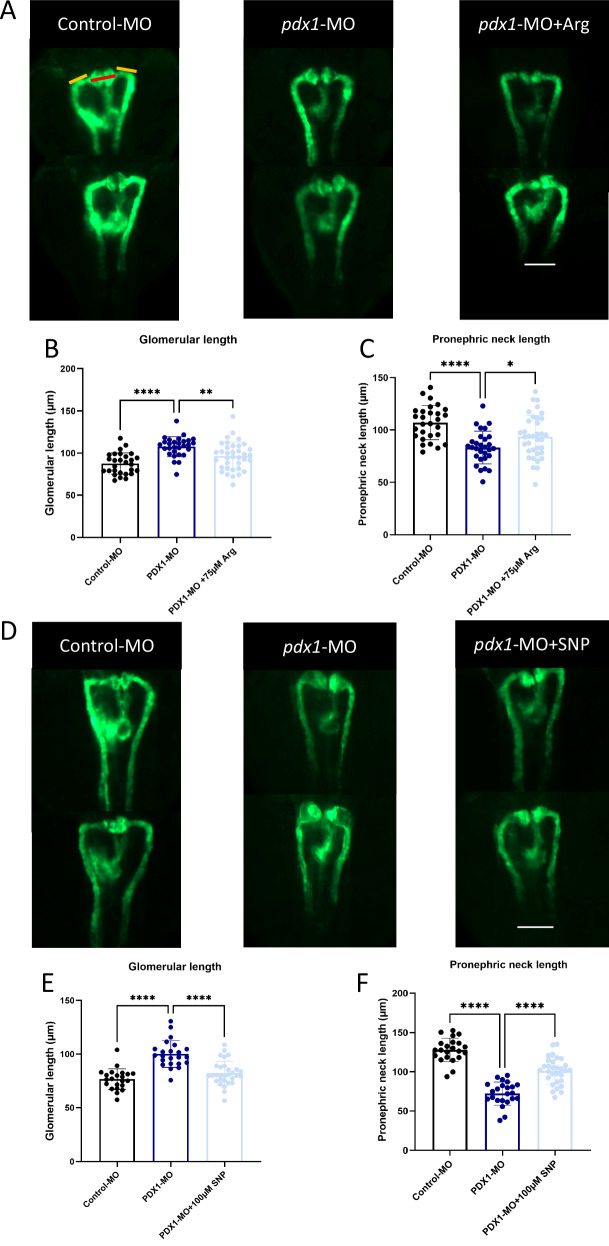
Arginine supplementation rescued *pdx1* morpholino-induced hyperglycemic pronephros alterations. **A** Representative confocal images of the pronephros morphology in control and pdx1 morphants *Tg(wt1b:EGFP)* zebrafish larvae at 48 hpf, with or without arginine supplementation. Red line indicates glomerular length, yellow line indicates pronephric neck length. White scale bar = 100 µm. hpf, hours of post fertilization; MO; morphants; pdx1, pancreatic and duodenal homeobox 1. **B** Quantification of glomerular length in larvae showed a significant increase in pdx1 morphants, which is reduced by arginine supplementation, compared to control group. *n* = 28/36 biological replicates per group. Exact *p* values for each comparation are: PDX1-MO vs. Control-MO, p < 0.0001; PDX1-MO vs. PDX1-MO + 75 µM Arg, *p* = 0.0039. Arg, L-arginine. **C** Quantification of pronephric neck length in larvae showed a significant decrease in pdx1 morphants, which is restored by arginine supplementation, compared to control group. *n* = 28/36 biological replicates per group. Exact *p* values for each comparation are: PDX1-MO vs. Control-MO, *p* < 0.0001; PDX1-MO vs. PDX1-MO + 75 µM Arg, *p* = 0.0439. **D** Representative confocal images of the pronephros morphology in control and pdx1 morphants *Tg(wt1b:EGFP)* zebrafish larvae at 48 hpf, with or without SNP supplementation. White scale bar = 100 µm. SNP, sodium nitroprusside. **E** Quantification of glomerular length in larvae showed a significant increase in pdx1 morphants, which is reduced by SNP supplementation, compared to control group. *n* = 22/30 biological replicates per group. Exact *p* values for each comparation are: PDX1-MO vs. Control-MO, *p* < 0.0001; PDX1-MO vs. PDX1-MO + 100 µM SNP *p* < 0.0001. **F** Quantification of pronephric neck length in larvae showed a significant decrease in pdx1 morphants, which is restored by SNP supplementation, compared to control group. *n* = 22/30 biological replicates per group. Exact *p* values for each comparation are: PDX1-MO vs. Control-MO, *p* < 0.0001; PDX1-MO vs. PDX1-MO + 100 µM SNP, *p* < 0.0001. The bars indicate mean ± SD values. Statistical analysis was performed by one-way ANOVA. *p < 0.05, **p < 0.01, ****p < 0.0001. Source data are provided as a Source Data file.

## Discussion

The present study investigated zebrafish mutants deficient in either GLO1 or AKR1A1A, or both (GLO1/AKR1A1A). Dual loss of GLO1 and AKR1A1A caused a pronounced accumulation of MG and ACR, impaired arginine homeostasis and insulin signaling, hyperglycemia, as well as GBM thickening and podocyte effacement, which are characteristic features of diabetic kidney disease (DKD). Notably, supplementation with exogenous arginine normalized glucose levels and restored renal morphology, highlighting the coordinated role of GLO1 and AKR1A1A in detoxifying RCS, maintaining arginine metabolism, glucose and renal homeostasis.

Clinical studies have also shown that circulating levels of MG and glyoxal are significantly elevated in patients with types 1 and 2 diabetes compared to healthy individuals^49^. Similarly, markedly increased plasma concentrations of both free and protein-conjugated ACR have been documented in patients with renal failure^50^. Consistently, in a dietary context, high-fat diet–fed mice displayed increased levels of both MG and ACR^51^. Our findings extend these clinical and experimental observations by providing direct genetic evidence that GLO1 and AKR1A1A act cooperatively to maintain carbonyl stress and arginine homeostasis. In GLO1/AKR1A1A DKO zebrafish, the concurrent loss of both enzymes led to accumulation of MG and ACR, accompanied by activation of stress-responsive pathway, impaired arginine homeostasis and insulin signaling, and renal abnormalities. These results suggest that MG and ACR cooperate to amplify carbonyl stress by modifying arginine residues, thereby disrupting arginine-dependent signaling and metabolic pathways. Together, our results define a synergistic regulatory axis between GLO1 and AKR1A1A that links RCS detoxification to arginine metabolism, providing a molecular explanation for how carbonyl stress contributes to glucose and renal dysregulation.

Our findings demonstrate that arginine deficiency impairs insulin signaling and promotes glucose dysregulation, thereby contributing to renal injury. Supplementing with L-arginine in zebrafish larvae was found to significantly increase insulin-related gene expression, insulin levels, and AKT phosphorylation, suggesting improved insulin signaling lowers the glucose levels and complications. Extensive clinical and preclinical studies have been demonstrated beneficial effects of L-arginine supplementation on endothelial function, *β*-cell function, insulin sensitivity and oxidative stress attenuation^24,52^. For example, Dashtabi et al. reported that individuals with obesity receiving 3 or 6 g of L-arginine daily for eight weeks experienced significant reductions in fasting blood glucose (FBG) and glycated hemoglobin (HbA1c) levels^53^. Similarly, another clinical trial in individuals with obesity revealed that long-term administration of 9 g of L-arginine per day for six months markedly lowered both FBG and insulin concentrations^54^. Furthermore, a long-term interventional study and its extension suggested that the administration of L-arginine could delay the onset of T2DM in individuals with impaired glucose tolerance (IGT) and metabolic syndrome (MS)^55,56^. Of note, despite impaired postprandial insulin signaling, as indicated by the reduced AKT phosphorylation in the livers and muscles of DKO zebrafish, our data also revealed a decrease in arginine levels and altered arginine metabolism in the liver but not in the muscle, where the arginine biosynthetic enzymes operate and is therefore of particular importance for arginine metabolism^57^. These findings further support the hypothesis that hepatic arginine metabolism plays a central role in coordinating systemic metabolic responses across peripheral tissues^58^. Future preclinical and clinical studies linking tissue-specific arginine metabolic reprogramming to systemic insulin regulation will be necessary. Moreover, several studies indicate that arginine supplementation reduces microalbuminuria, slows DKD progression, enhances glomerular filtration rate (GFR), and mitigates GBM thickening^59–61^. Additionally, arginine modulates glucose metabolism primarily through the arginine–NO signaling pathway, which improves insulin sensitivity^60^. Consistently, non-selective inhibition of NOS with L-NAME in our study decreased NO bioavailability and aggravated hyperglycemia, highlighting the pivotal role of the L-arginine/NO axis in metabolic regulation^14,62,63^.

An intriguing observation was the absence of retinal vascular alterations in DKO zebrafish, despite elevated carbonyls stress, concurrent presence of hyperglycemia and diabetic nephropathy. This suggests that organ-specific susceptibility to diabetic complications is influenced by distinct RCS profile and corresponding organ-specific antioxidant rather than hyperglycemia alone, in line with prior studies^64,65^. GLO1KO zebrafish with moderate MG elevation displayed no morphological alterations to the retinal vessels or kidneys. In contrast, AKR1A1AKO zebrafish with elevated ACR, but normal MG levels, exhibited retinal vessel and kidney morphological abnormalities. However, GLO1/AKR1A1A DKO zebrafish, with concurrent MG and ACR accumulation, developed pronounced renal pathology without retinal blood vessel involvement. The study therefore emphasizes the need to quantify multiple RCS profiles as noninvasive parameters in diabetic patients, as these may be predictive of the development of organ-specific complications in diabetes such as nephropathy or retinopathy. In addition, our findings demonstrated that combined GLO1/AKR1A1A deficiency activates compensatory or protective mechanisms specifically in the retina, through the upregulation of antioxidant enzyme expression. However, further studies are necessary to identify the full carbonyl detoxification network in the eye.

In summary, our data demonstrates that the dual loss of GLO1 and AKR1A1A cooperatively drives the accumulation of reactive carbonyl species (MG and ACR), impairs arginine homeostasis and insulin signaling, leading to hyperglycemia and hallmarks of diabetic nephropathy. Notably, arginine supplementation effectively reverses these alterations, underscoring the synergistic role of GLO1 and AKR1A1A in keeping arginine homeostasis and the potential as a therapeutic target for diabetes, diabetic nephropathy and other chronic diseases associated with carbonyl stress. Together with our previous research, the present study provides insight into how distinct RCS profiles, shaped by synergistic function of GLO1 and AKR1A1A, contribute to organ-specific complications, offering a mechanistic and metabolic basis for individualized therapeutic strategies across a spectrum of metabolic disorders.

## Methods

### Zebrafish husbandry

All experimental procedures on animals were approved by Medical Faculty Mannheim (license number: I-21/18 and I-21/19), and carried out according to the approved guidelines. The study used the zebrafish strains *Tg(fli1:EGFP)* and *Tg(wt1b:EGFP)* to visualize the vasculature and pronephros, respectively. The fish were maintained under standardized laboratory conditions and the protocols were followed as previously established^66^. Embryos and larvae up to 5dpf were cultured in egg water at 28.5 °C, with the medium renewed daily. Adult zebrafish were housed under a static dark–light cycle and were fed freshly hatched Artemia Salina in the morning and flake food in the afternoon. In this study, sex was not considered at the larval developmental stage because it is not yet differentiated. At the adult stage, only male mice were used in the experiments to minimize hormonal variability.

### Mutant generation

The GLO1KO and AKR1A1AKO zebrafish were individually established using CRISPR/Cas9 genome-editing system, following previously published protocols^9,33^. To obtain the GLO1/AKR1A1A DKO line, GLO1KO zebrafish were outcrossed with AKR1A1AKO zebrafish to generate DHET. These DHET zebrafish were subsequently intercrossed to produce DKO offspring, which were then used for maintenance and experimental analyses. For genotyping, genomic DNA was extracted, and the corresponding PCR amplicons were subjected to Sanger sequencing for verification (Supplementary Table 1).

### Glucose measurements in larvae and adult zebrafish

For larval glucose quantification, 20 larvae were collected at 96hpf and immediately frozen in liquid nitrogen. The samples were homogenized in assay buffer with a 3 mm bead using a tissue lyser. The whole-body glucose concentrations in larvae were determined using a commercial Glucose Assay Kit (MAK263, Sigma-Aldrich) according to the manufacturer’s instructions, and the absorbance at 570 nm was measured with a microplate reader (Tecan Infinite M200).

For adult zebrafish blood glucose measurement, male zebrafish were individually placed in boxes and fasted overnight. On the following day, adult zebrafish were either maintained under fasting conditions or fed 0.5 g of flake food for 1 h, followed by 1 h in fresh water to assess postprandial glucose levels. Zebrafish were then euthanized in ice water for 2 min, and blood samples were collected from the caudal vessels for glucose measurement using a glucometer. Afterward, the body weight and length were recorded. Livers and muscles were dissected, weighed, immediately frozen in liquid nitrogen, and stored at –80 °C until further analysis. Kidneys and eyes were dissected for GBM thickness, FPW and retinal vasculature analysis.

### Electron microscopy (EM)

Kidneys were dissected and immediately immersed in 3% glutaraldehyde prepared in 0.1 M cacodylate buffer (pH 7.4) for fixation at room temperature for a minimum of 2 h. The fixed tissues were then cut into small blocks of approximately 1 mm³. After fixation, the kidney samples were rinsed several times in cacodylate buffer and post-fixed with 1% osmium tetroxide for 1 h at 4 °C. Following post-fixation, samples were washed with distilled water, dehydrated through a graded ethanol series, and subsequently transferred to propylene oxide before embedding in epoxy resin (Glycid Ether 100).

For light microscopy, semithin sections (1 µm) were stained with methylene blue and observed under a light microscope (Olympus). For ultrastructural analysis, ultrathin sections (60–80 nm) were contrasted with uranyl acetate and lead citrate and examined using a JEM-1400 transmission electron microscope equipped with a 2 K TVIPS CCD camera (TemCam F216).

### Injection of pdx1morpholino into zebrafish embryos

The following morpholino oligonucleotides were used: SB-*pdx1*-Mo (5′-GATAGTAATGCTCTTCCCGATTCAT-3′) and control-Mo (5′-CCTCTTACCTCAGTTACAATTTATA-3′)^67^. Both *Pdx1* and control morpholinos were diluted to a working concentration of 6 μg/μl in 0.1 M KCl. 1 nL of the morpholino solution was microinjected into the yolk sac of *Tg*(*wt1b*:*EGFP*) embryos at the one-cell stage^47^.

### Microscopy and analysis of pronephros structure

To evaluate pronephric morphology in zebrafish embryos, *Tg*(*wt1b*:*EGFP*) embryos from 24 hpf were kept in egg water with 0.003% 1-phenyl-2-thiourea (Sigma) to prevent pigmentation. At 48 hpf, embryos were anesthetized with 0.003% tricaine and positioned dorsally in 1% low-melting-point agarose (Promega) prepared in egg water. Fluorescent images were acquired using a Leica MZ10 F stereo microscope equipped with a DFC420 C digital camera. Morphological alterations of the pronephros were quantified by measuring the glomerular length and pronephric neck length with the Leica LAS software (version 4.8)^47^.

### Microscopy and analysis of vascular alterations in larvae and adults

For trunk vasculature imaging, *Tg*(*fli*:*EGFP*) zebrafish larvae were treated with 0.003% 1-phenyl-2-thiourea (Sigma) from 24 hpf to inhibit pigmentation. At 96 hpf, larvae were anesthetized with 0.003% tricaine, positioned laterally in 96-well plates, and imaged using a Leica DM6000B confocal microscope with a TCS SP5 DS scanner (600 Hz, 1024 × 512 pixels, 1 µm z-steps). Intersegmental vessels (ISVs) between the 6th and 22nd pairs were analyzed, excluding the first five and the dorsal longitudinal anastomotic vessel (DLAV). Newly formed blood vessels between ISVs were defined as “hyperbranches”.

For hyaloid vasculature imaging, *Tg*(*fli*:*EGFP*) zebrafish larvae at 120 hpf were anesthetized, fixed in 4% paraformaldehyde (PFA) overnight at 4 °C, washed in PBS, and digested with 0.25% Trypsin/EDTA buffered with 1.5 M Tris (pH 7.8) for 80 min at 37 °C. After washing, samples were stored in PBS until dissection. The hyaloid vasculature was isolated according to Jung’s protocol^68^ and imaged using the same confocal setup (20×0.7 objective, 1.5 µm z-steps).

For adult retinal vasculature, procedures followed Wiggenhauser’s method^69^. PFA-fixed heads were placed on an ice-cooled agarose platform, and eyes were dissected, washed, and mounted in imaging medium. Confocal imaging was performed as above. Vascular branch points and sprouts were quantified within 350 × 350 µm² regions using ImageJ and GIMP software.

### MG, 3-DG and glyoxal measurements

50 larvae per sample at 96hpf were collected and flash frozen in liquid nitrogen. MG, glyoxal and 3-DG were measured as previously described^33,36^.

### Acrolein measurement in larvae

50 larvae per sample at 96hpf were collected and snap frozen. Protein-bound ACR was determined according to manufacturer’s instruction (Acrolein ELISA Kit, MBS7213206, MyBioSource Inc)^9^.

### 4-HNE measurements in larvae

Fifty larvae per sample at 96hpf were collected and snap frozen. 4-HNE amount was determined according to the manufacturer’s instruction (4-Hydroxynonenal ELISA Kit, ab287803, Abcam)^70^.

### Acetaldehyde measurements

50 larvae per sample at 96hpf were collected and flash frozen in liquid nitrogen. AA was measured in a LC-MS/MS experimental setup according to an adjusted protocol of Jeon et al.^71^.

### Lipid peroxidation assay

The levels of thiobarbituric acid reactive substances (TBARS), mainly malondialdehyde (MDA), were determined in 96 hpf larvae using a lipid peroxidation assay kit (ab118970, Abcam)^36^.

### AGEs measurements

50 larvae per sample at 96hpf were collected and flash frozen in liquid nitrogen. AGEs, including protein-bound and protein-free MG-H1 were quantified as previously described^72^.

### Metabolomic analysis

Eighty zebrafish larvae at 96 hpf per measurement were snap frozen in liquid nitrogen. Targeted primary metabolites were measured as previously described in cooperation with the Metabolomics Core Technology Platform (MCTP) of the Center for Organismal Studies (COS) of Heidelberg University via gas chromatographymass spectrometry (GC/MS)^73^. GC/MS data was normalized to Ribitol as internal standard and converted to signal intensity per sample amount. MetaboAnalyst 5.0 (www.metaboanalyst.ca) served as the primary online tool for pinpointing the most notably altered metabolites and conducting enrichment analysis. Differential metabolites were screened by fold change analysis with a threshold of 2.0. Advanced analysis related to function or pathway was done based on the KEGG database according to the protocol^74^. The metabolomic data including the assay parameters are available on https://www.ebi.ac.uk/metabolights/MTBLS14089. Data acquisition and processing were performed using Empower3 software (version 3.7.0, Waters).

### Determination of amino acids

50 zebrafish larvae at 96 hpf per measurement were snap frozen in liquid nitrogen. Free amino acids were extracted from 50 larvae with 0.3 ml of 0.1 M HCl containing 10 μM Norleucine as an internal standard in an ultrasonic ice-bath for 10 min. The lysates were centrifuged at 14,000 x g for 5 min at 4 °C, and the supernatants were used for derivatization. Derivatization and separation of amino acids was performed based on the Waters AccQ-Tag system, followed by UPLC/MS analysis as described by Weger et al.^75^. Lastly, amino acids were quantified based on calibration curves generated from amino acid standards.

### Nitrite plus nitrate measurement

40 zebrafish larvae at 96 hpf per measurement were snap frozen in liquid nitrogen. The samples were homogenized in 1X PBS using a tissue lyser. The nitrite and nitrate concentrations in larvae were determined using a Nitrite/Nitrate Assay Kit (23479, Sigma-Aldrich) according to the manufacturer’s instructions, and the absorbance at 540 nm was measured with a microplate reader (Tecan Infinite M200).

### Insulin measurement

20 zebrafish larvae with and without arginine supplementation at 96 hpf per measurement were snap frozen in liquid nitrogen. The samples were homogenized in NP-40 lysis buffer using a tissue lyser. The insulin concentrations were detected using a Zebrafish INS (Insulin) ELISA Kit (ELK0938, ELK Biotechnology) according to the manufacturer’s instructions. Lastly, the microplate reader was applied at 450 nm immediately.

### Histological analysis of adult kidney

The zebrafish were prepared and euthanized. After overnight fixation in 10 % buffered formalin solution, specimens of the kidney were routinely dehydrated, embedded in paraffin, and cut into 4μm-thick sections. HE staining, PAS reaction and Masson Trichrome were done using standard protocols^73^.

### Western blotting

For Western blotting, larvae, liver and muscle were collected and treated on ice with 2 mM Natrium-Vanadate in 1× PBS for 10 min to inhibit phosphatase activity. Subsequently, the samples were homogenized and lysed in NP-40 lysis buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 1% NP-40, 10 mM EDTA, 10% glycerol, and protease inhibitors) for 30 min with gentle shaking on ice. The lysates were mixed with 5× Laemmli buffer and boiled at 95 °C for 5 min. Proteins were separated by SDS–PAGE and transferred onto 0.2 μm nitrocellulose membranes (Amersham). After blocking with 5% BSA, the membranes were incubated overnight with primary antibodies (1:1000; anti-β-actin, Santa Cruz Biotechnology, sc-47778; AKT, CST 9272S; phospho-AKT, CST 4060 P), followed by incubation with HRP-conjugated secondary antibodies (1:1000; rabbit anti-mouse, Dako P0260 for β-actin; goat anti-rabbit, Dako P0448 for AKT and p-AKT). Protein bands were visualized using Western Lightning Plus ECL reagents (PerkinElmer) and imaged with a Fusion Solo S system (Vilber).

### RT-qPCR

20 larvae at 96hpf were collected and snap frozen. Total RNA was isolated using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. First Strand cDNA was synthesized with the Maxima First Strand cDNA Synthesis Kit (Thermo Fisher Scientific). Primers were designed using the NCBI primer blast tool and listed in Supplementary Table 1. RT-qPCR was performed using the Power SYBR™ Green PCR Master Mix (Thermo Fisher Scientific) on the QuantStudio 3 or 5 Real-Time PCR System (Thermo Fisher Scientific).

### RNA sequence analysis

Total RNA was extracted from 96 hpf larvae of WT, GLO1KO, AKR1A1AKO, and GLO1/AKR1A1A DKO zebrafish. Sequencing libraries were prepared and processed on the DNBseq platform (BGI, China). Low-quality and adapter-contaminated reads were filtered using SOAPnuke, and the remaining reads were aligned to the zebrafish reference genome (GRCz11) with HISAT2 (v2.1.1). Gene-level quantification was performed with FeatureCounts (v2.0.3), and normalized to counts per million (CPM) using edgeR (v3.40.2) in R (v4.2.3). Differential expression analysis was carried out with limma (v3.54.2), applying an adjusted p < 0.05 and a fold change > 1.5 as significance thresholds. Pathway activity variations across groups were evaluated by GSVA (v1.46.0) using KEGG gene sets (c2.cp.kegg.v7.1) from MSigDB. 

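The lists that stood in for the KEGG sets were matched to the gene symbols of the deposited genes, including the a and b copies of zebrafish genes. Of the 135 symbols of the insulin signaling list 87.4% found a gene, and of the 251 symbols of the MAPK signaling list 86.9%. For the ribosome list the share was 82.5%, for the spliceosome list 91.5%, for the RNA polymerase list 81.8% and for the DNA replication list 88.6%. It was 75.8% for the oxidative phosphorylation list, 60.5% for a carbonyl detoxification list, 52.8% for an exocrine pancreas list, 52.0% for an erythrocyte list and 57.1% for a photoreceptor list, whose scores rest on the matched part.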

Results were visualized with ggplot2 (v3.5.1) as volcano plots, heatmaps, and bar graphs. The RNA-Seq datasets are available on https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE316100.

### Pharmacological treatment of zebrafish embryos / larvae

Approximately 20 fertilized eggs were incubated in 6-well plates containing 5 mL of treatment solution, which was replaced daily. The solutions consisted of egg water supplemented with 0-5mM L-arginine (A8094, Sigma-Aldrich), 0-5 mM SNP (71778, Sigma-Aldrich), 0-1mM L-NAME (N5751, Sigma-Aldrich), 0-500 µM MG (M0252, Sigma-Aldrich), 10 µM acrolein (CSV-S-11030F1, Biozol) and 15 mM Carnosine (C9625; Sigma-Aldrich). Treatments began at 3 hpf and continued until 96hpf. Chorions were carefully removed at 24 hpf using fine forceps.

### Statistical analysis

Each experiment was repeated at least three independent biological replicates. Data are expressed as mean ± standard deviation (SD). All data were analyzed and displayed using GraphPad Prism software (v10.2.3). Statistical comparisons between two groups were performed using a two-sided Student’s *t*-test, whereas comparisons among multiple groups were conducted using one-way ANOVA. Statistical significance was defined as *p* < 0.05, with the following notation: *p* < 0.05, *p < 0.01, **p < 0.001, ***p < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The RNA-Seq data generated in this study have been deposited in the GEO (Gene Expression Omnibus, NIH) database under accession number GSE316100. The metabolomics data generated in this study have been deposited in MetaboLights database under accession number MTBLS14089. Other supporting data are presented within the Supplementary Materials. Source data are provided with this paper.

# Supplementary material for: The accumulation of methylglyoxal and acrolein impairs arginine homeostasis causing hyperglycemia and renal abnormalities in male zebrafish
**Source:** Nat Commun. 2026 Jul 28;17:7565. doi: 10.1038/s41467-026-76082-6
**Supplement:** Supplementary file 1 — Supplementary Information

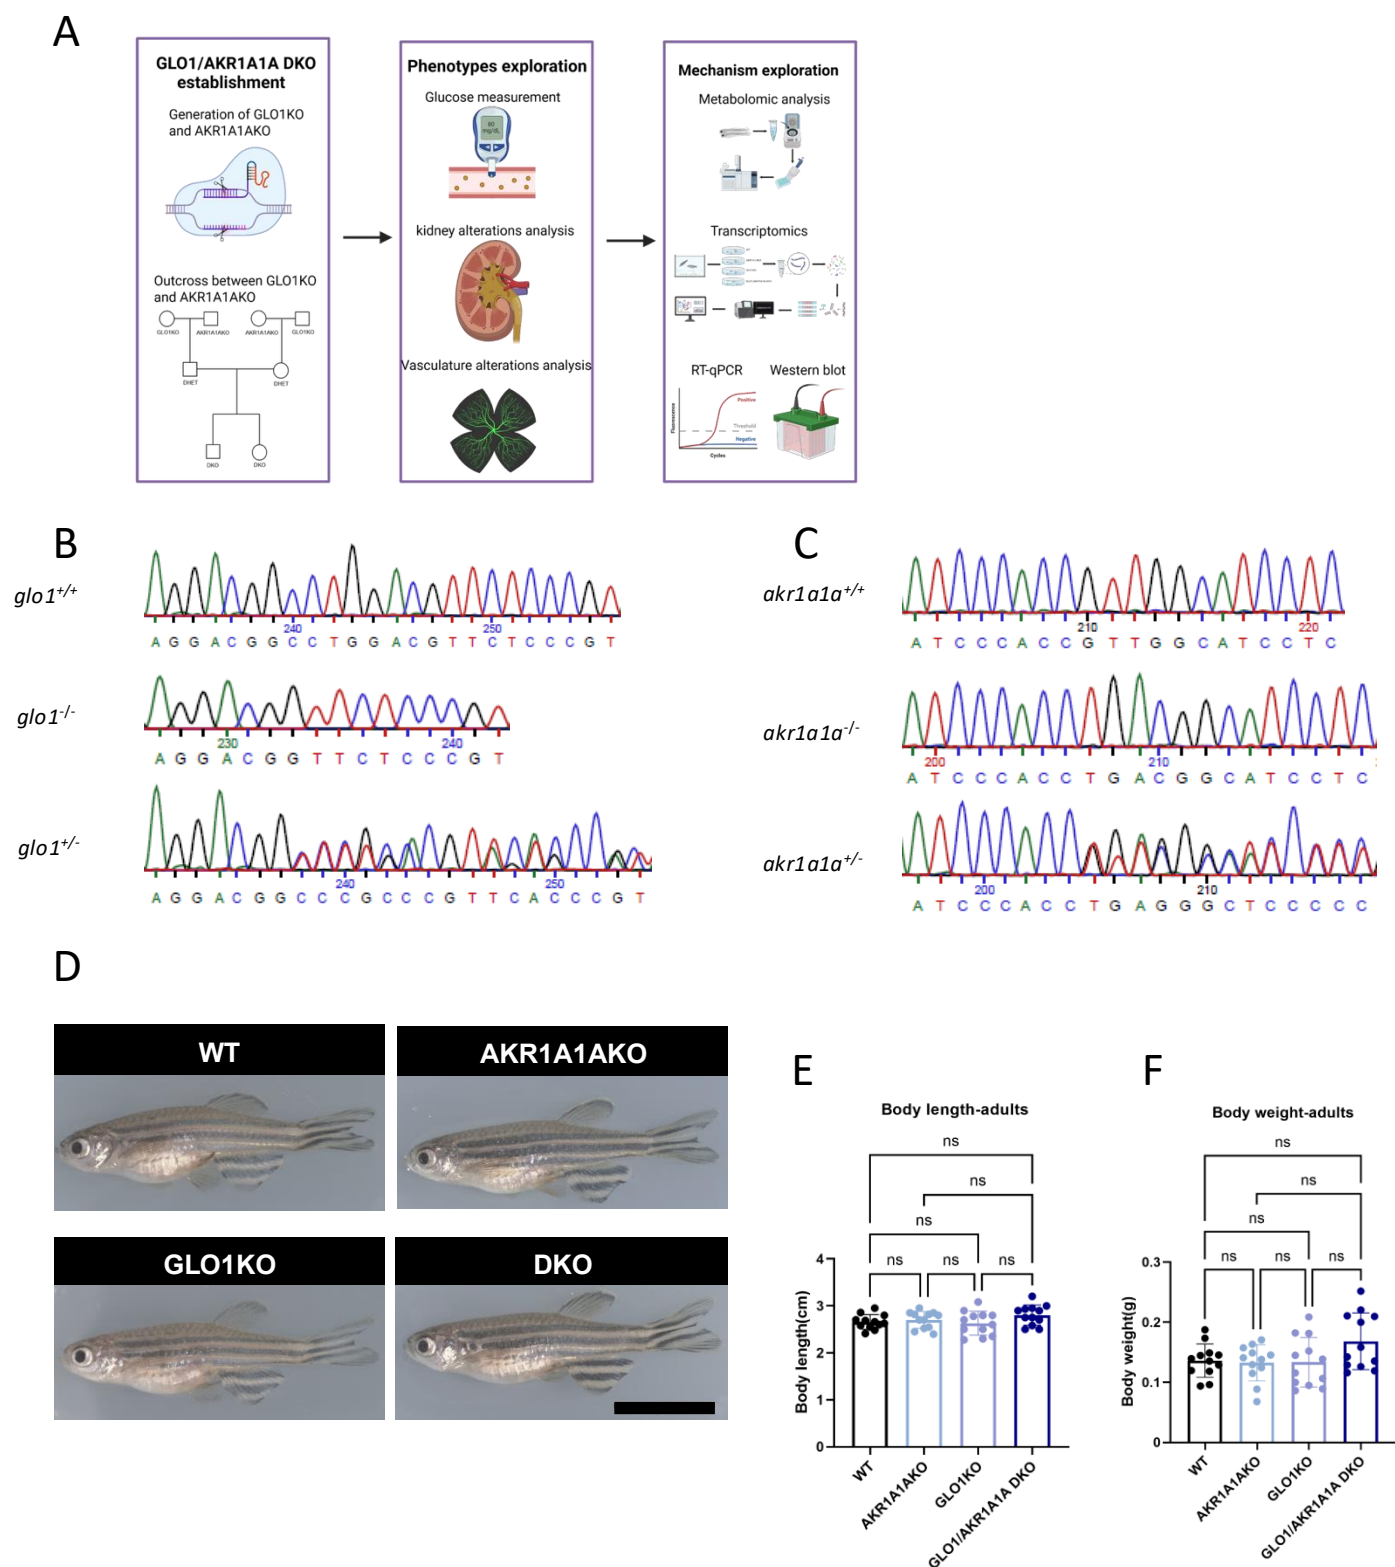

**Suppl. Figure 1. Generation and validation of GLO1/AKR1A1A DKO zebrafish.** (A) Workflow of this study. Created in BioRender. Bennewitz, K. (2026) <https://BioRender.com/tnrq6kr>. (B-C). Chromatograms of the different mutants. (D) Microscopic images showed unchanged morphology among WT, GLO1KO, AKR1A1AKO and GLO1/AKR1A1A DKO adult zebrafish at 12mpf. Black scale bar = 1cm. mpf, months of post fertilization. (E-F) Body length and body weight of adult zebrafish were unchanged among WT, GLO1KO, AKR1A1AKO and DKO groups.  $n = 12$  biological replicates per group. The bars indicate mean  $\pm$  SD values. Statistical analysis was performed by one-way ANOVA. ns, not significant.

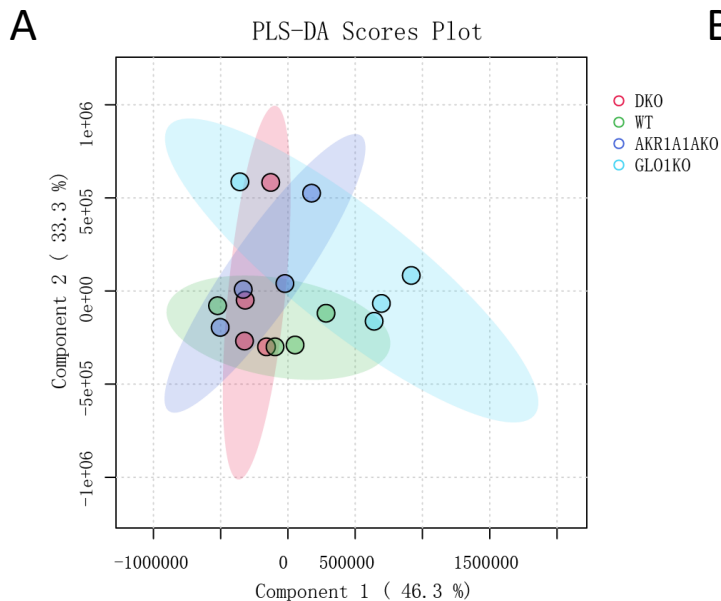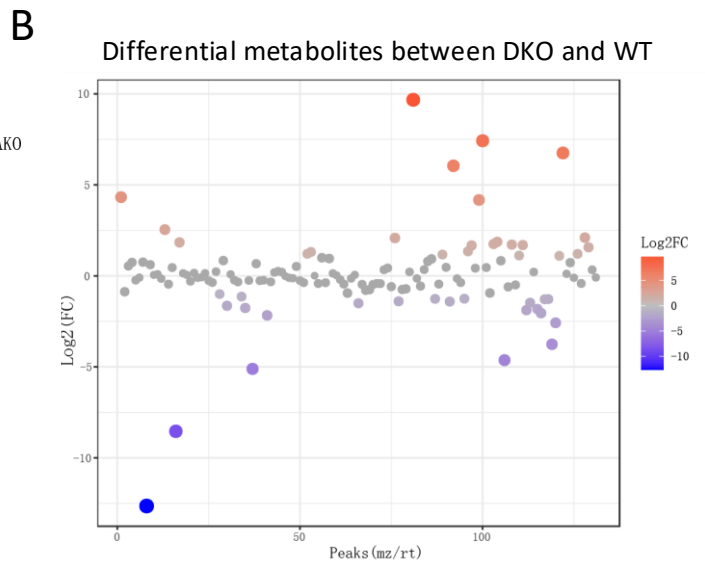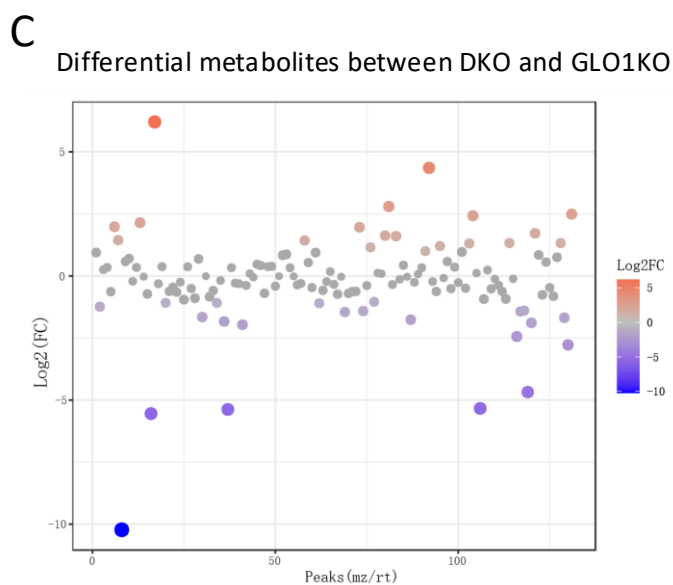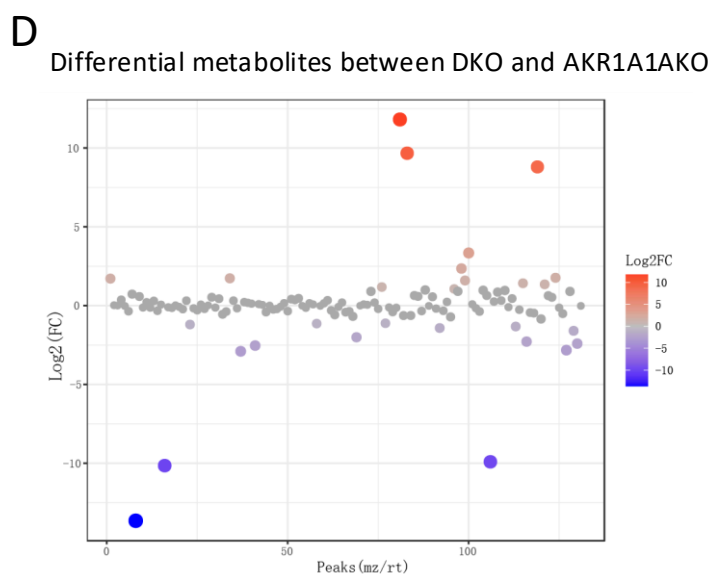

**Suppl. Figure 2. Altered metabolites in GLO1/AKR1A1A DKO zebrafish larvae compared to WT, AKR1A1AKO and GLO1KO larvae.** (A) PLS-DA scores plot revealed distinct clustering of the larvae into different groups.  $n = 4$  biological replicates per group. (B-D) Fold change analysis identified pairwise differential metabolites in the comparisons of DKO vs. WT (B), DKO vs. GLO1KO (C), and DKO vs. AKR1A1AKO (D).

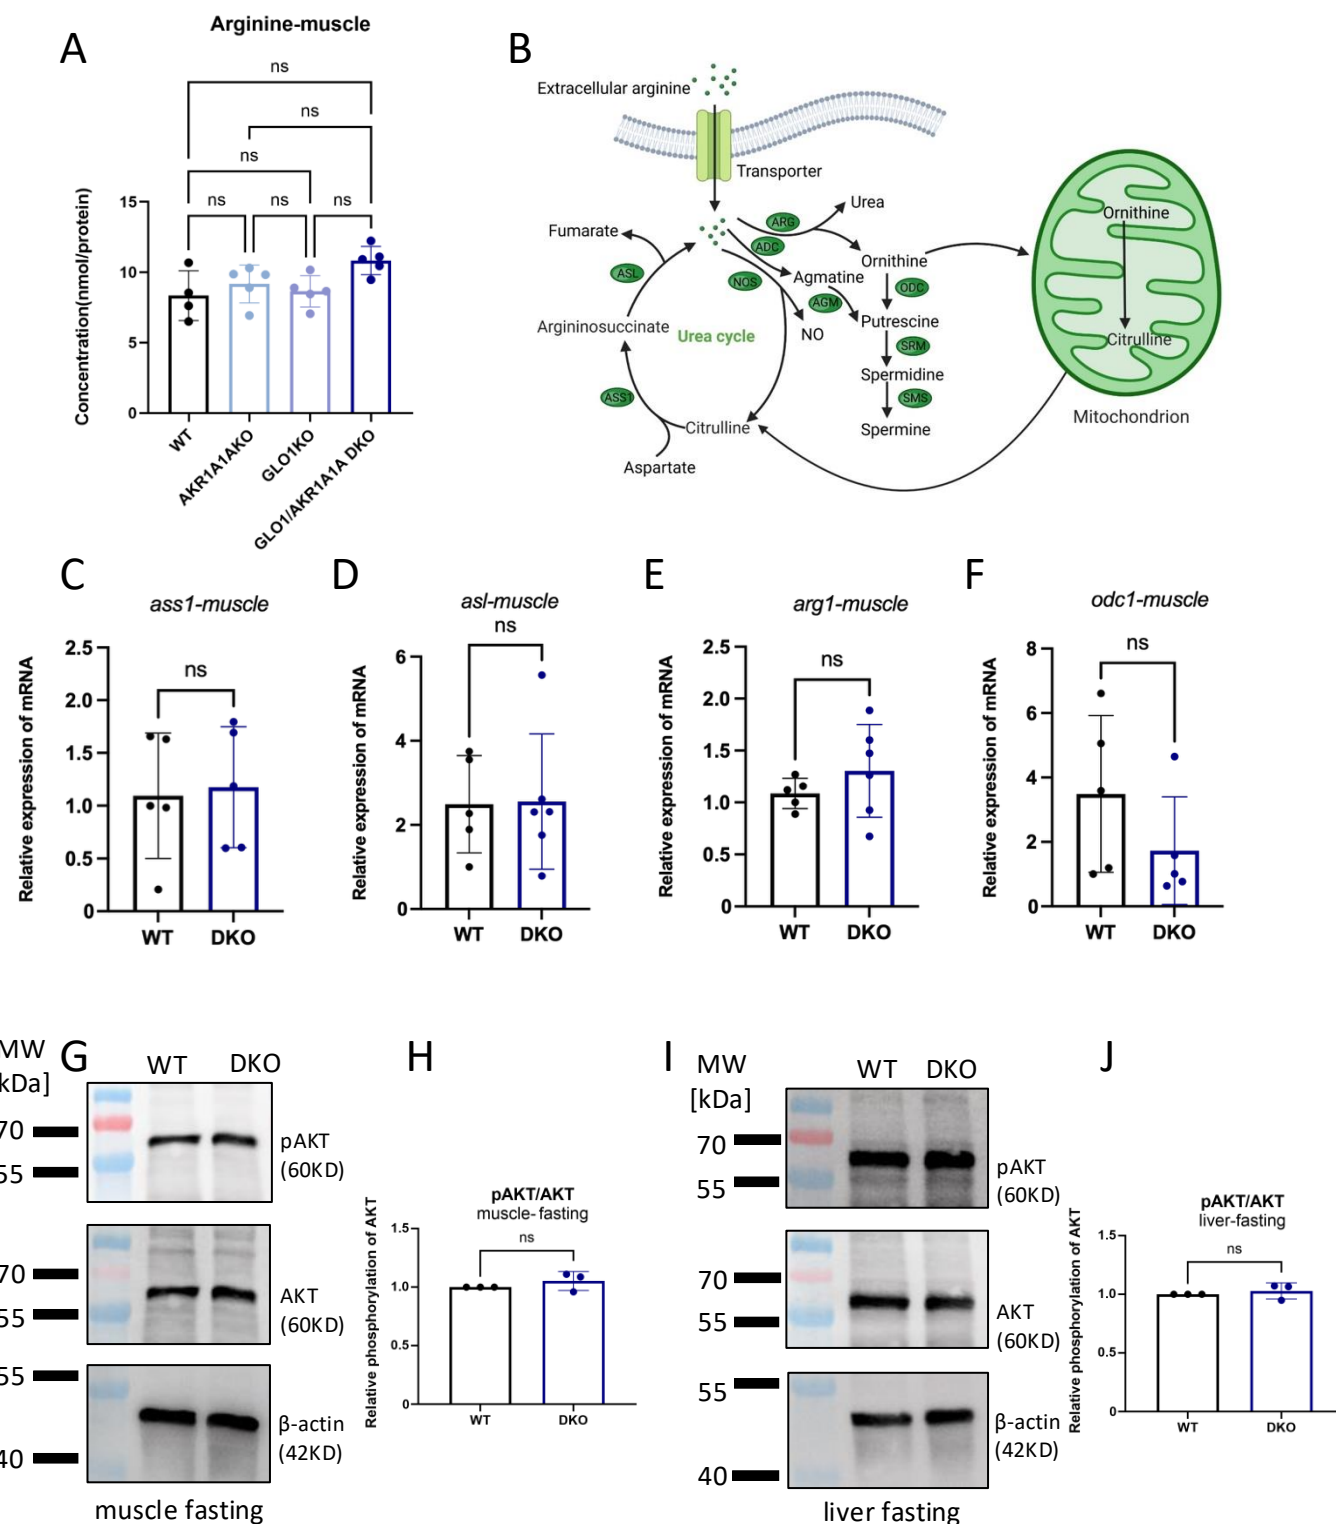

**Suppl. Figure 3. Unchanged arginine metabolism and unchanged fasting AKT phosphorylation in GLO1/AKR1A1A DKO adult muscle.** (A) Arginine levels were unchanged in DKO muscle tissues compared to WT, GLO1KO and AKR1A1KO groups.  $n = 4/5$  biological replicates per group. (B) The diagram of biochemical pathways in arginine metabolism. Created in BioRender. Bennewitz, K. (2026) <https://BioRender.com/sib8ggw>. (C-F) Relative mRNA expression levels of genes involved in arginine synthesis and catabolism in DKO muscle remain unchanged.  $n = 5/6$  biological replicates per group. mRNA expression levels were quantified by RT-qPCR and normalized to *arnt 2*. *ass1*, argininosuccinate synthase 1; *asl*, argininosuccinate lyase; *arg1*, arginase 1; *odc1*, ornithine decarboxylase 1; *arnt2*, aryl hydrocarbon receptor nuclear translocator 2. (G-J) Unchanged AKT phosphorylation in muscle and liver of DKO zebrafish under fasting conditions.  $n = 3$  biological replicates per group. The bars indicate mean  $\pm$  SD values. Statistical analysis were performed by one-way ANOVA and Student's t-test. ns, not significant.

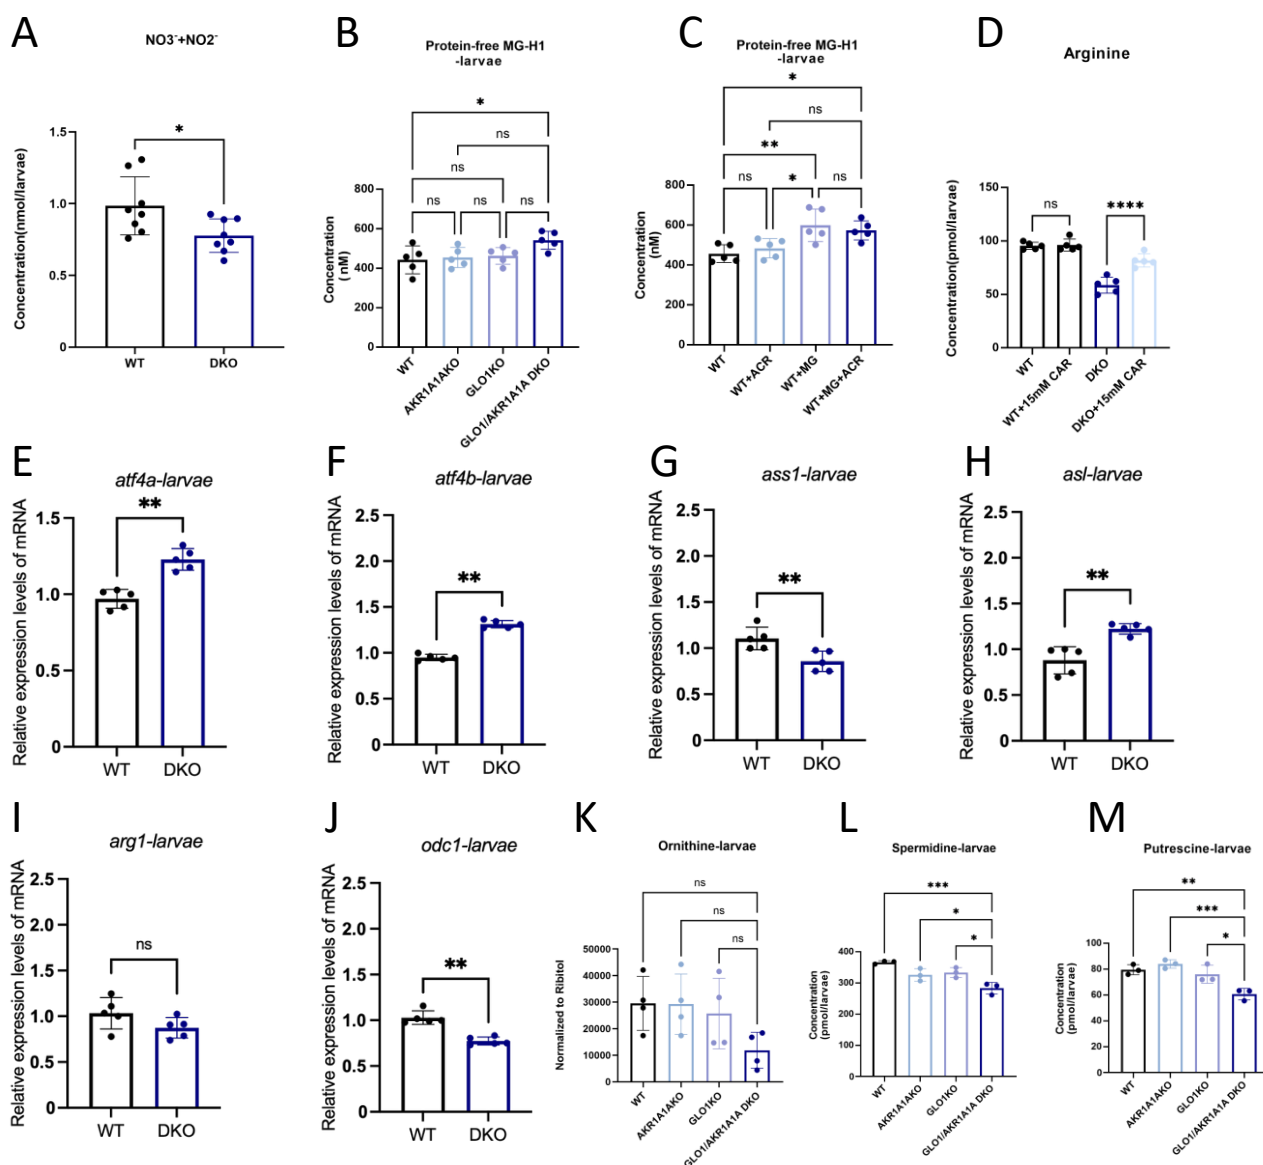

**Suppl. Figure 4. Protein-free MG-H1 induced by GLO1/AKR1A1A deficiency and MG+ACR co-treatment.** (A) Combined nitrite and nitrate concentrations were decreased in DKO larvae at 96 hpf compared to WT.  $n = 8$  biological replicates per group. hpf, hours of post fertilization. (B) Protein-free MG-H1 levels in GLO1/AKR1A1A DKO larvae were elevated compared to WT group.  $n = 5$  biological replicates per group. (C) Protein-free MG-H1 levels were significantly increased in WT larvae treated with 500 $\mu$ M MG alone or with 500 $\mu$ M MG plus 10 $\mu$ M ACR compared to WT larvae, whereas no change was observed in larvae treated with 10 $\mu$ M ACR alone.  $n = 5$  biological replicates per group. MG, methylglyoxal; ACR, acrolein; MG-H1, methylglyoxal-derived hydroimidazolone 1. (D) Carnosine treatment prevented the decrease in arginine levels in DKO mutants.  $n = 5$  biological replicates per group. CAR, L-carnosine. (E-J) Relative mRNA expression levels of genes involved in stress-activated pathway and arginine metabolism in larvae.  $n = 5$  biological replicates per group. mRNA expression levels were quantified by RT-qPCR and normalized to *arnt 2*. *atf4a*, activating transcription factor 4a; *atf4b*, activating transcription factor 4b; *ass1*, argininosuccinate synthase 1; *asl*, argininosuccinate lyase; *arg1*, arginase 1; *odc1*, ornithine decarboxylase 1; *arnt2*, aryl hydrocarbon receptor nuclear translocator 2. (K) Ornithine concentrations have a decreased tendency in DKO larvae compared to WT, GLO1KO and AKR1A1AKO groups.  $n = 4$  biological replicates per group. (L) Spermidine concentrations were decreased in DKO larvae compared to WT, GLO1KO and AKR1A1AKO groups.  $n = 3$  biological replicates per group. (M) Putrescine concentrations were decreased in DKO larvae compared to WT, GLO1KO and AKR1A1AKO groups.  $n = 3$  biological replicates per group. The bars indicate mean  $\pm$  SD values. Statistical analysis were performed by Student's t-test and one-way ANOVA. ns, not significant, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ .

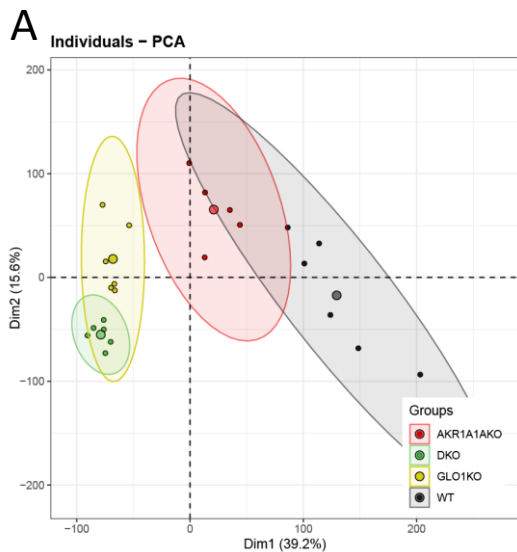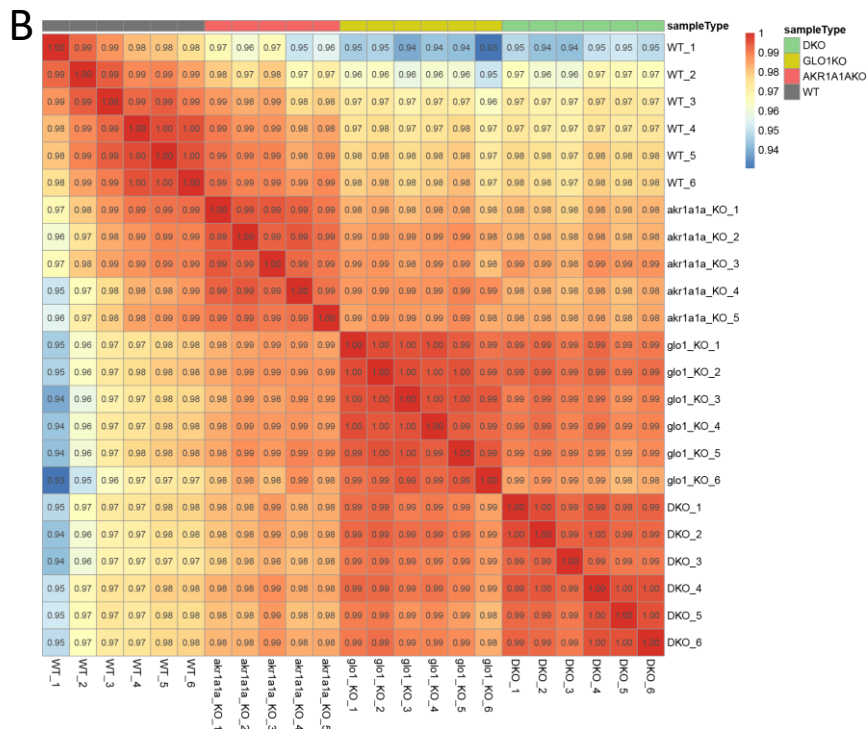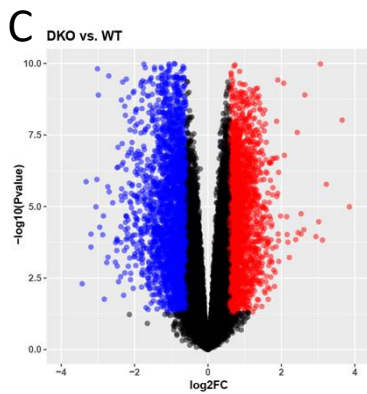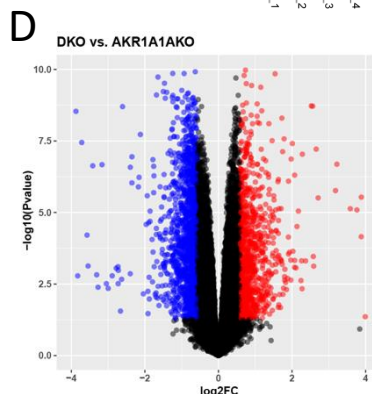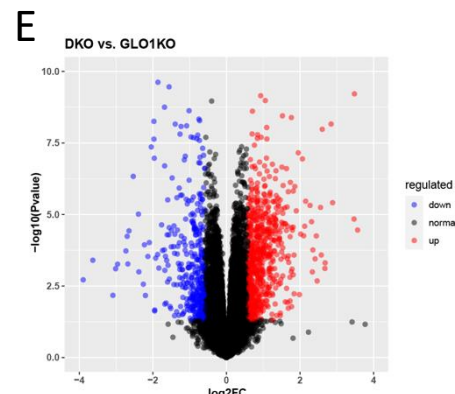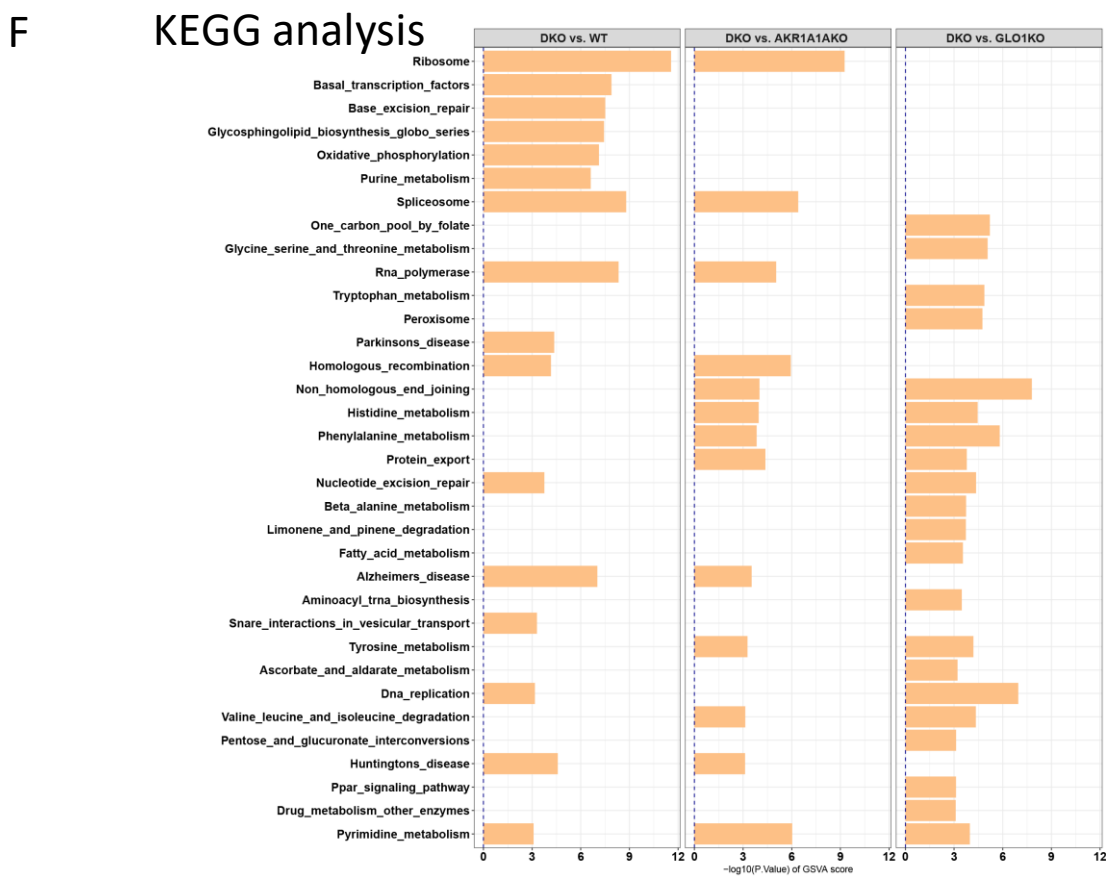

**Suppl. Figure 5. RNA-seq analysis of GLO1/AKR1A1A DKO larvae.** (A) The PCA plot indicated distinct clustering, with WT (n = 6) in black, GLO1KO (n = 6) in yellow, AKR1A1AKO (n = 5) in red, and DKO larvae (n = 6) in green at 96hpf. GSVA, Gene Set Variation Analysis; hpf, hours of post fertilization; PCA, principal component analysis. (B) Correlation analysis revealed high consistency within each group and lower correlation across different groups. (C-E) DGE analysis was performed for pairwise comparisons (DKO vs WT, DKO vs AKR1A1AKO, DKO vs GLO1KO). DGE, differential gene expression. (F) GSVA of RNA-sequences showed the significantly upregulated pathways in pairwise comparisons (DKO vs WT, DKO vs AKR1A1AKO, DKO vs GLO1KO) at 96hpf. n = 5/6 clutches with 20 larvae in each group.

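Against AKR1A1AKO larvae, the ribosome list was higher in DKO by a score difference of 1.07, spliceosome by 0.784, RNA polymerase by 0.855, DNA replication by 0.685 and oxidative phosphorylation by 0.654, each with an adjusted p of 0.00281 or lower from limma. Against GLO1KO larvae the differences were smaller for the ribosome, at 0.307, and the spliceosome, at 0.267, and were 0.566 for RNA polymerase, 0.592 for DNA replication and 0.536 for oxidative phosphorylation (adjusted p of 0.00865 or lower from limma). All 69 ribosome genes tested had a log2 fold change above 0 in each of the 3 comparisons, and 63 of them were called higher between DKO and WT and 36 between DKO and AKR1A1AKO. Between DKO and GLO1KO, where the median log2 fold change was 0.16, 0 were called, 50 had an adjusted p below 0.05 and 60 an unadjusted p below 0.05. With scaling by library size alone the ribosome list was also higher in DKO in these comparisons.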

A

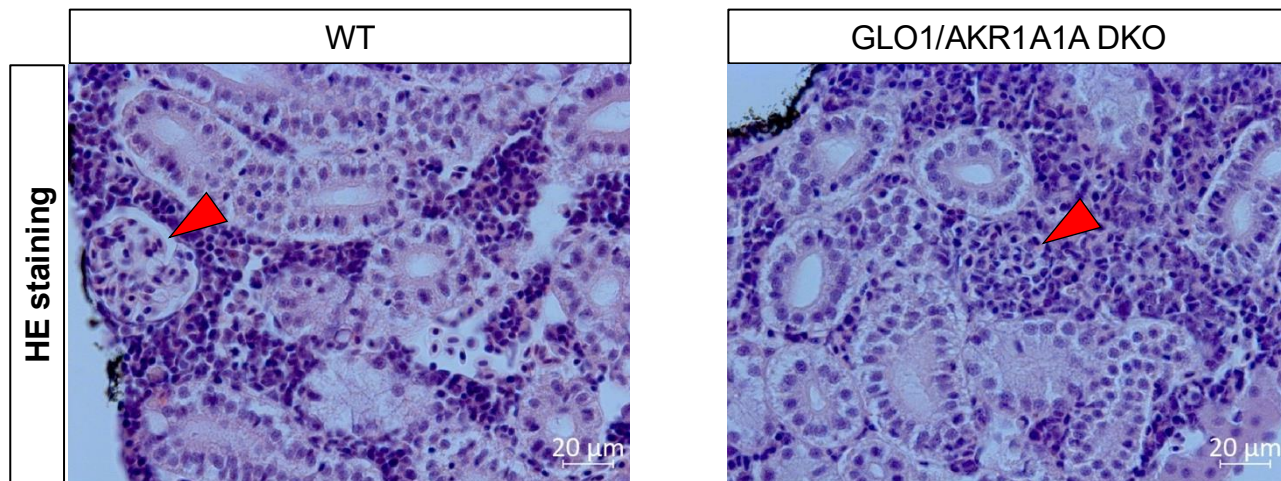

B

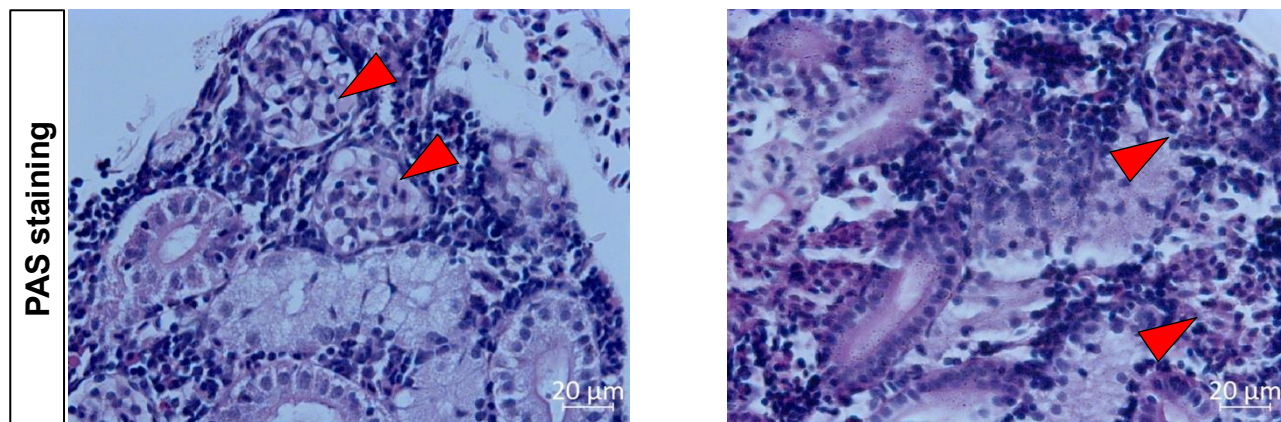

C

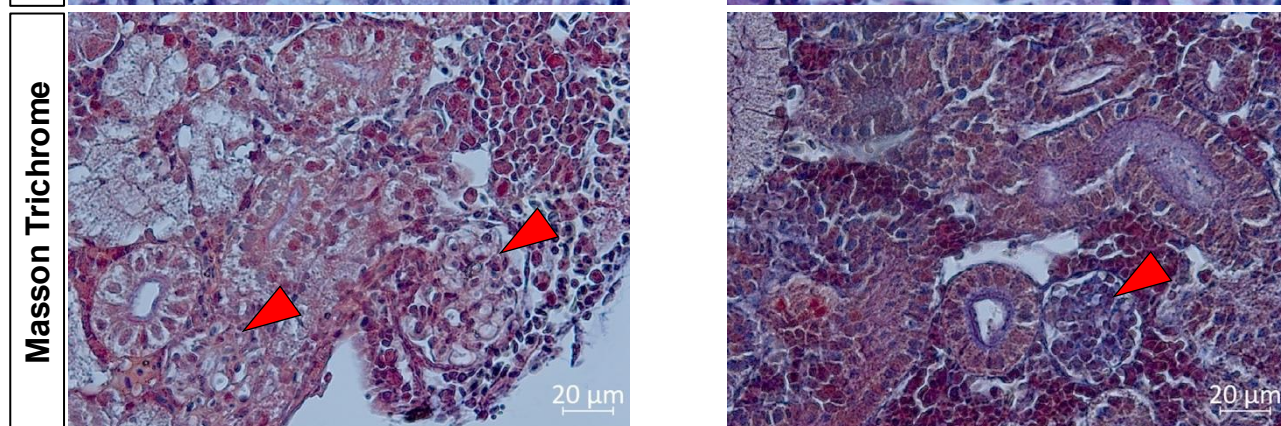

**Suppl. Figure 6. Altered glomeruli in adult DKO zebrafish kidneys.** (A) Representative HE-stained and (B) PAS-stained kidneys showed altered glomeruli with increased cell number and diffuse matrix expansion in GLO1/AKR1A1A DKO adult kidney compared to WT kidney. HE, hematoxylin and eosin; PAS, periodic acid-Schiff. (C) Representative Masson trichrome–stained images showed increased collagen deposition (blue) in the GLO1/AKR1A1A DKO adult kidney, compared to the wildtype kidney. Red arrows indicate glomeruli.  $n = 5$  biological replicates per group. White scale bar =  $20\mu\text{m}$ .

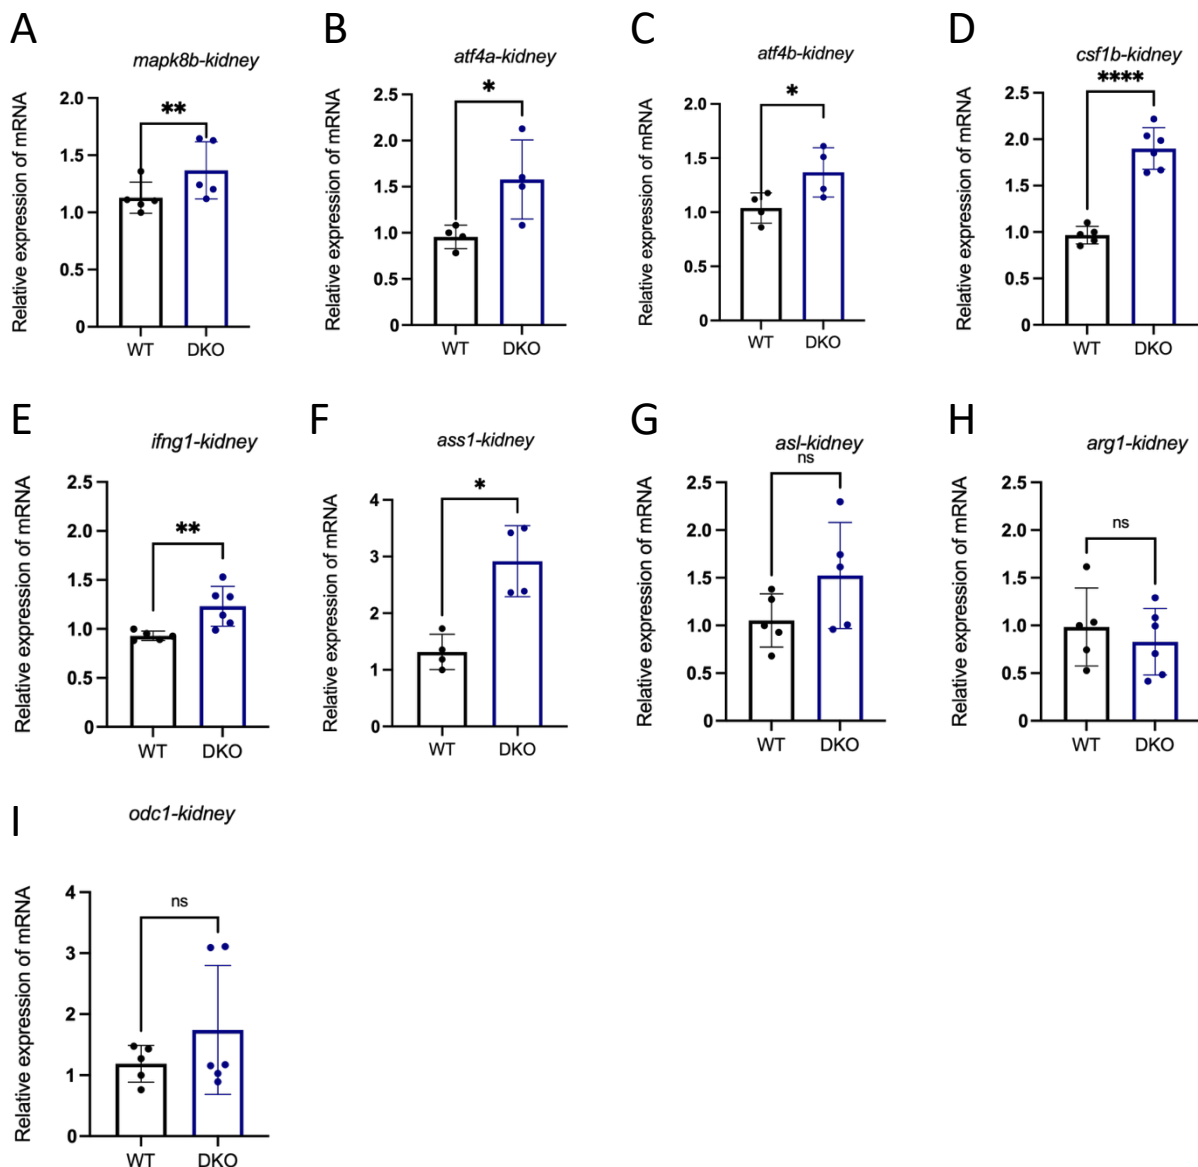

**Suppl. Figure 7. Transcript expression analysis of stress-responsive, inflammatory genes, and genes involved in arginine synthesis and catabolism in DKO zebrafish kidney.** (A-C) Relative mRNA expression levels of *mapk8b*, *atf4a* and *atf4b* were upregulated in DKO kidney compared to WT.  $n = 4/5$  biological replicates per group. *mapk8b*, mitogen-activated protein kinase 8b; *atf4a*, activating transcription factor 4a; *atf4b*, activating transcription factor 4b. (D-E) Relative mRNA expression levels of *csf1b* and *ifng1* were upregulated in DKO kidney compared to WT.  $n = 5/6$  biological replicates per group. *csf1b*, colony stimulating factor 1b; *ifng1*, interferon gamma 1. (F-I) Relative mRNA expression levels of *ass1* was upregulated in DKO kidney compared to WT, while *asl*, *arg1* and *odc1* were unchanged.  $n = 4/6$  biological replicates per group. mRNA expression levels were quantified by RT-qPCR and normalized to *arnt 2*. *ass1*, argininosuccinate synthase 1; *asl*, argininosuccinate lyase; *arg1*, arginase 1; *odc1*, ornithine decarboxylase 1; *arnt2*, aryl hydrocarbon receptor nuclear translocator 2. The bars indicate mean $\pm$ SD values. Statistical analysis was applied by Student's t-test. ns, not significant, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\*\* $p < 0.0001$ .

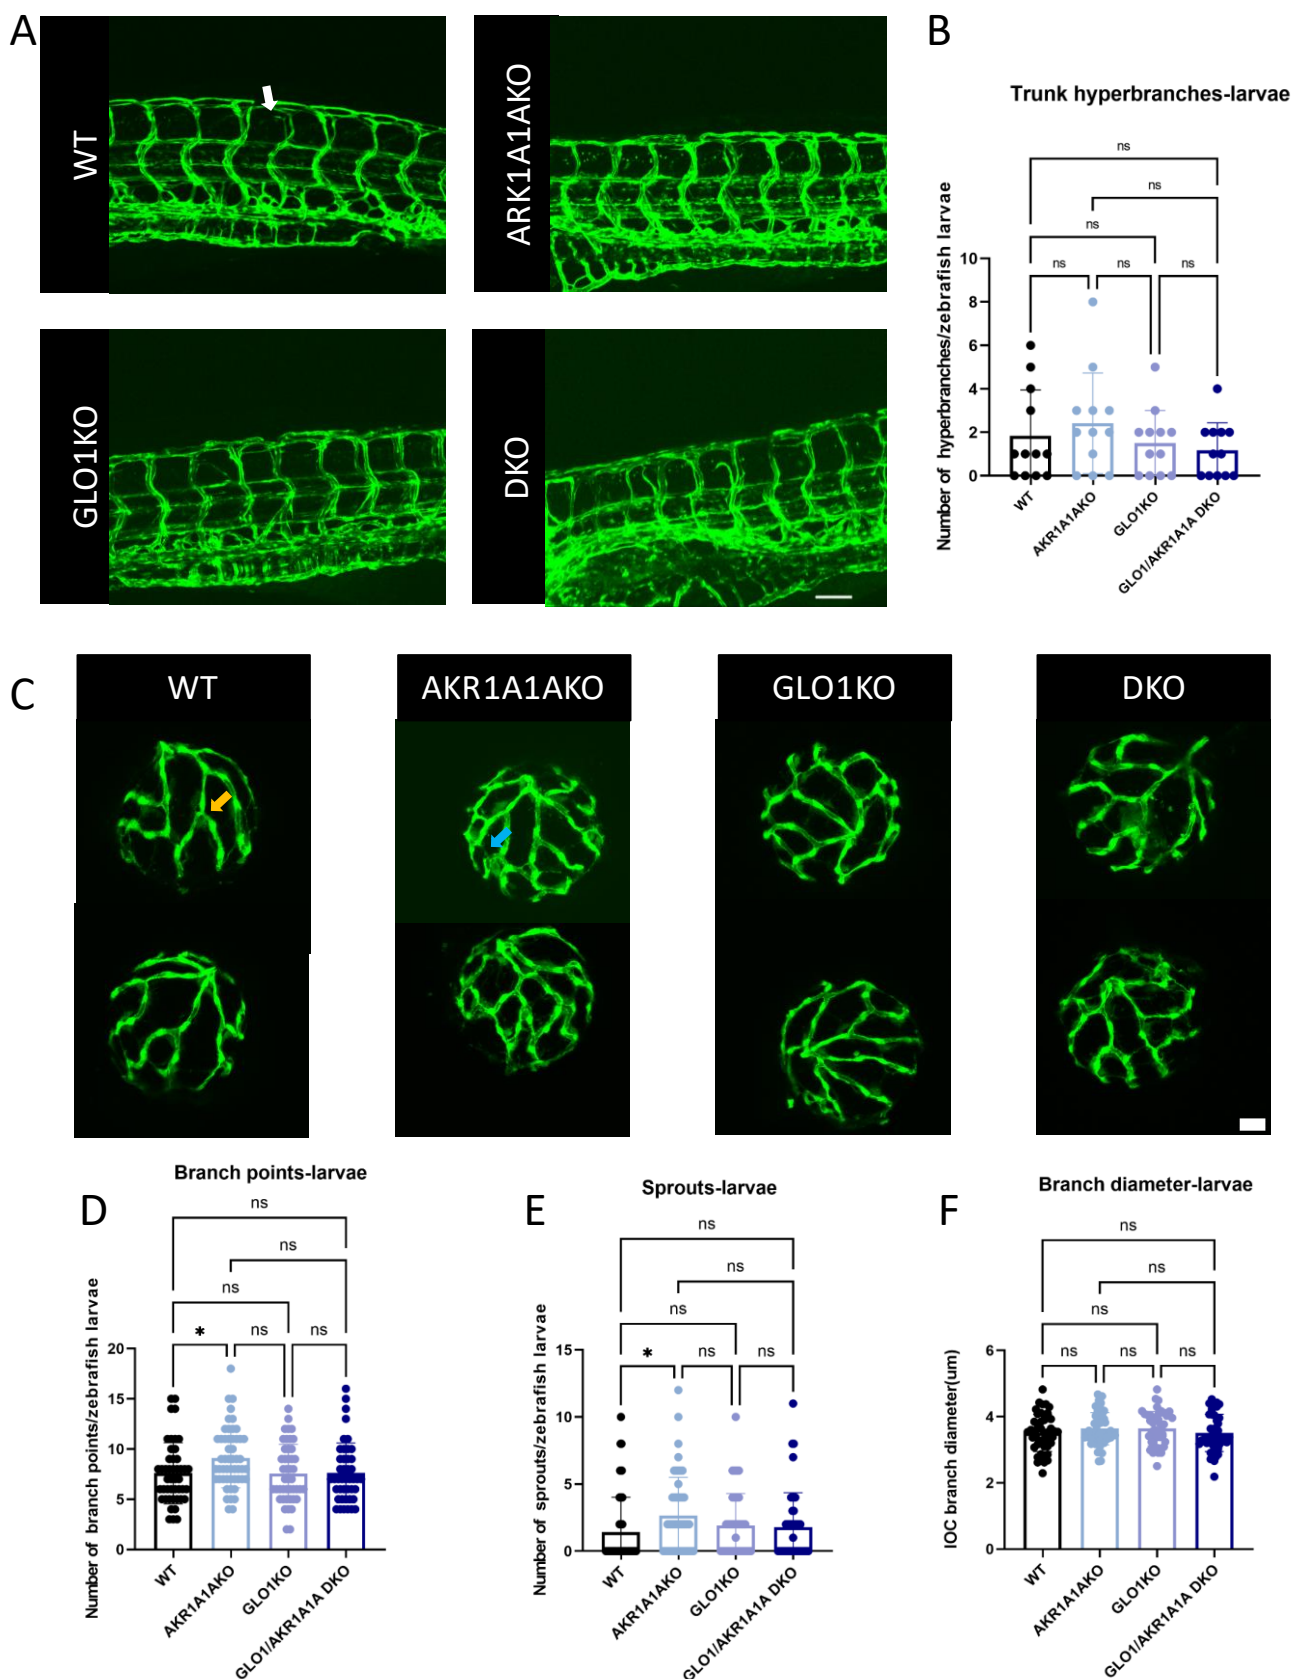

**Suppl. Figure 8. Unaltered trunk and hyaloid vasculature in GLO1/AKR1A1A DKO zebrafish larvae.** (A) Representative confocal images of trunk vasculature in larvae at 96hpf. White arrows indicated hyperbranches. White scale bar = 100µm. hpf, hours of post fertilization. (B) Quantification of hyperbranches showed unchanged in trunk vasculature among WT, GLO1KO, AKR1A1AKO and DKO larvae.  $n = 12$  biological replicates per group. (C) Representative confocal images of the hyaloid vasculature in larvae at 120hpf. Yellow arrows indicated branch points, and blue arrows indicated sprouts. White scale bar = 20µm. (D-F) Quantification of branch points, sprout formation, and branch diameter length in the hyaloid vasculature showed no differences between DKO larvae and WT, GLO1KO and AKR1A1AKO larvae.  $n = 44-52$  biological replicates per group. The bars indicate mean  $\pm$  SD values. Statistical analysis was performed by one-way ANOVA. ns, not significant, \* $p < 0.05$ .

A

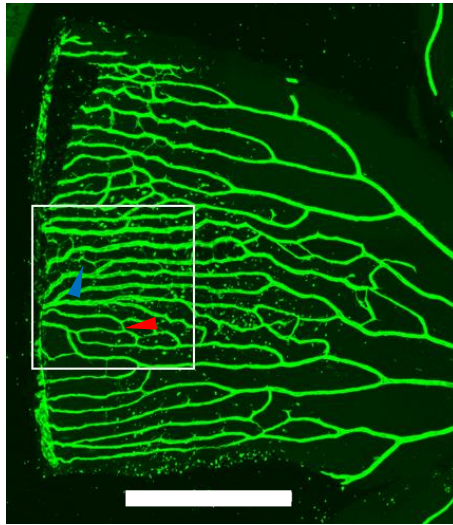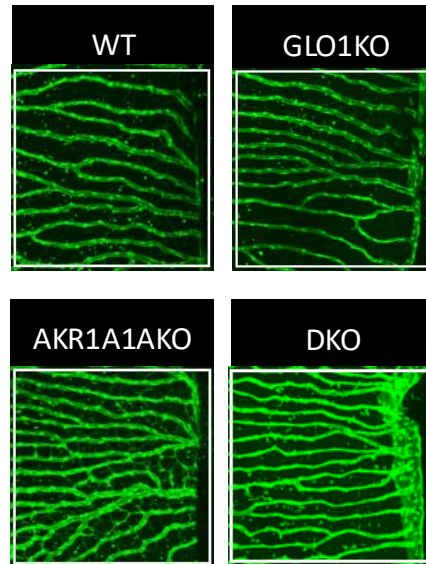

B

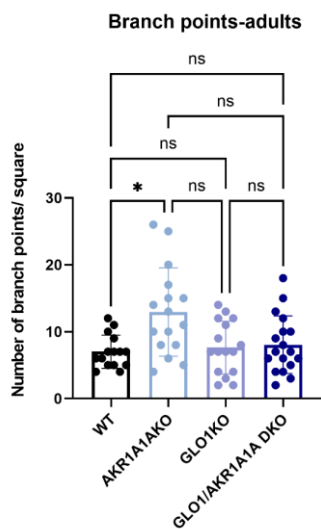

C

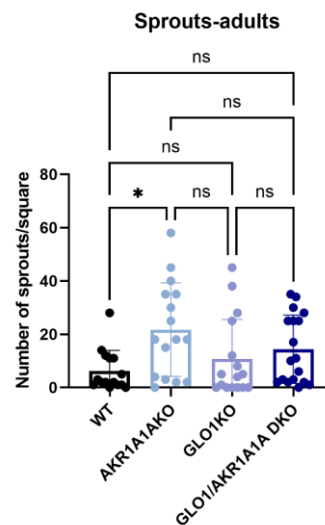

**Suppl. Figure 9. Unaltered retinal vasculature in GLO1/AKR1A1A DKO adult zebrafish.** (A) Representative confocal images of the retinal vasculature showed no alterations in DKO adult zebrafish at 12mpf compared to WT, GLO1KO and AKR1A1AKO adult zebrafish. Red delta indicated branch points, and blue delta indicated sprouts. White scale bar = 350 $\mu$ m. mpf, months of post fertilization. (B-C) Quantification of branch points and sprout formation in the retinal vasculature were unchanged in DKO adult zebrafish compared to WT, GLO1KO and AKR1A1AKO adult zebrafish. n = 15-18 biological replicates per group. The bars indicate mean  $\pm$  SD values. Statistical analysis was performed by one-way ANOVA. ns, not significant, \*p < 0.05.

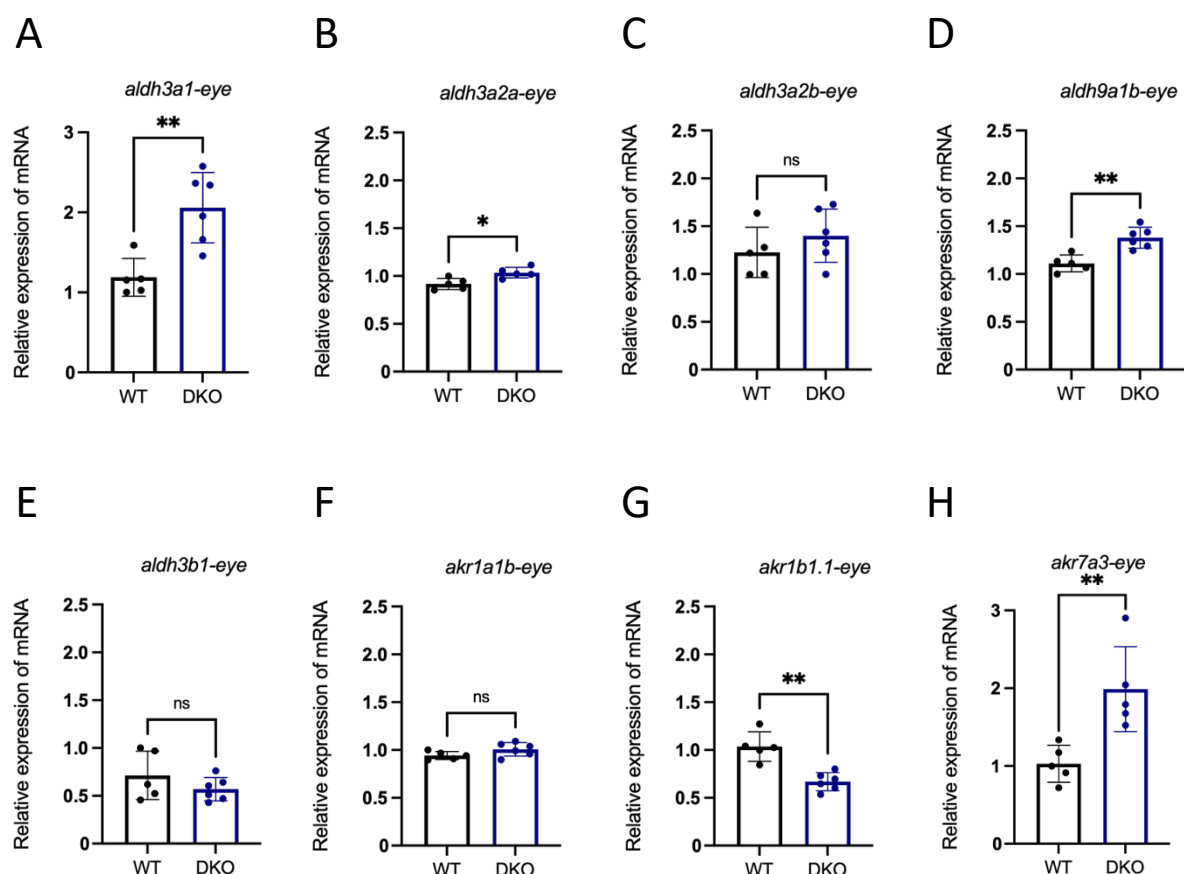

**Suppl. Figure 10. Transcript expression analysis of different *aldh* and *akr* genes in DKO zebrafish eyes.** (A-B, D, H) Relative mRNA expression levels of *aldh3a1*, *aldh3a2a*, *aldh9a1b* and *akr7a3* were upregulated, (C, E-F) *aldh3a2b*, *aldh3b1* and *akr1a1b* were unchanged, and (G) *akr1b1.1* was downregulated in DKO eyes compared to WT. n = 5/6 biological replicates per group. mRNA expression levels were quantified by RT-qPCR and normalized to *arnt 2*. *aldh3a1*, aldehyde dehydrogenase 3 family, member A1; *aldh3a2a*, aldehyde dehydrogenase 3 family, member A2a; *aldh3a2b*, aldehyde dehydrogenase 3 family, member A2b; *aldh9a1b*, aldehyde dehydrogenase 9 family, member A1b; *aldh3b1*, aldehyde dehydrogenase 3 family, member B1; *akr1a1b*, aldo-keto reductase family 1, member A1b; *akr1b1.1*, aldo-keto reductase family 1, member B1 (aldose reductase), tandem duplicate 1; *akr7a3*, aldo-keto reductase family 7, member A3; *arnt2*, aryl hydrocarbon receptor nuclear translocator 2. The bars indicate mean±SD values. Statistical analysis was applied by Student's t-test. ns, not significant, \*p < 0.05, \*\*p < 0.01.

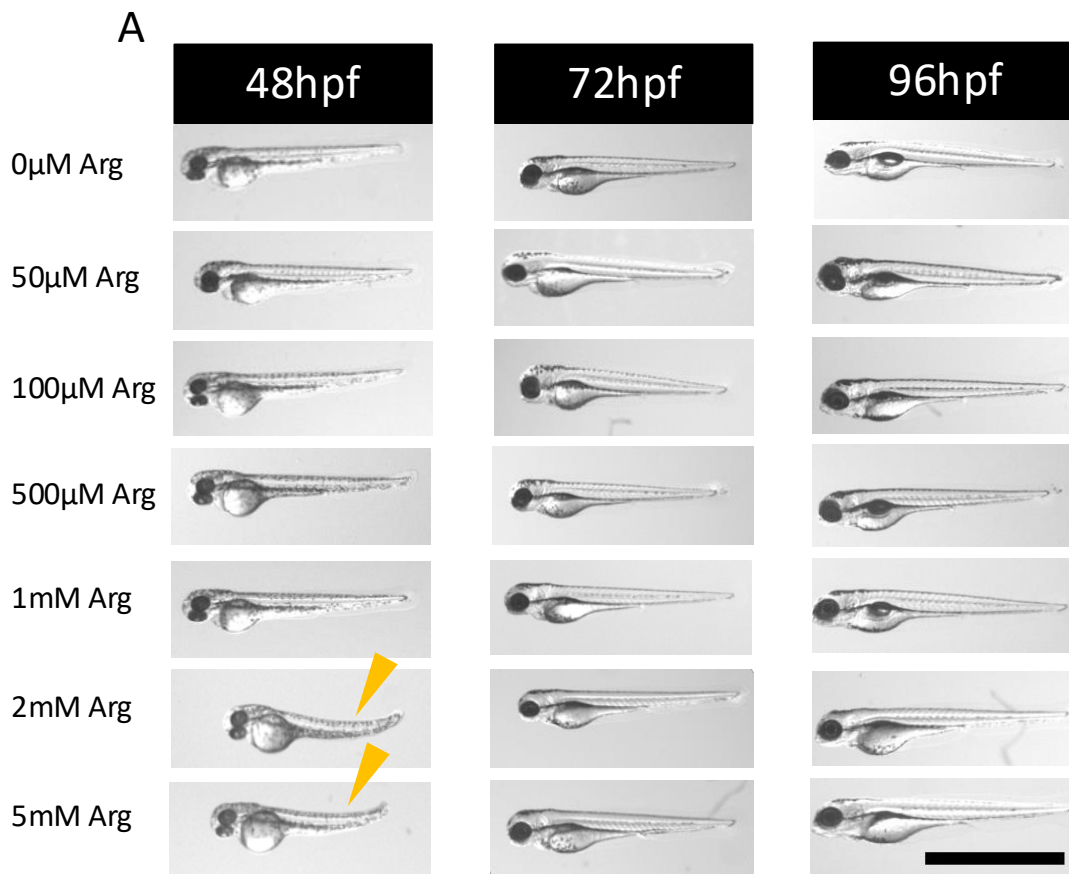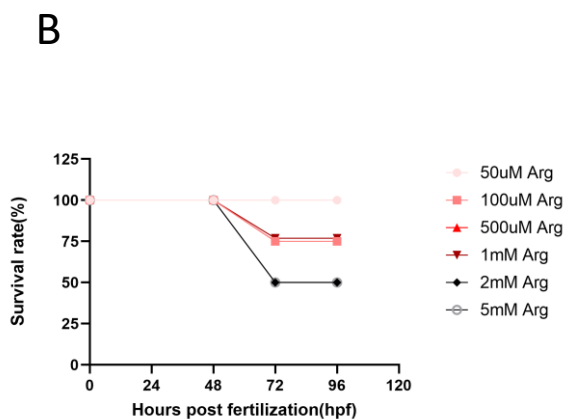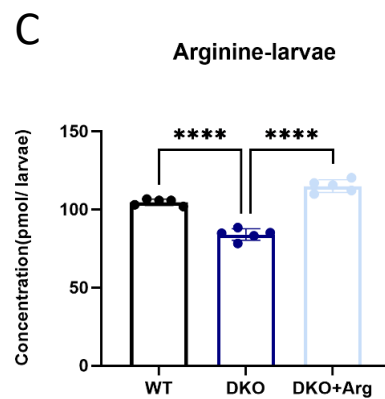

**Suppl. Figure 11. Morphological change and survival rate in larvae treated with L-Arginine.** (A) Representative microscopic images of zebrafish larvae treated with 0–5mM L-Arginine from 48hpf to 96hpf. Black scale bar = 2mm. Yellow delta indicated tail curvature. hpf, hours of post fertilization; Arg, L-Arginine. (B) Quantification of survival rates in larvae treated with 0–5mM L-Arginine during 48-96hpf. n = 13-16 biological replicates per group. (C) Arginine supplementation normalized the decreased arginine levels in DKO larvae to levels comparable to those in WT, n = 5 biological replicates per group. The bars indicate mean±SD values. Statistical analysis was applied by one-way ANOVA. \*\*\*\* p < 0.0001.

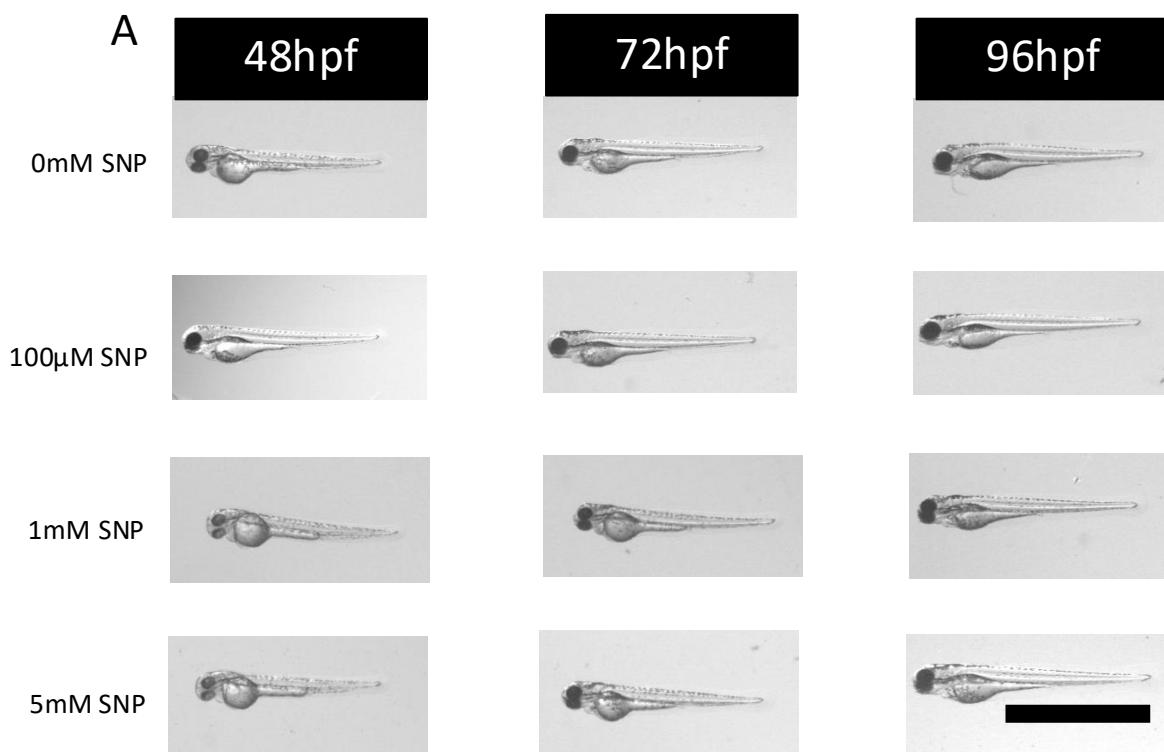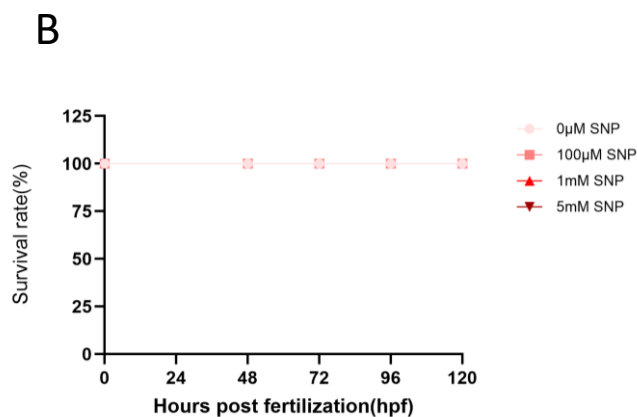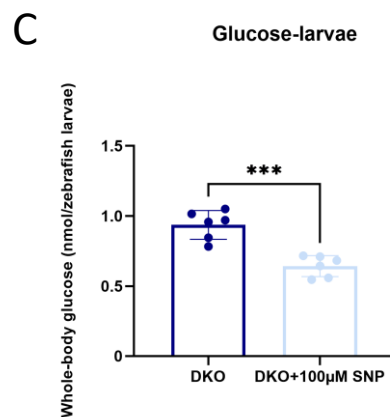

**Suppl. Figure 12. Morphological change and survival rate in larvae treated with SNP.** (A) Representative microscopic images of zebrafish larvae treated with 0–5mM SNP from 48hpf to 96hpf. Black scale bar = 2mm. hpf, hours of post fertilization; SNP, sodium nitroprusside. (B) Quantification of survival rates in larvae treated with 0–5mM SNP during 48–96hpf. n = 15 biological replicates per group. (C) Whole-body glucose levels in DKO larvae treated with 100μM SNP were reduced compared to DKO larvae, n = 6 biological replicates per group. Statistical analysis was applied by Student's t-test. \*\*\*p < 0.001.

A

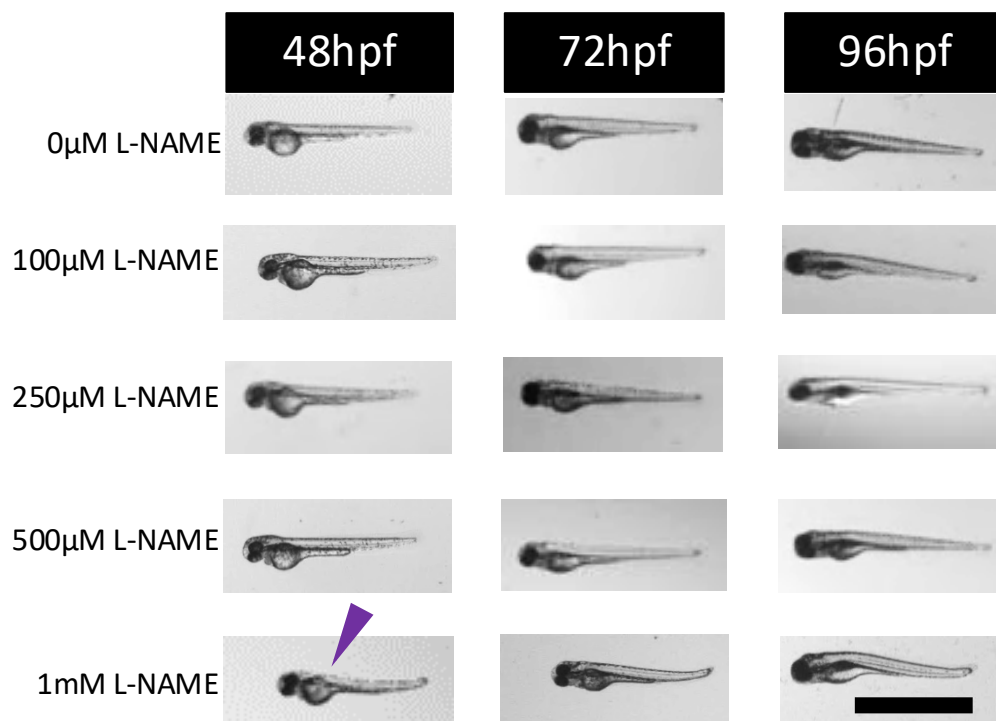

B

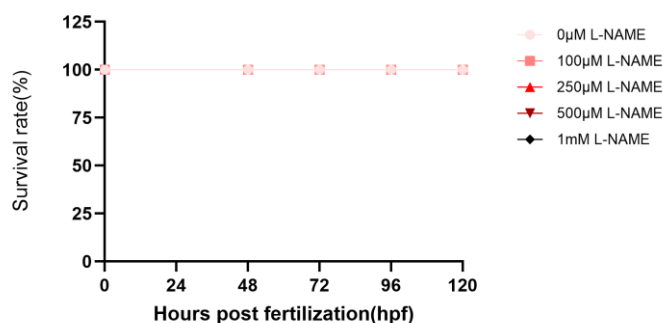

C

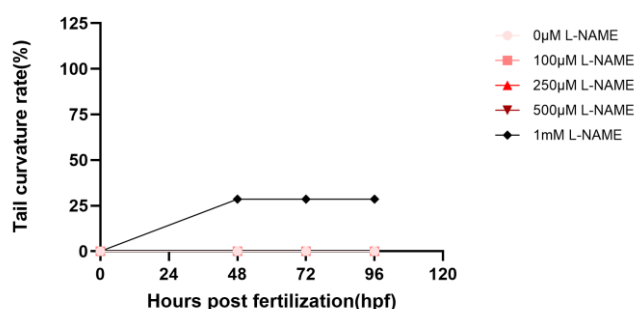

D

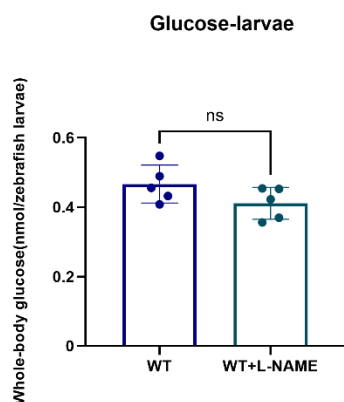

E

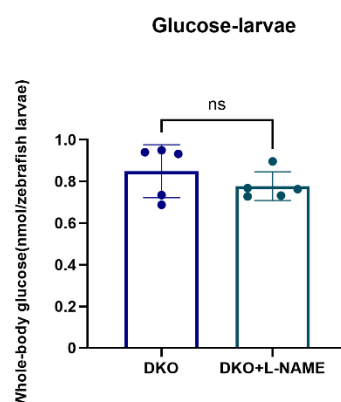

**Suppl. Figure 13. Morphological change and survival rate in larvae treated with L-NAME.** (A) Representative microscopic images of zebrafish larvae treated with 0–1mM L-NAME from 48hpf to 96hpf. Black scale bar = 2mm. Purple delta indicated tail curvature. hpf, hours of post fertilization; L-NAME, N(ω)-nitro-L-arginine methyl ester. (B) Quantification of survival rates in larvae treated with 0–1mM L-NAME during 48–96hpf. n = 14/15 biological replicates per group. (C) Quantification of tail curvature showed alterations in larvae treated with 1mM L-NAME at 48hpf. n = 14/15. (D-E) L-NAME treatment alone didn't alter the glucose levels in WT and DKO larvae, n = 5 biological replicates per group. Statistical analysis was applied by Student's t-test. ns, not significant.

# Supplementary Table 1: Primers list

| Primers Name               | Primer sequence (5' to 3') |
|----------------------------|----------------------------|
| glo1-forward-genotyping    | TAAACGTGCACCCTGAACTG       |
| glo1-reverse-genotyping    | CCCAACACTAGCACACACAC       |
| akr1a1a-forward-genotyping | TCATTTGGGCAGGAAAACGT       |
| akr1a1a-reverse-genotyping | GTAGCCACAGTCTAAAGCTGC      |
| arnt2-forward-qPCR         | AGCCAGACAGAGGTCTTCCA       |
| arnt2-reverse-qPCR         | CCGAGGTCAGCAAAGTCTTC       |
| ins-forward-qPCR           | GGTCGTGTCCAGTGTAAAGCA      |
| ins-reverse-qPCR           | GGAAGGAAACCCAGAAGGGG       |
| insra-forward-qPCR         | AGAGGCCAGCGAGCTCTAC        |
| insra-reverse-qPCR         | CACTTGTGTGGGGGCTCT         |
| insrb-forward-qPCR         | GCCTCTGCGGATCACTACAT       |
| insrb-reverse-qPCR         | CTCCTGCGTGGTCTTGAAC        |
| gck-forward-qPCR           | AATCACCGCTGACCTGCTAT       |
| gck-reverse-qPCR           | GCCACTTCACATACGCAATG       |
| pkmb-forward-qPCR          | TGGGCTTATTAAGGGCAGTG       |
| pkmb-reverse-qPCR          | TGCACCACCTTTGTGATGTT       |
| glut2-forward-qPCR         | GCAGAAGAACCCTCACTC         |
| glut2-reverse-qPCR         | TCTCCGCCACAATAAACC         |
| glut8-forward-qPCR         | CATTTTGTCTGGTGTGTCATGT     |
| glut8-reverse-qPCR         | CCTGCAATGAAAAAGCCCAT       |
| gys1-forward-qPCR          | TGTGACACCAAATGGCCTAA       |
| gys1-reverse-qPCR          | TGGATGCGTGCTTTACTCTG       |
| ugp2a-forward-qPCR         | CTGACGGGAGAGAATGAGGA       |
| ugp2a-reverse-qPCR         | GTCTTGGGGTTGACAATGAT       |
| csf1b-forward-qPCR         | CAACTAACCACCAGCACAGAG      |
| csf1b-reverse-qPCR         | GAGGCAGTAGGCAGTGAGAA       |
| atf4a-forward-qPCR         | CTCAAAGGCCGAGTGAAGAC       |
| atf4a-reverse-qPCR         | GCTGCGGTTTTATTCTGCTC       |
| atf4b-forward-qPCR         | TCTGAACCAGCCTCTCCAGT       |
| atf4b-reverse-qPCR         | GCAACTCTACAGGGGATGGA       |
| infg1-forward-qPCR         | AATGACAGCGTGGATGAAGC       |
| infg1-reverse-qPCR         | TGCCGTCTCTTGCGTTCT         |
| mapk8b-forward-qPCR        | CCGGCCTCGCTAGCACA          |
| mapk8b-reverse-qPCR        | ACCTCGGTGGACATGGACGA       |
| arg1-forward-qPCR          | CAAACAGGGCTTCTCTCTGC       |
| arg1-reverse-qPCR          | CAGATCCACAGCAGCGTTTA       |
| odc1-forward-qPCR          | GTTTGCAGGCTGAGTGTGAA       |
| odc1-reverse-qPCR          | ATGGCCTGGCTGTATGTTTC       |
| ass1-forward-qPCR          | ATGAGGACCGATACCTGCTG       |
| ass1-reverse-qPCR          | CAAAGCGAACCTGGTCATT        |

| Primers Name          | Primer sequence (5' to 3')   |
|-----------------------|------------------------------|
| asl-forward-qPCR      | CCTTCAGACGGTCAGCTCTC         |
| asl-reverse-qPCR      | GAGCGGTGACGCTACTTTTC         |
| slc7a1a-forward-qPCR  | TTCGACTGCATCGCAACTAC         |
| slc7a1a-reverse-qPCR  | CAGATGAGGAGCGAGGAGAC         |
| slc7a1b-forward-qPCR  | ATGCTGAGTTTGGAGCTCGT         |
| slc7a1b-reverse-qPCR  | GCAACGCTGGATGTTCTAT          |
| col4a3-forward-qPCR   | GGAAGTTGTTTGCCGATGTT         |
| col4a3-reverse-qPCR   | GTCATTTTCGAGAGGCGTAGC        |
| col4a4-forward-qPCR   | TCTGGACCGGATTTTCATTC         |
| col4a4-reverse-qPCR   | GACCTTGGCACTCCACAAAT         |
| col4a5-forward-qPCR   | CAAAAGGTTTGGATGGTGCT         |
| col4a5-reverse-qPCR   | GACCTGCTGGTCCTGGAATA         |
| lama1-forward-qPCR    | GCTGGAGCTCATCAACAACA         |
| lama1-reverse-qPCR    | TGATTTTCTCCAGGGTTTCG         |
| lamb1a-forward-qPCR   | CAACCTGCTGGACTCACGTA         |
| lamb1a-reverse-qPCR   | CTCCACTGCCTCTCCAGTTC         |
| aldh3a1-forward-qPCR  | CACTGTTGATACTTTACCTTTTGGAG   |
| aldh3a1-reverse-qPCR  | CAAACGTGTGTTTCCCATGA         |
| aldh3a2a-forward-qPCR | TGATGAATCTGAGTGTTACATTGC     |
| aldh3a2a-reverse-qPCR | TGGCCCAAAGATCTCTTCC          |
| aldh3a2b-forward-qPCR | CACTTCTCTGTCAGCTCTCTGC       |
| aldh3a2b-reverse-qPCR | GATAGCGGCCCATACCACT          |
| aldh3b1-forward-qPCR  | CATGACTCTTCCTGGTTTACCC       |
| aldh3b1-reverse-qPCR  | TGATAGTTGCCCATCCCACT         |
| aldh9a1b-forward-qPCR | GGAGCAAGCCAAGAACGA           |
| aldh9a1b-reverse-qPCR | GGATCTGCAGGGCTGAAA           |
| akr1a1b-forward-qPCR  | CGTCTCTATTA AAAACTCTGAAAGACC |
| akr1a1b-reverse-qPCR  | AAGGGGTATCGCCTCGTT           |
| akr1b1.1-forward-qPCR | CAAACCTGCCAACAATCAGA         |
| akr1b1.1-reverse-qPCR | CGTGACTGTTATGCCTTTGG         |
| akr7a3-forward-qPCR   | GTCACTCTGCTGGGCACCAT         |
| akr7a3-reverse-qPCR   | TTTGGTCGCGATT CGAACTGT       |

## Supplementary Excel : Exact p values for Figure 4G-J

| Genes Name | Groups                         | P values |
|------------|--------------------------------|----------|
| Figure 4G  |                                |          |
| Ins        | GLO1/AKR1A1A DKO vs. WT        | 0.0001   |
| insrb      | GLO1/AKR1A1A DKO vs. WT        | 0.0091   |
|            | GLO1/AKR1A1A DKO vs. AKR1A1AKO | 0.0011   |
|            | GLO1/AKR1A1A DKO vs. GLO1KO    | 0.0028   |
| Figure 4H  |                                |          |
| gck        | GLO1/AKR1A1A DKO vs. WT        | 0.0033   |
|            | GLO1/AKR1A1A DKO vs. AKR1A1AKO | 0.0022   |
|            | GLO1/AKR1A1A DKO vs. GLO1KO    | 0.0283   |
| pkmb       | GLO1/AKR1A1A DKO vs. WT        | 0.0075   |
|            | GLO1/AKR1A1A DKO vs. AKR1A1AKO | 0.0040   |
|            | GLO1/AKR1A1A DKO vs. GLO1KO    | 0.0381   |
| glut2      | GLO1/AKR1A1A DKO vs. WT        | 0.0379   |
| glut8      | GLO1/AKR1A1A DKO vs. WT        | 0.0138   |
|            | GLO1/AKR1A1A DKO vs. AKR1A1AKO | 0.0122   |
|            | GLO1/AKR1A1A DKO vs. GLO1KO    | 0.0153   |
| gys1       | GLO1/AKR1A1A DKO vs. WT        | 0.0433   |
| ugp2a      | GLO1/AKR1A1A DKO vs. WT        | 0.0039   |
|            | GLO1/AKR1A1A DKO vs. AKR1A1AKO | 0.0432   |
|            | GLO1/AKR1A1A DKO vs. GLO1KO    | 0.0140   |
| Figure 4I  |                                |          |
| ins        | GLO1/AKR1A1A DKO vs. WT        | 0.0042   |
| insra      | GLO1/AKR1A1A DKO vs. WT        | 0.0490   |
| insrb      | GLO1/AKR1A1A DKO vs. WT        | 0.0002   |
|            | GLO1/AKR1A1A DKO vs. AKR1A1AKO | 0.0035   |
|            | GLO1/AKR1A1A DKO vs. GLO1KO    | 0.0464   |
| Figure 4J  |                                |          |
| gys1       | GLO1/AKR1A1A DKO vs. WT        | 0.0498   |

# Supplementary material for: The accumulation of methylglyoxal and acrolein impairs arginine homeostasis causing hyperglycemia and renal abnormalities in male zebrafish
**Source:** Nat Commun. 2026 Jul 28;17:7565. doi: 10.1038/s41467-026-76082-6
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study.

For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- n/a
- Confirmed
- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
  - ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
  - ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
  - ☒ A description of all covariates tested
  - ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
  - ☐
  - ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
  - ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
  - ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
  - ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
  - ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection RNA-Sequencing libraries were prepared and processed on the DNBseq platform (BGI, China). The RNA-seq analysis code has been deposited in a

Data analysis Low-quality and adapter-contaminated reads were filtered using SOAPnuke, and the remaining reads were aligned to the zebrafish reference

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-Seq datasets are available on <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE316100>. The metabolomics data are available at MetaboLights with link <https://www.ebi.ac.uk/metabolights/MTBLS14089>. Other supporting data are presented within the Supplementary Materials. Source data are provided in this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                          |     |
|----------------------------------------------------------|-----|
| Reporting on sex and gender                              | N/A |
| Reporting on race, ethnicity, or other socially relevant | N/A |
| Population characteristics                               | N/A |
| Recruitment                                              | N/A |
| Ethics oversight                                         | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | In larvae studies, greater than 3 samples with 20-80 larvae were analyzed in each experiment group to permit the sensitivity of measurement and |
| Data exclusions | No data was excluded from the analysis in this study.                                                                                           |
| Replication     | Experiments were conducted with biological replicates as indicated in the Figure Legends. Reported findings were successfully replicated.       |
| Randomization   | For the larvae experiments, the larvae were evenly distributed into culture dishes and subjected to different treatments; randomization was not |
| Blinding        | Blinding was not performed as no human or patient information was analyzed in this study. Blinding was not necessary as all samples in the same |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |  |
|-------------------|--|
| Study description |  |
| Research sample   |  |
| Sampling strategy |  |
| Data collection   |  |
| Timing            |  |
| Data exclusions   |  |
| Non-participation |  |
| Randomization     |  |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |  |
|--------------------------|--|
| Study description        |  |
| Research sample          |  |
| Sampling strategy        |  |
| Data collection          |  |
| Timing and spatial scale |  |

|                 |  |
|-----------------|--|
| Data exclusions |  |
| Reproducibility |  |
| Randomization   |  |
| Blinding        |  |

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

|                        |  |
|------------------------|--|
| Field conditions       |  |
| Location               |  |
| Access & import/export |  |
| Disturbance            |  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                   | Involved in the study                                          |
|-----------------------|----------------------------------------------------------------|
| <input type="radio"/> | <input checked="" type="radio"/> Antibodies                    |
| <input type="radio"/> | <input checked="" type="radio"/> Eukaryotic cell lines         |
| <input type="radio"/> | <input checked="" type="radio"/> Palaeontology and archaeology |
| <input type="radio"/> | <input checked="" type="radio"/> Animals and other organisms   |
| <input type="radio"/> | <input checked="" type="radio"/> Clinical data                 |
| <input type="radio"/> | <input checked="" type="radio"/> Dual use research of concern  |
| <input type="radio"/> | <input checked="" type="radio"/> Plants                        |

### Methods

| n/a                   | Involved in the study                                   |
|-----------------------|---------------------------------------------------------|
| <input type="radio"/> | <input checked="" type="radio"/> ChIP-seq               |
| <input type="radio"/> | <input checked="" type="radio"/> Flow cytometry         |
| <input type="radio"/> | <input checked="" type="radio"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Primary antibodies: dilution: 1:1000, anti-β-actin, Santa Cruz Biotechnology, sc-47778; AKT, CST 9272S; phospho-AKT, CST 4060P; for |
| Validation      | All the antibodies were well-recognized clones in the field and validated by the manufacturers.                                     |

## Eukaryotic cell lines

Policy information about [cell lines](#) and [Sex and Gender in Research](#)

|                                                                      |  |
|----------------------------------------------------------------------|--|
| Cell line source(s)                                                  |  |
| Authentication                                                       |  |
| Mycoplasma contamination                                             |  |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) |  |

## Palaeontology and Archaeology

|                     |  |
|---------------------|--|
| Specimen provenance |  |
| Specimen deposition |  |
| Dating methods      |  |

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

|                  |  |
|------------------|--|
| Ethics oversight |  |
|------------------|--|

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); ARRIVE [guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                      |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The zebrafish line Tg(fli1:EGFP) were used in this study, from larvae to 12 months old. The zebrafish larvae Tg(wt1b:EGFP) were also |
| Wild animals            | The study did not involved wild animals.                                                                                             |
| Reporting on sex        | To avoid additional variables from mixed sex populations, all male fish were used in this study, as indicated in the Methods.        |
| Field-collected samples | The study did not involve samples collected in the field.                                                                            |
| Ethics oversight        | All the zebrafish experimental protocols were approved by the local government authority Regierungspräsidium–Karlsruhe and by        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |  |
|-----------------------------|--|
| Clinical trial registration |  |
| Study protocol              |  |
| Data collection             |  |
| Outcomes                    |  |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- | No                    | Yes                   |                            |
|-----------------------|-----------------------|----------------------------|
| <input type="radio"/> | <input type="radio"/> | Public health              |
| <input type="radio"/> | <input type="radio"/> | National security          |
| <input type="radio"/> | <input type="radio"/> | Crops and/or livestock     |
| <input type="radio"/> | <input type="radio"/> | Ecosystems                 |
| <input type="radio"/> | <input type="radio"/> | Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

- | No                    | Yes                   |                                                                             |
|-----------------------|-----------------------|-----------------------------------------------------------------------------|
| <input type="radio"/> | <input type="radio"/> | Demonstrate how to render a vaccine ineffective                             |
| <input type="radio"/> | <input type="radio"/> | Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input type="radio"/> | <input type="radio"/> | Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input type="radio"/> | <input type="radio"/> | Increase transmissibility of a pathogen                                     |
| <input type="radio"/> | <input type="radio"/> | Alter the host range of a pathogen                                          |
| <input type="radio"/> | <input type="radio"/> | Enable evasion of diagnostic/detection modalities                           |
| <input type="radio"/> | <input type="radio"/> | Enable the weaponization of a biological agent or toxin                     |
| <input type="radio"/> | <input type="radio"/> | Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |  |
|--------------------------------------------------------------------|--|
| Data access links<br><i>May remain private before publication.</i> |  |
| Files in database submission                                       |  |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             |  |

### Methodology

|                         |  |
|-------------------------|--|
| Replicates              |  |
| Sequencing depth        |  |
| Antibodies              |  |
| Peak calling parameters |  |
| Data quality            |  |
| Software                |  |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |  |
|---------------------------|--|
| Sample preparation        |  |
| Instrument                |  |
| Software                  |  |
| Cell population abundance |  |
| Gating strategy           |  |

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

|             |  |
|-------------|--|
| Design type |  |
|-------------|--|

Design specifications

Behavioral performance measures

## Acquisition

Imaging type(s)

Field strength

Sequence & imaging parameters

Area of acquisition

Diffusion MRI ☐ Used ☐ Not used

## Preprocessing

Preprocessing software

Normalization

Normalization template

Noise and artifact removal

Volume censoring

## Statistical modeling & inference

Model type and settings

Effect(s) tested

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

(See [Eklund et al. 2016](#) )

Correction

## Models & analysis

n/a

Involved in the study

☐ Functional and/or effective connectivity

☐ Graph analysis

☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

Graph analysis

Multivariate modeling and predictive analysis

# Supplementary material for: The accumulation of methylglyoxal and acrolein impairs arginine homeostasis causing hyperglycemia and renal abnormalities in male zebrafish
**Source:** Nat Commun. 2026 Jul 28;17:7565. doi: 10.1038/s41467-026-76082-6

Figure 4K-L

2h postprandial liver1

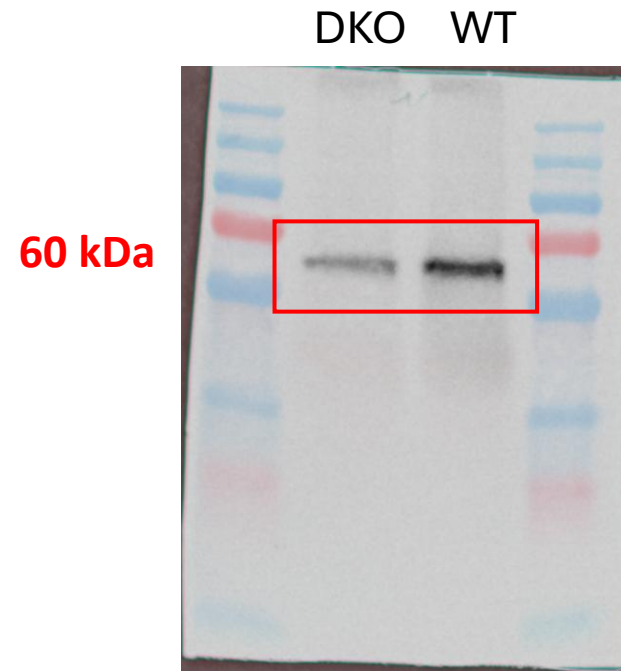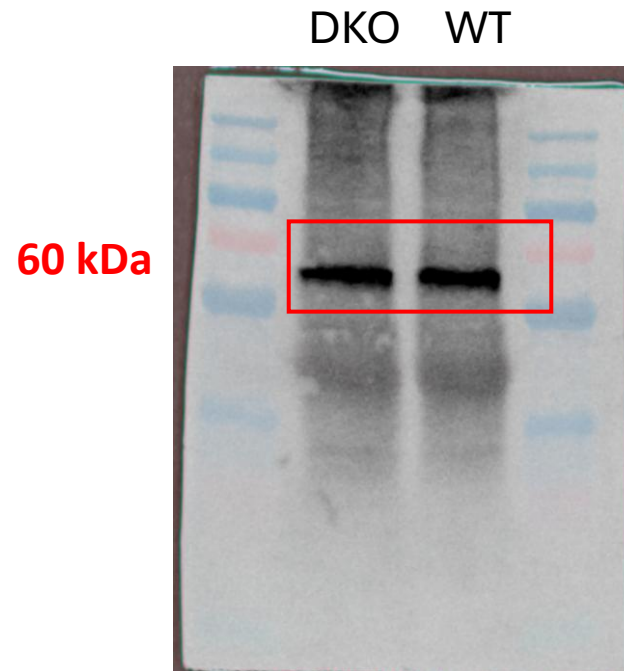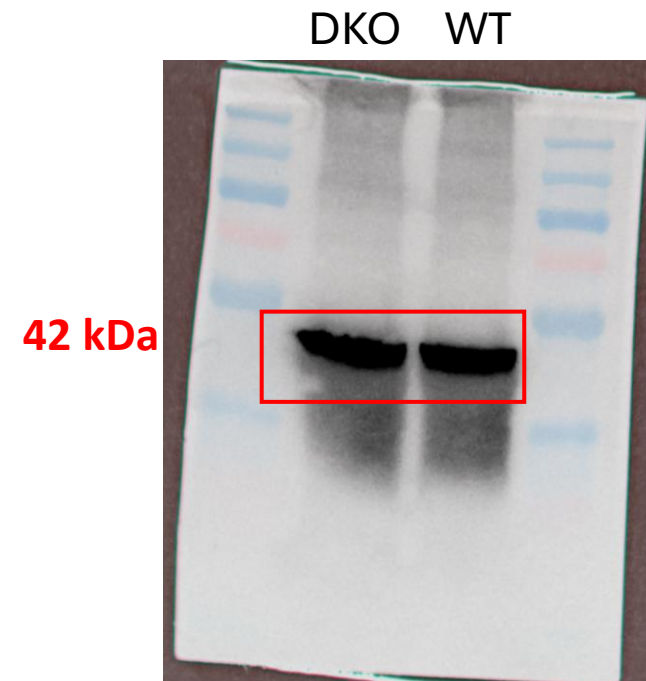

Figure 4K-L

2h postprandial liver2

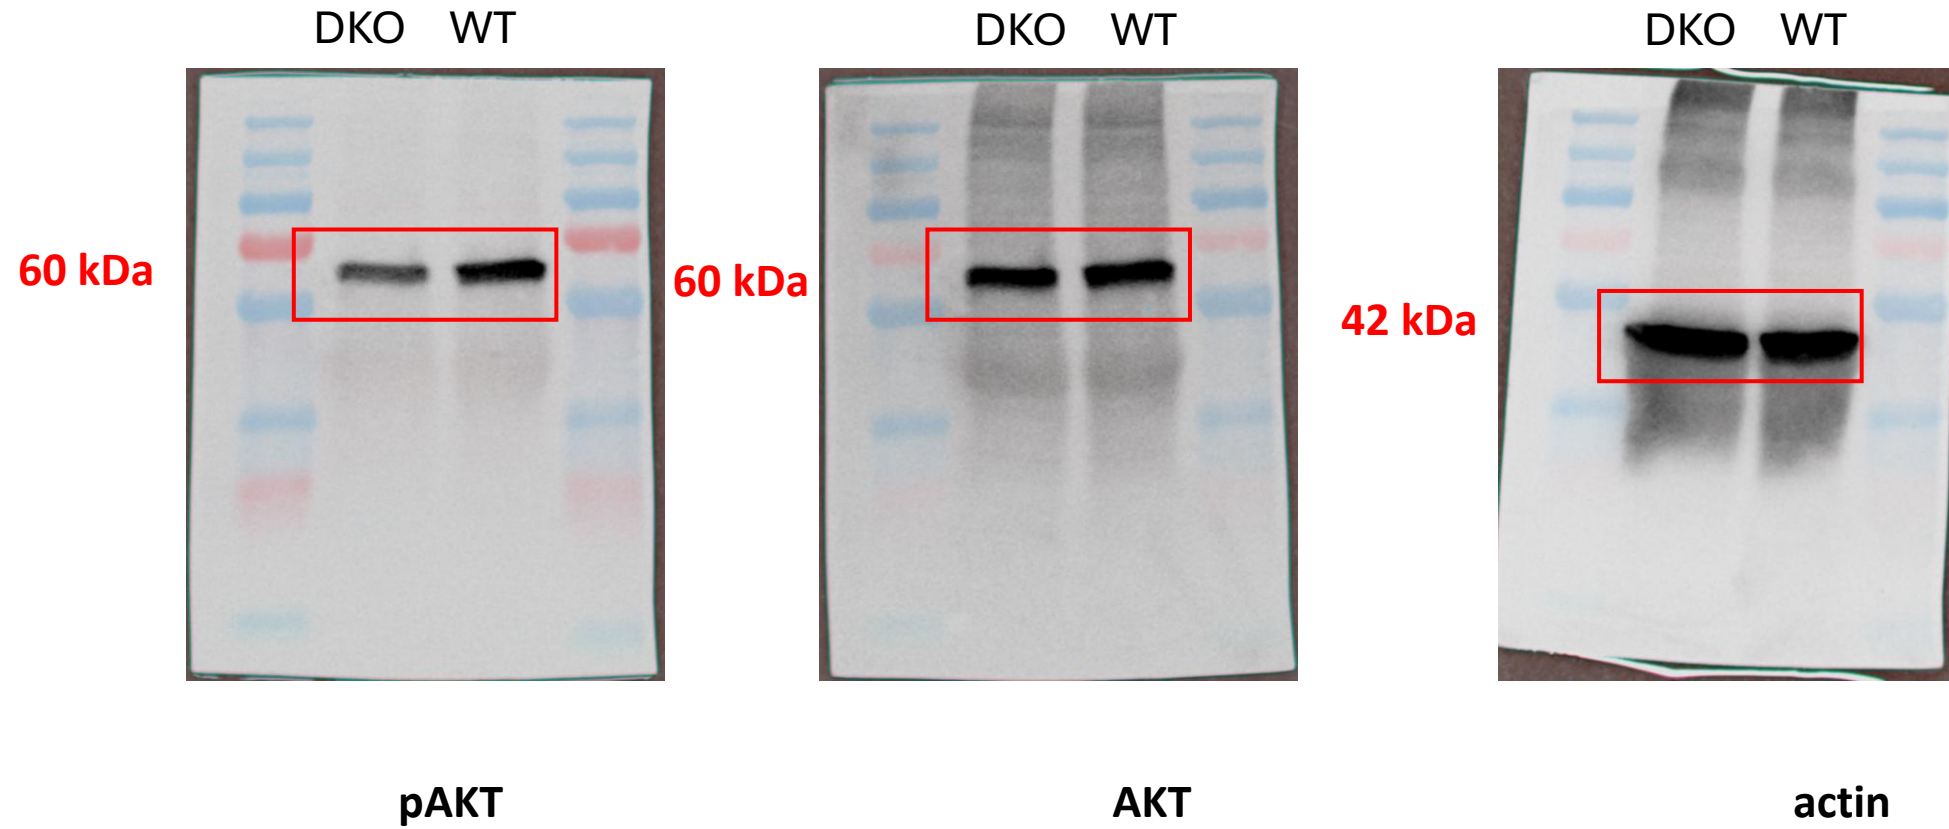

Figure 4K-L

2h postprandial liver3

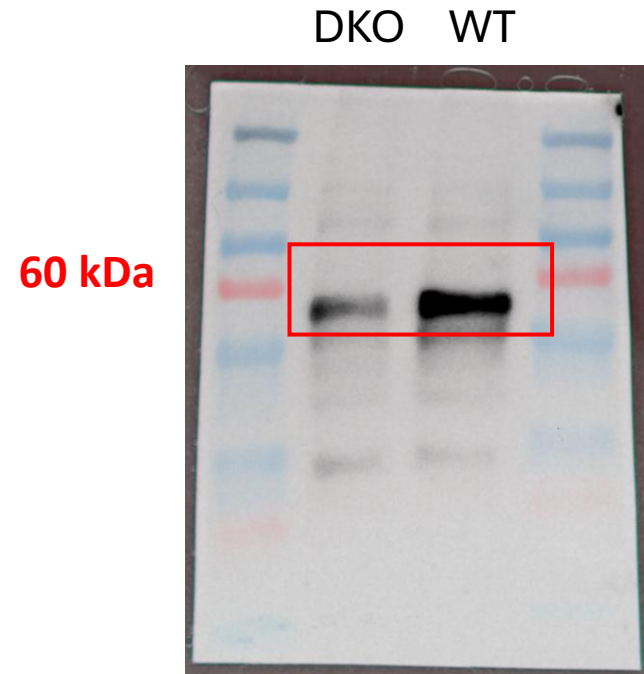

pAKT

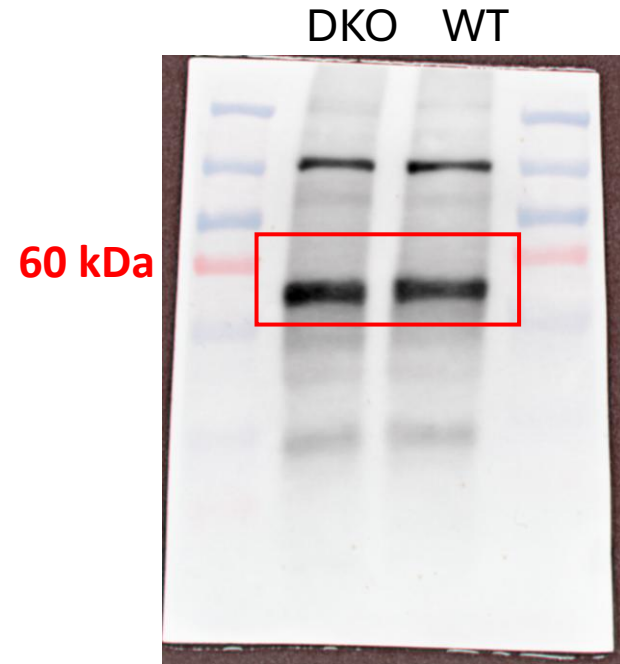

AKT

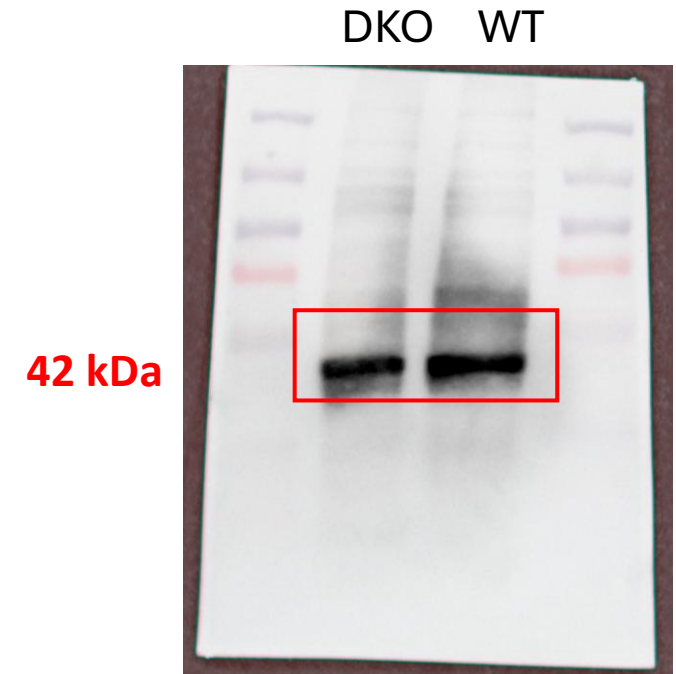

actin

Figure 4M-N

2h postprandial muscle1

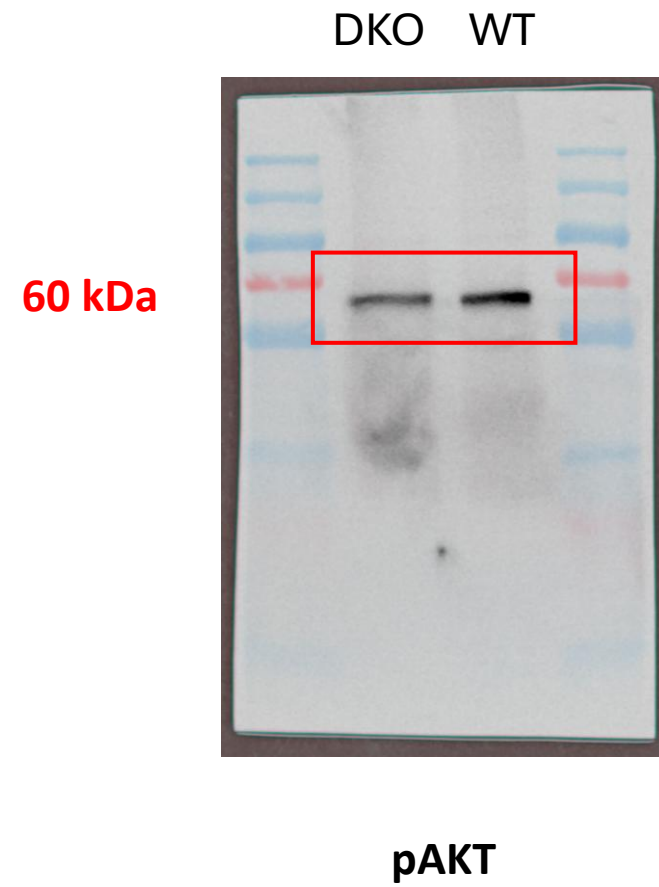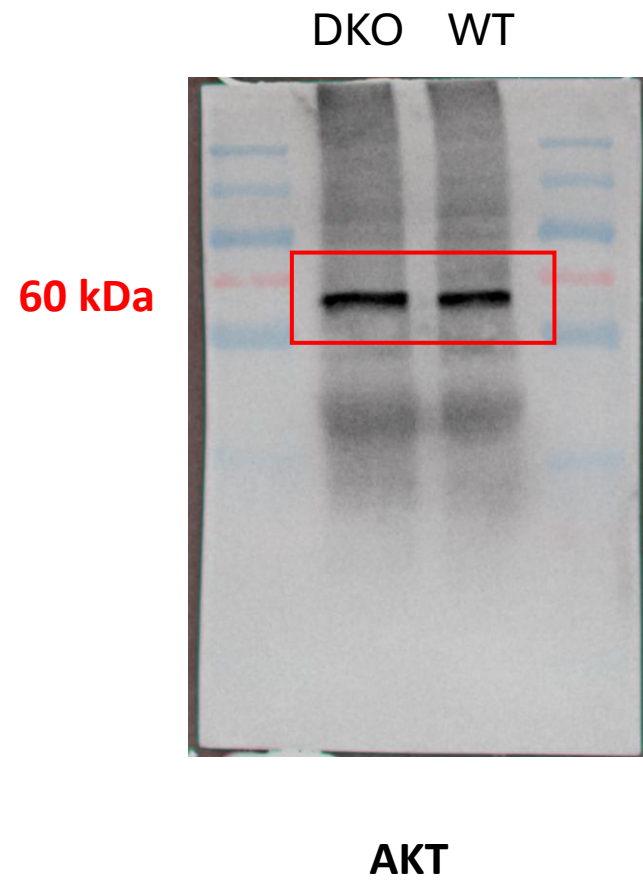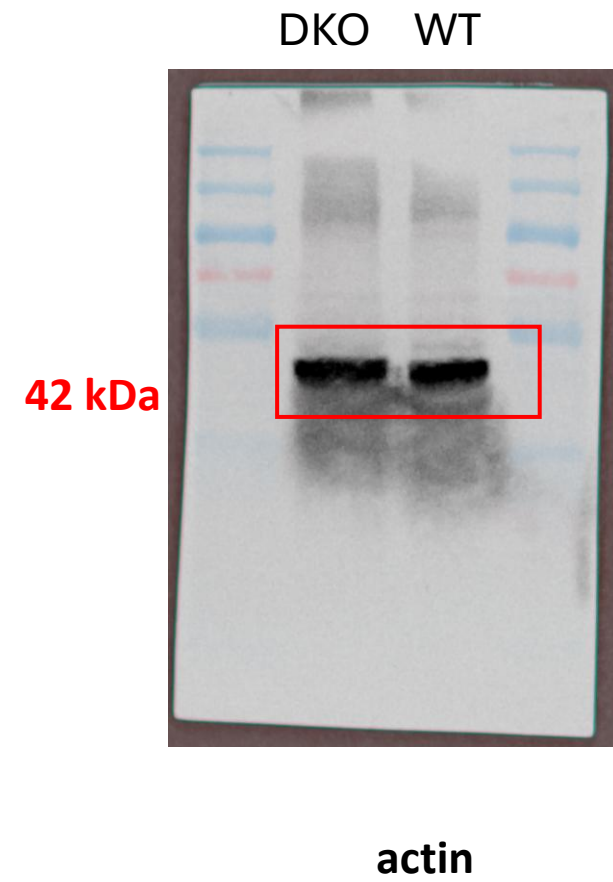

Figure 4M-N

2h postprandial muscle2

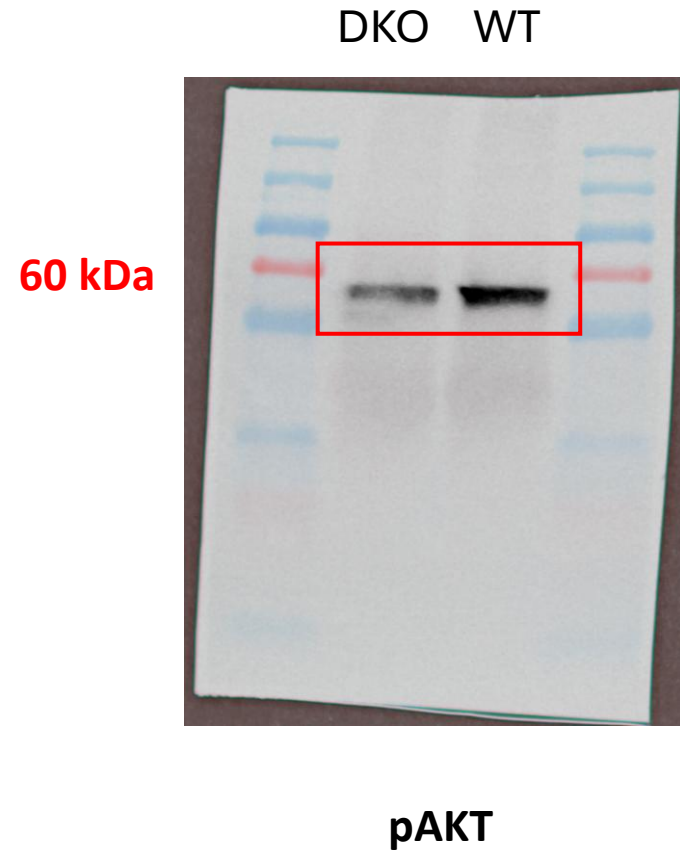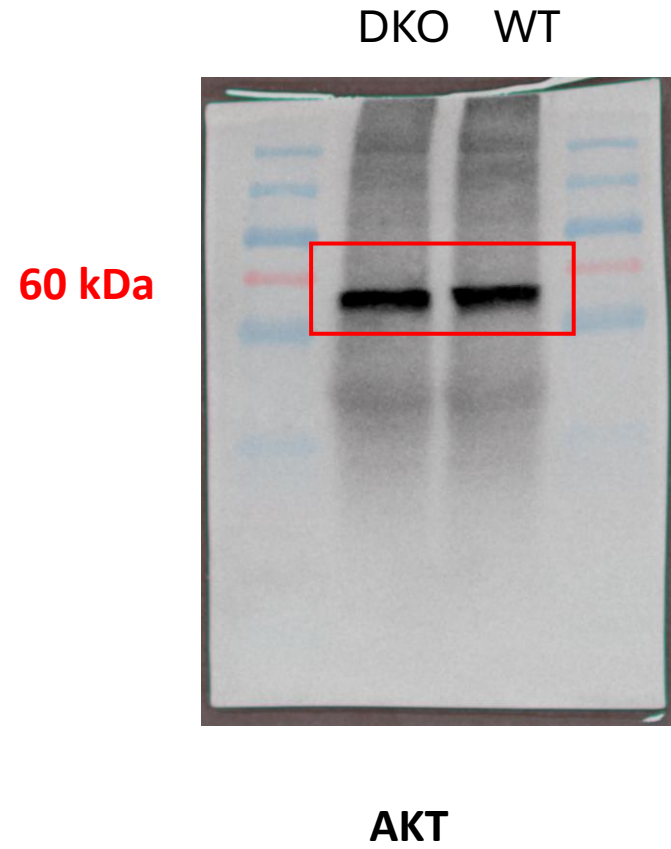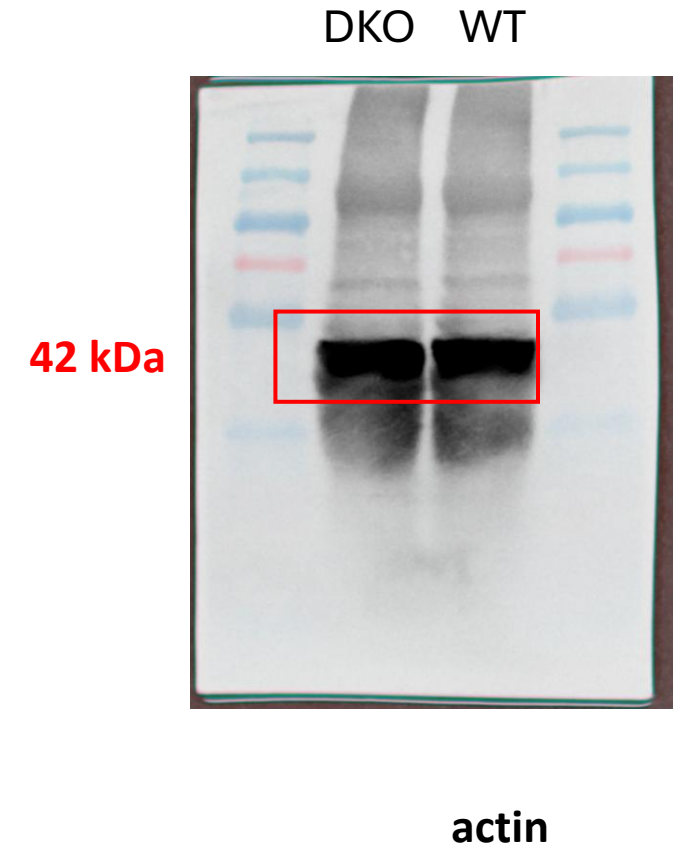

Figure 4M-N

2h postprandial muscle3

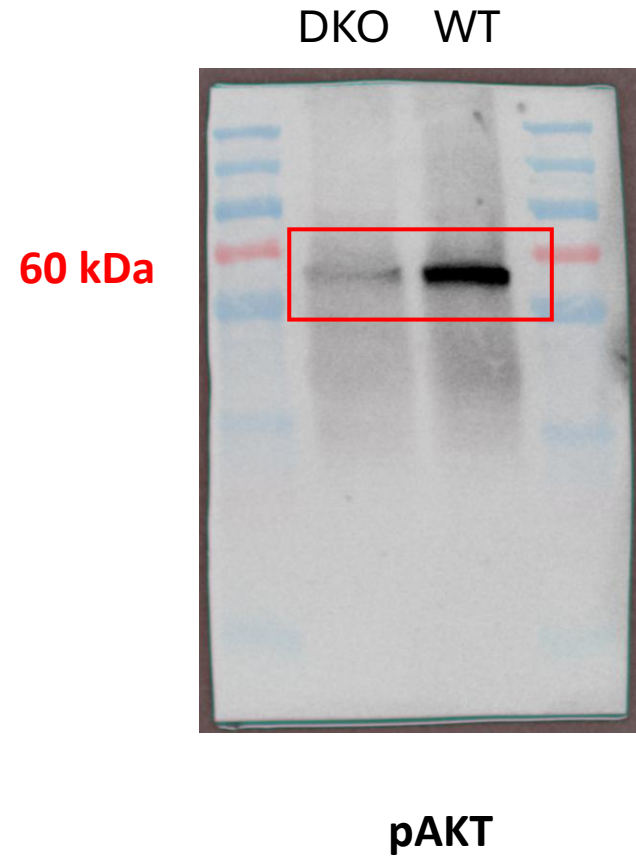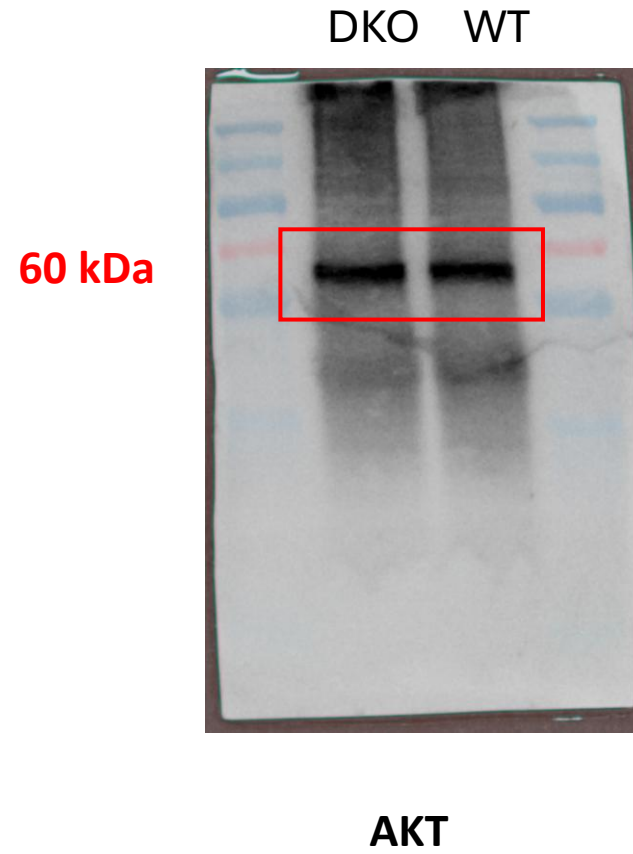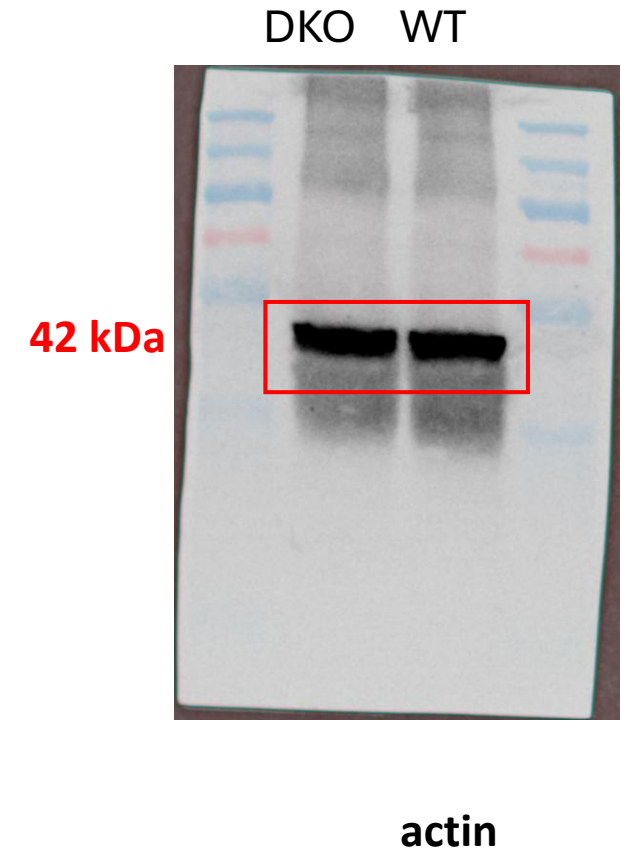

Figure 6C-D  
larvae1

DKO WT DKO+Arg

60 kDa

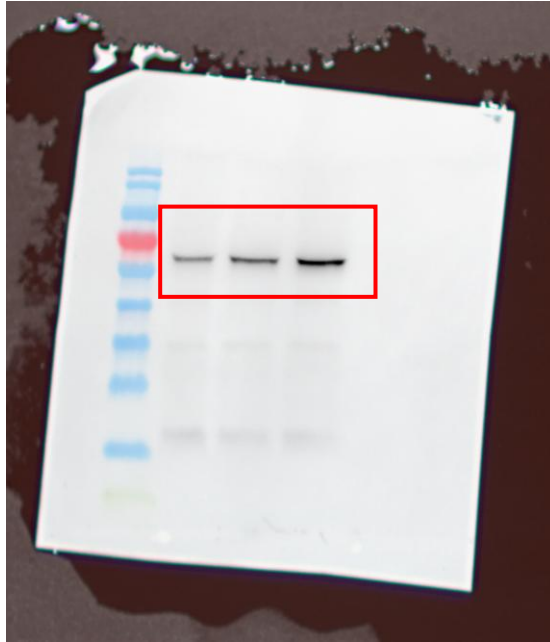

pAKT

DKO WT DKO+Arg

60 kDa

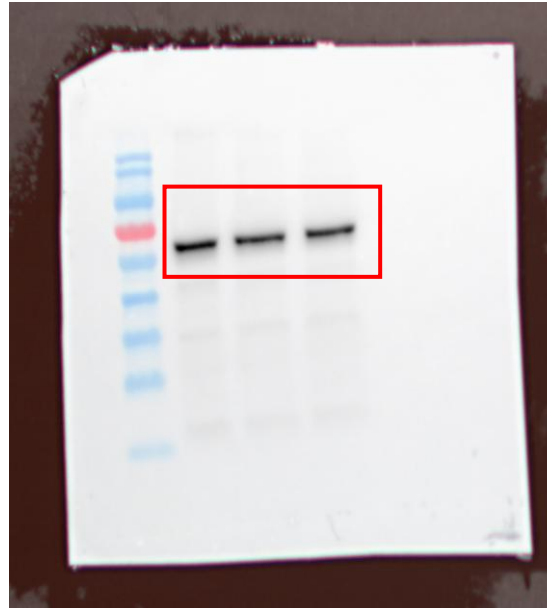

AKT

DKO WT DKO+Arg

42 kDa

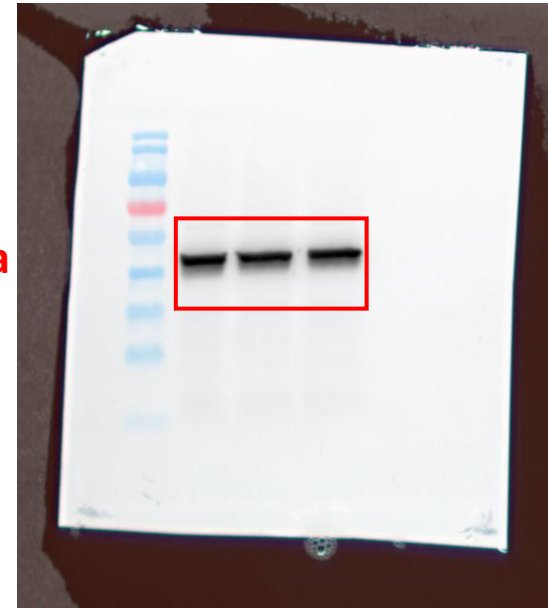

actin

Figure 6C-D  
larvae2

DKO WT DKO+Arg

60 kDa

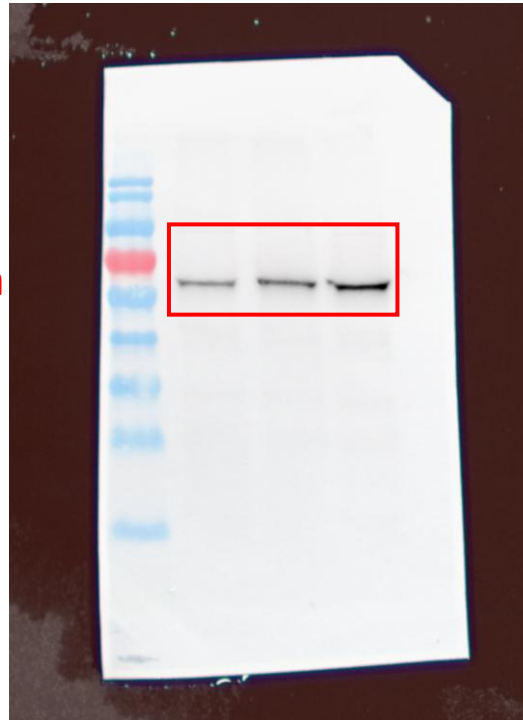

pAKT

DKO WT DKO+Arg

60 kDa

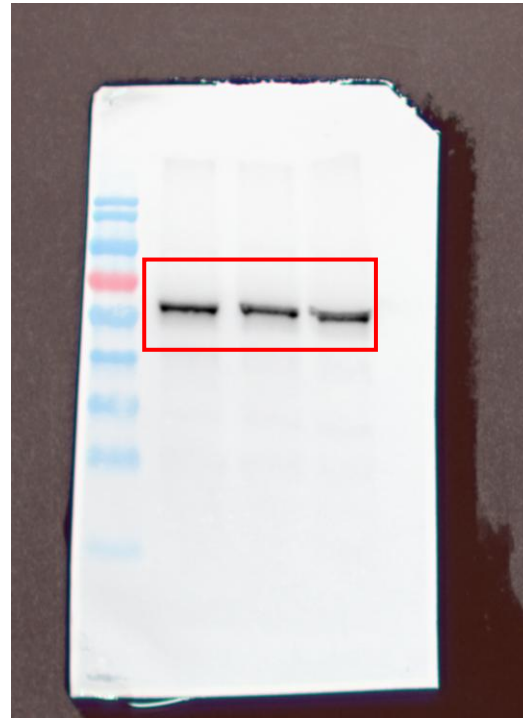

AKT

DKO WT DKO+Arg

42 kDa

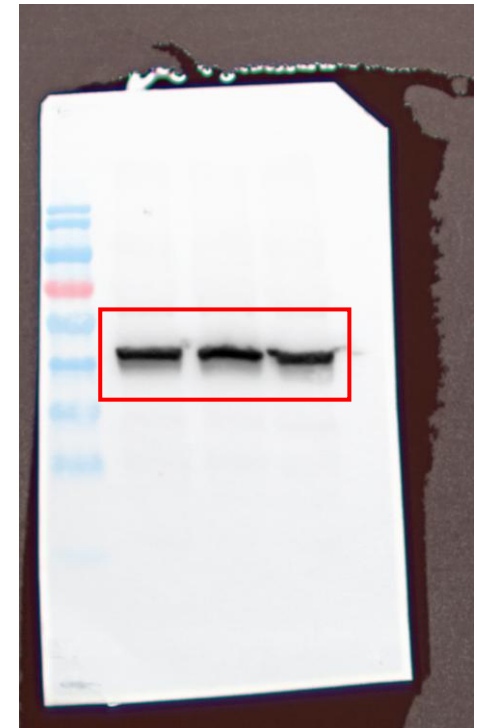

actin

Figure 6C-D  
larvae3

DKO WT DKO+Arg

60 kDa

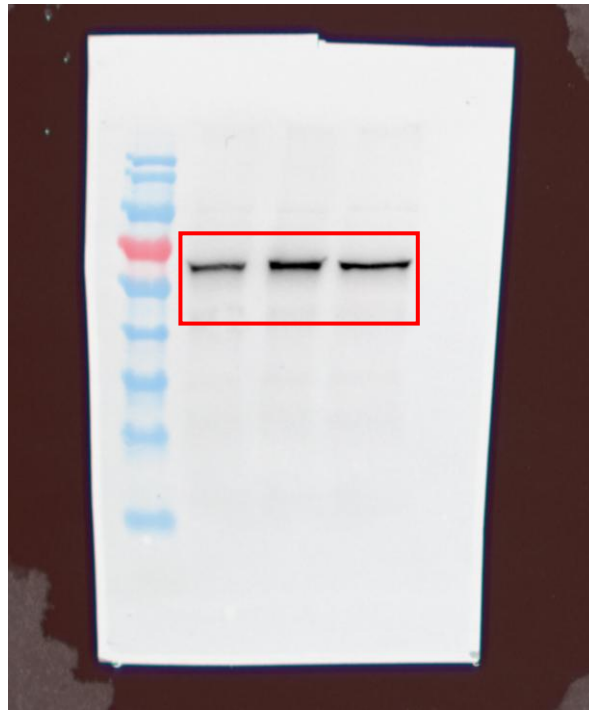

pAKT

DKO WT DKO+Arg

60 kDa

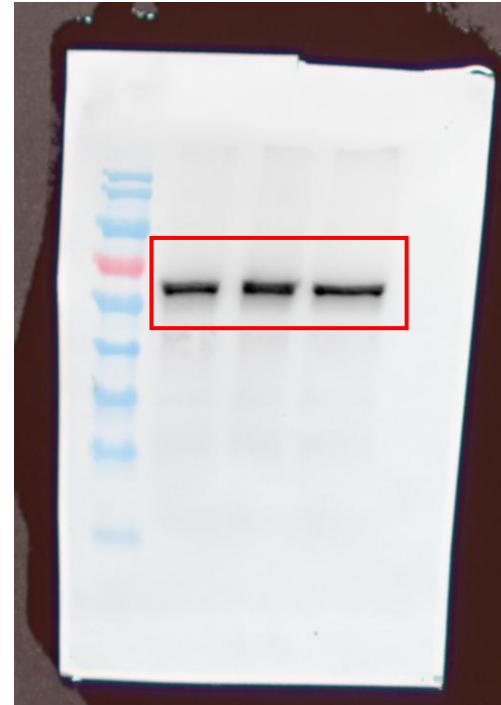

AKT

DKO WT DKO+Arg

42 kDa

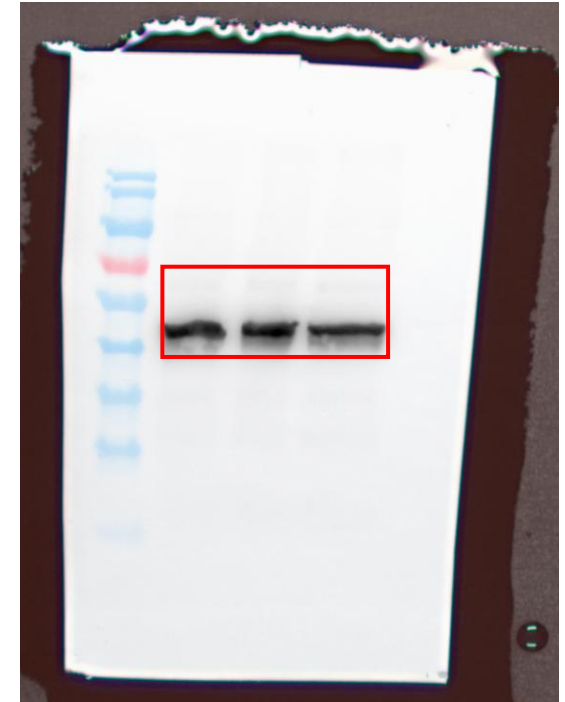

actin

Fiugure S4G-H

Fasting muscle1

DKO WT

60 kDa

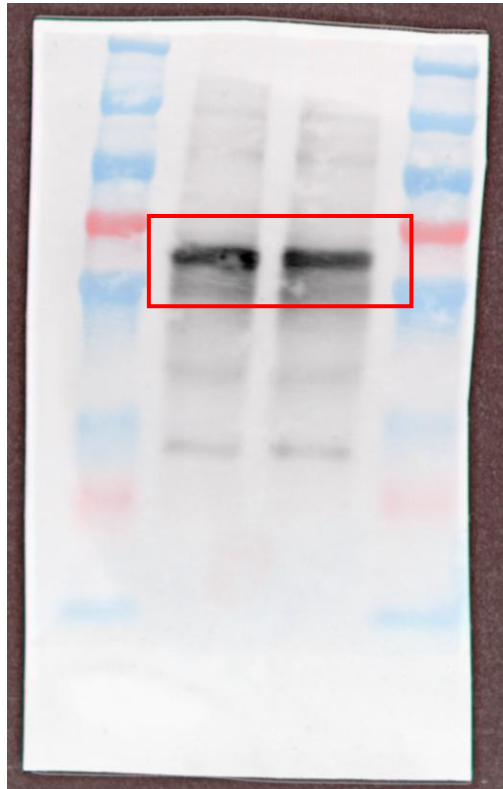

pAKT

DKO WT

60 kDa

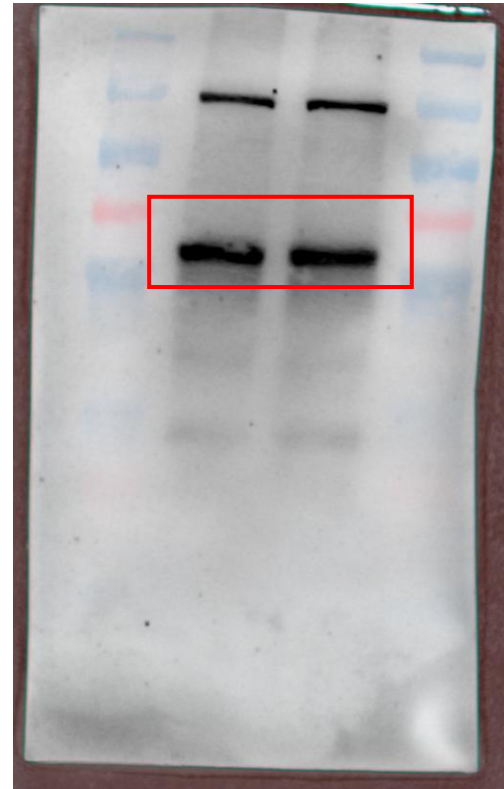

AKT

DKO WT

42 kDa

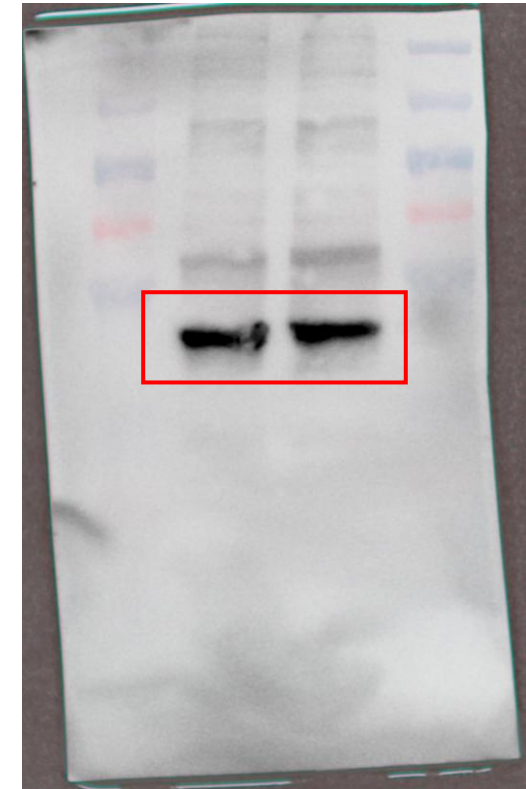

actin

Figure S4G-H

Fasting muscle2

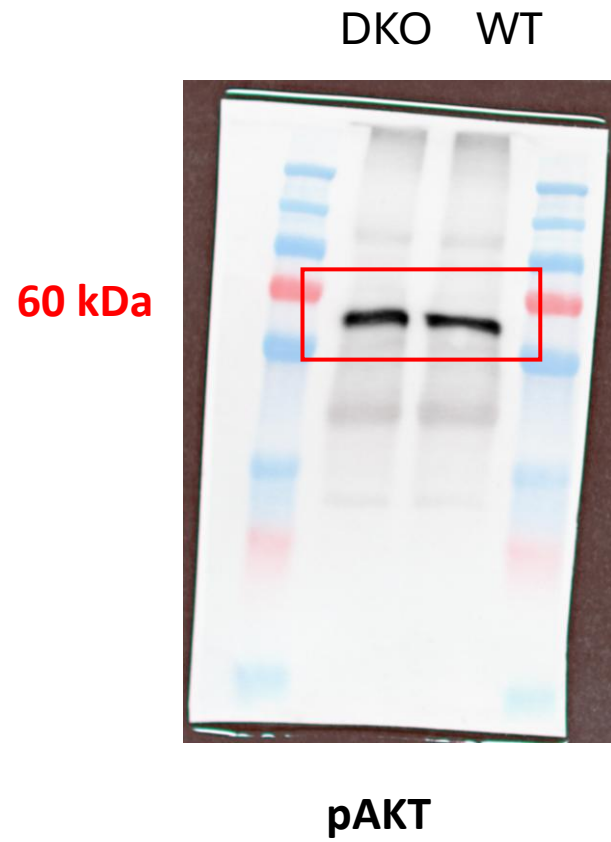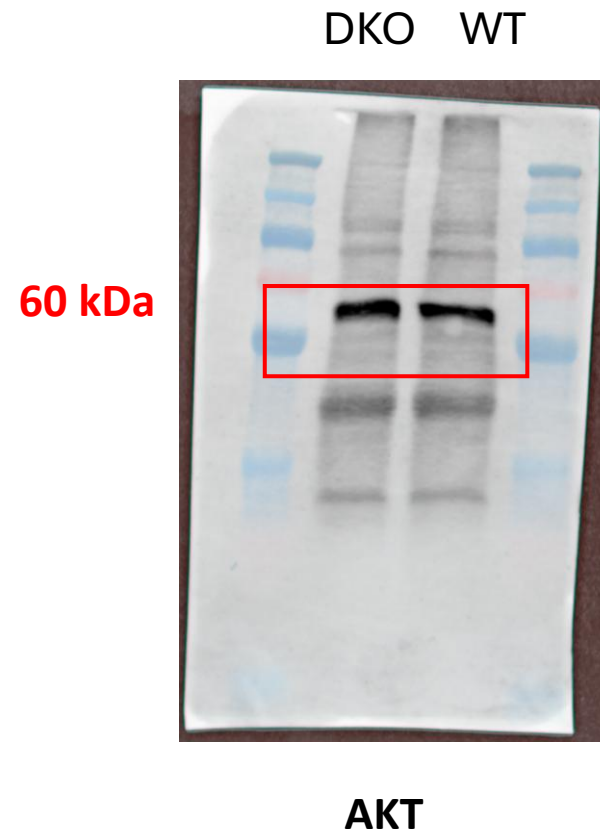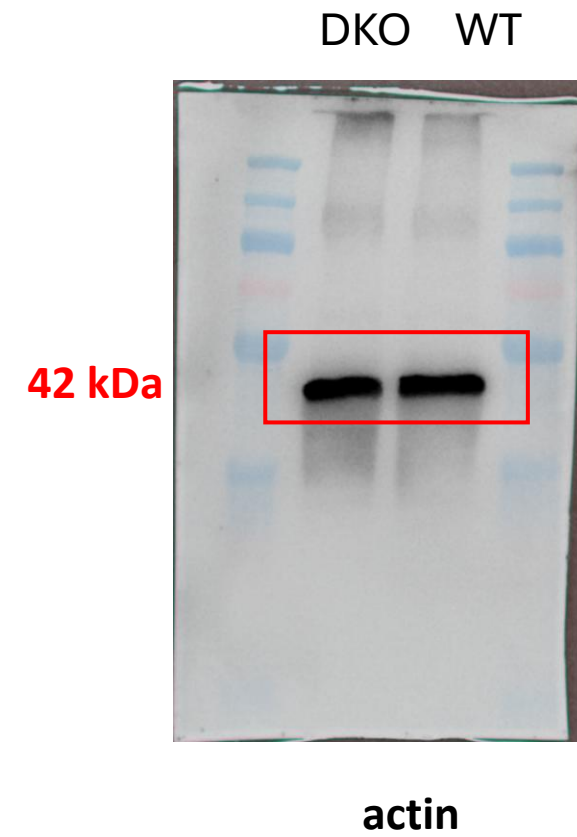

Figure S4G-H

Fasting muscle3

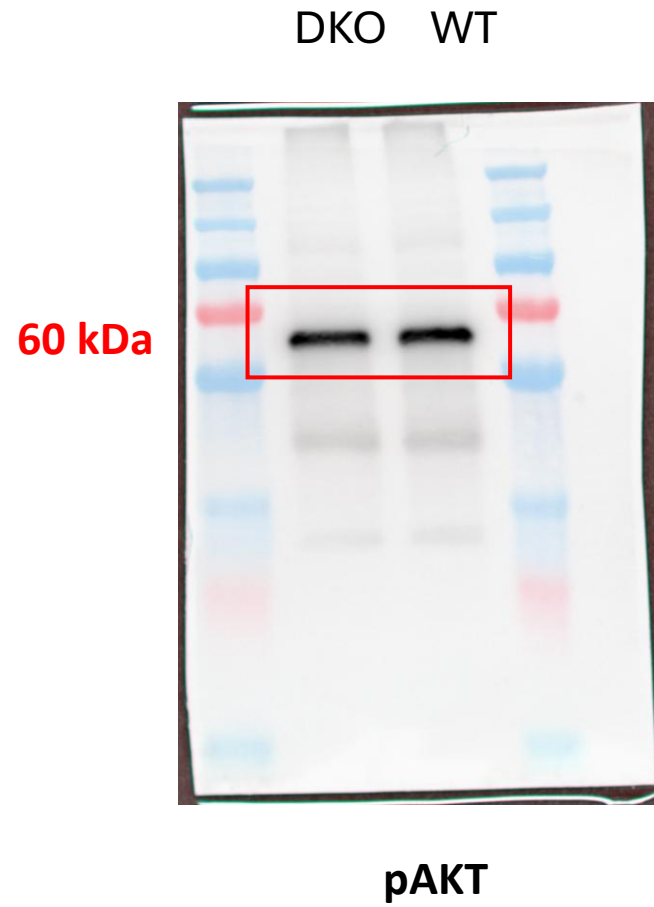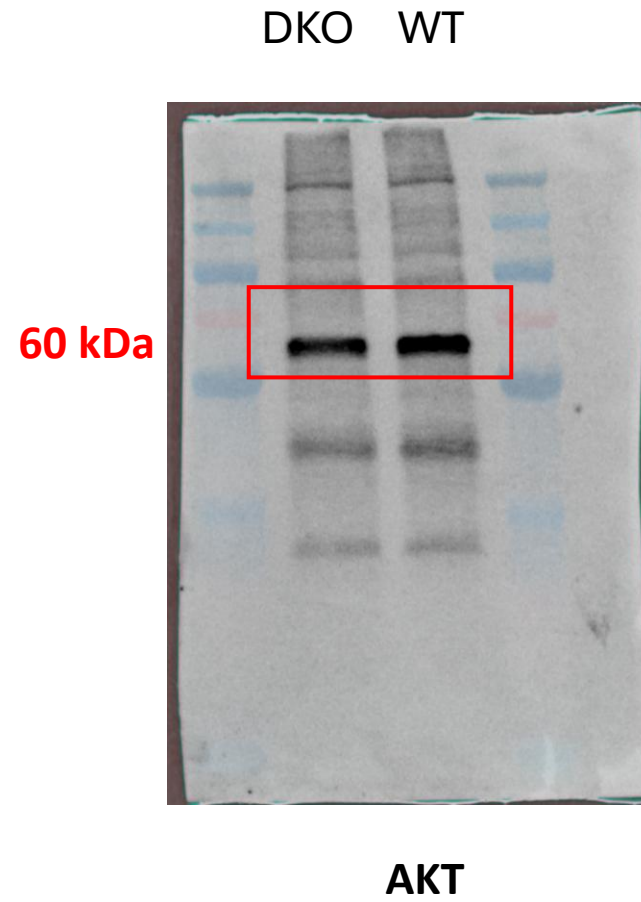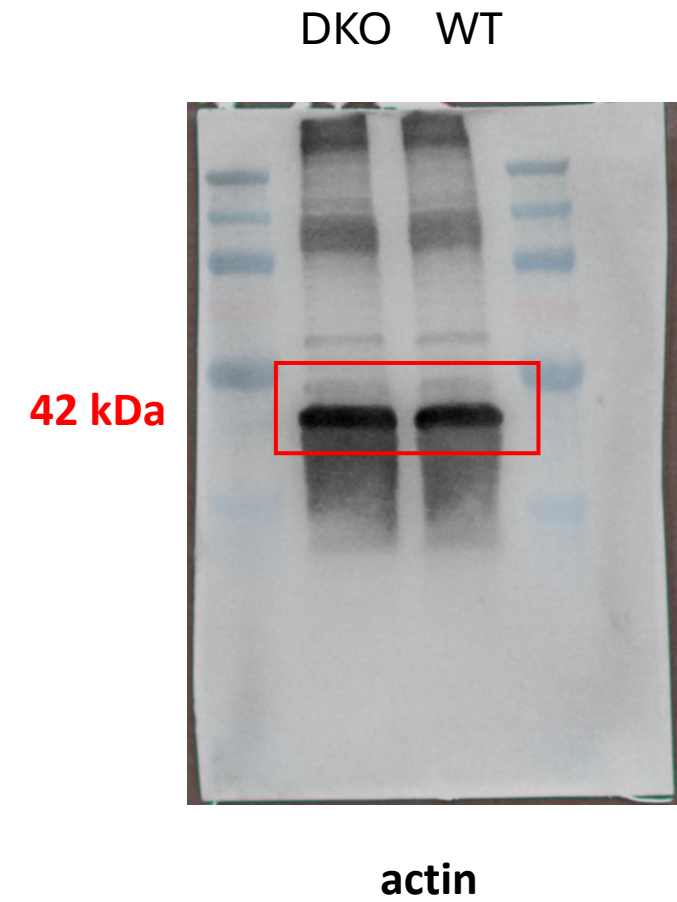

Figure S4I-J

Fasting liver1

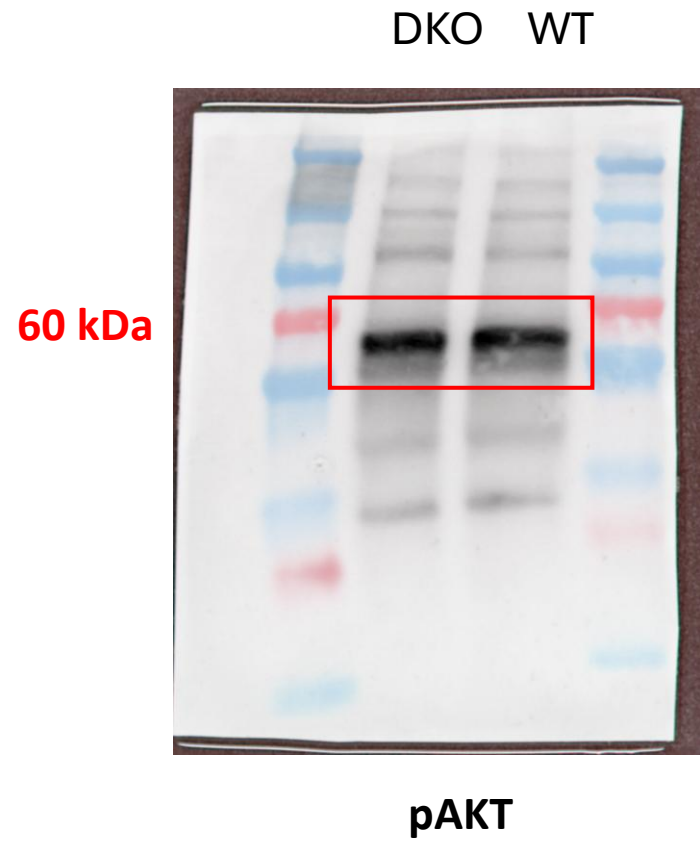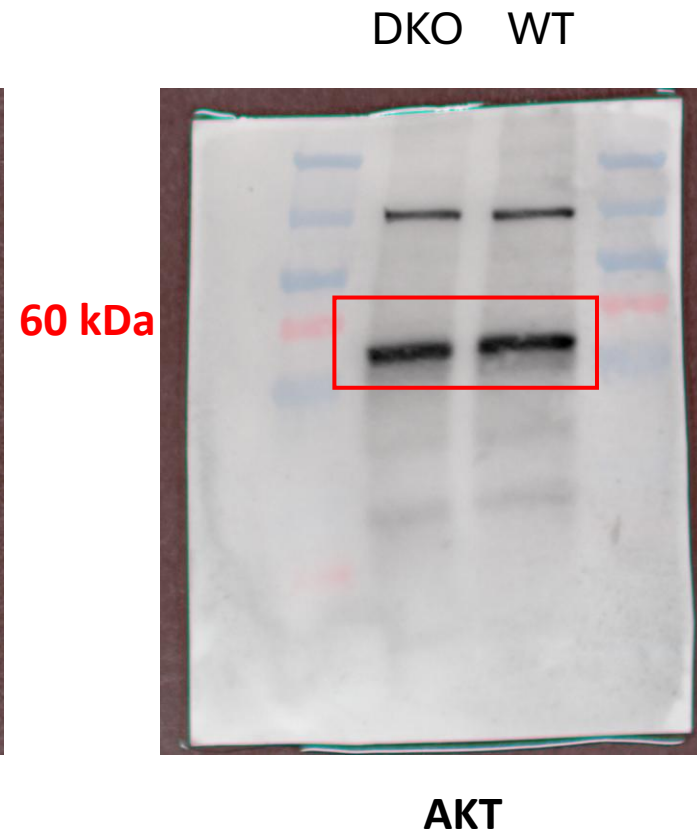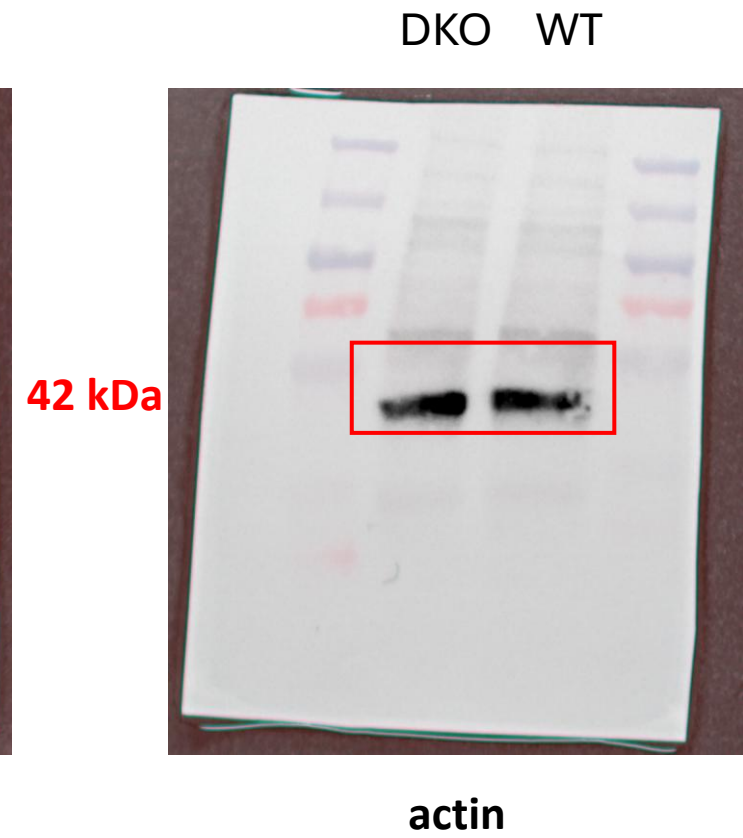

Figure S4I-J

Fasting liver2

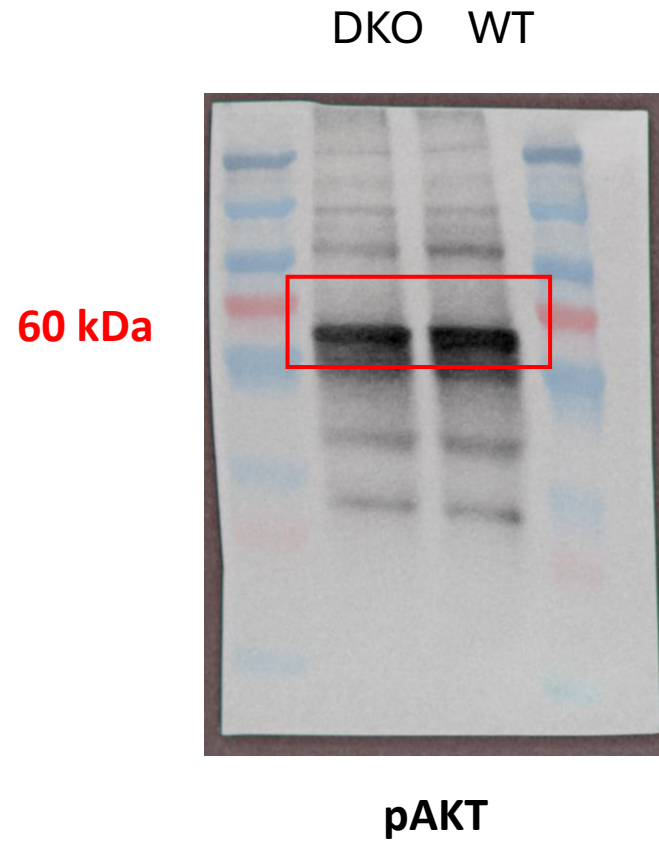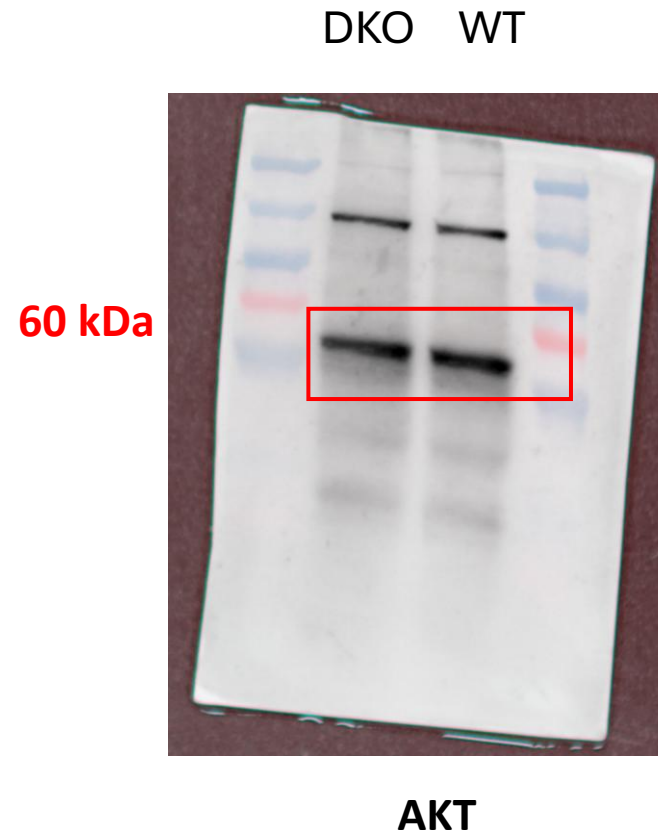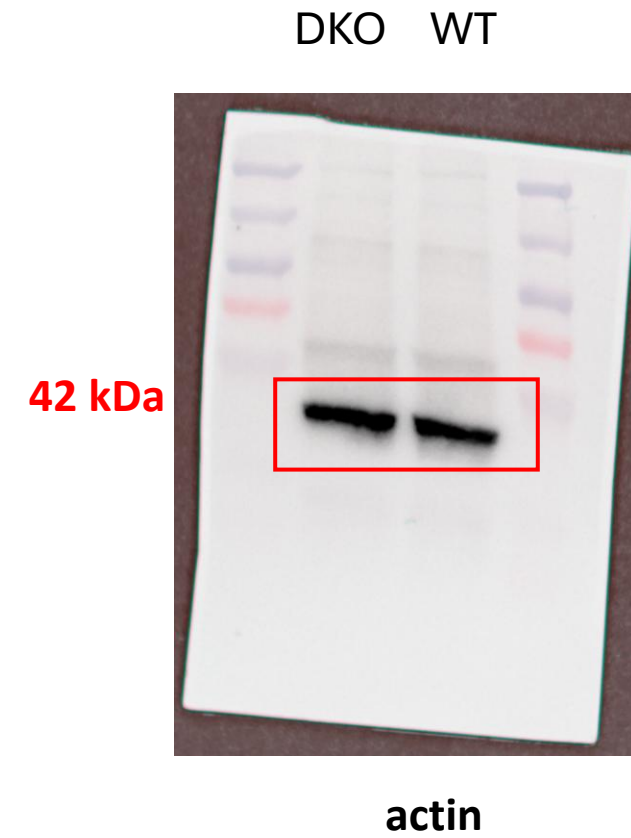

Figure S4I-J

Fasting liver3

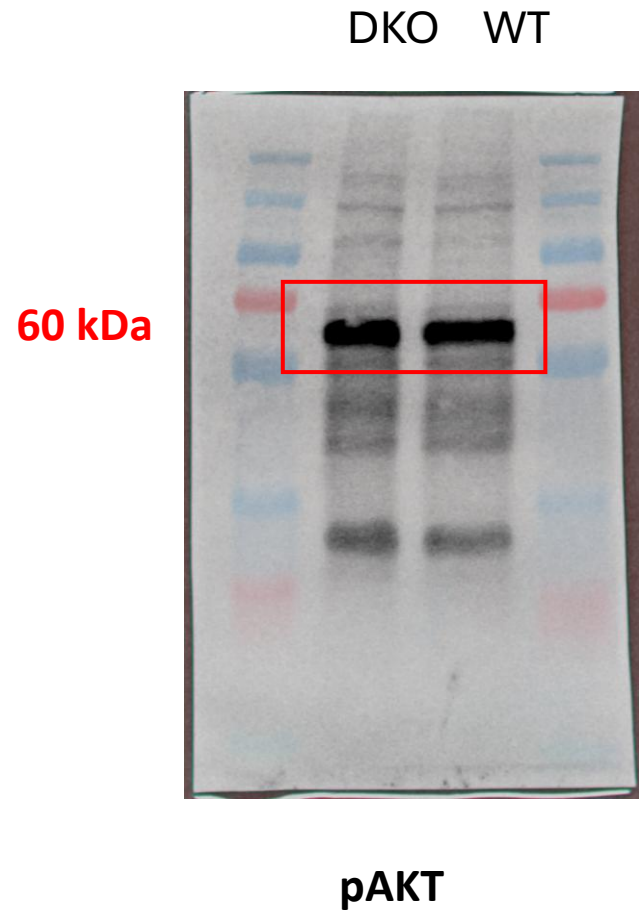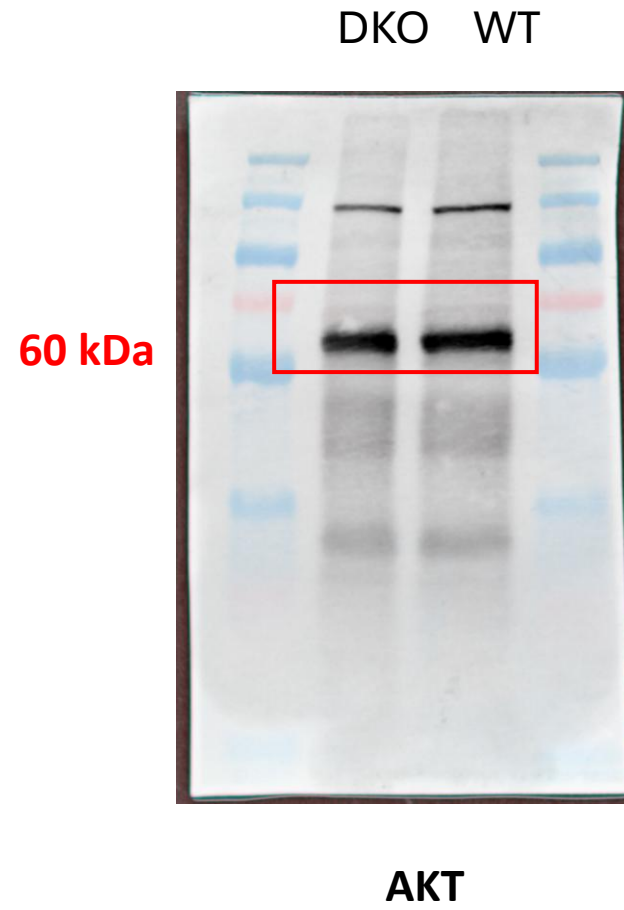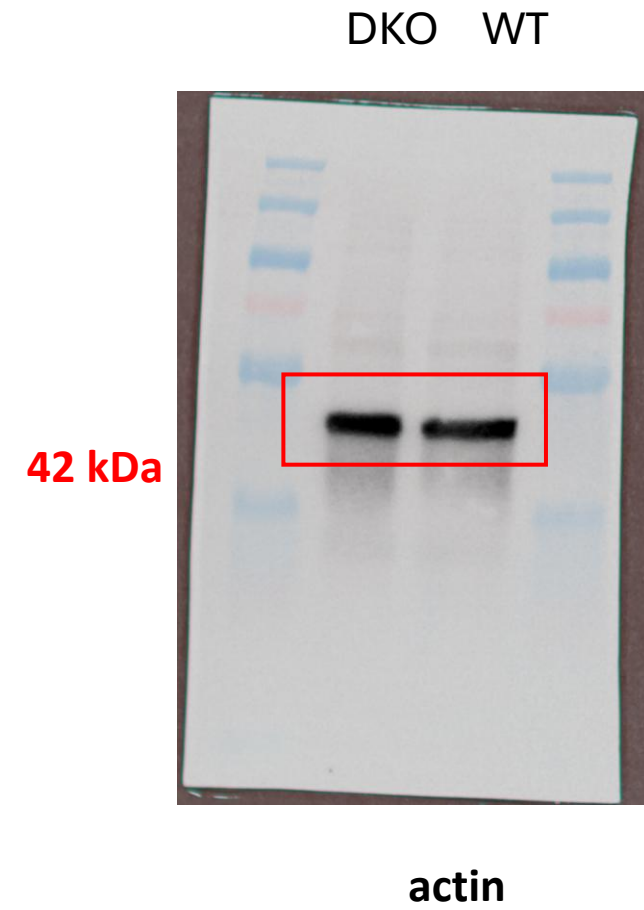

**Supplement:** Supplementary file 4 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

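The deposited table holds counts per gene in 23 libraries of zebrafish larvae at 96 hpf, with clutches of 20 larvae as replicates (6 WT, 5 AKR1A1AKO, 6 GLO1KO and 6 DKO). According to the paper, the authors extracted total RNA, sequenced libraries on the DNBseq platform, filtered reads with SOAPnuke, aligned them to GRCz11 with HISAT2 and counted them per gene with FeatureCounts. The paper's text does not name the annotation release, the strand setting or the handling of reads with several matches. The deposited values are expected counts: they are whole numbers except in 94 genes (0.411%), and the authors did not normalize them. A count model had been planned for whole counts, so values were rounded to the nearest whole number. Library totals ran from 34316505 to 36804418 counts, and 354 genes had 0 counts in every library. Counting error alone was checked between replicates: the lowest mean chi-square per gene was 5.91 over genes with at least 50 counts, so no 2 libraries of the same genotype were copies; pairs of different genotypes were not checked this way. The name table pairs 20170 genes (88.2%) with a symbol. Symbols in capitals are printed as that table gives them, with the gene's ID, and zebrafish copies under 1 symbol are not told apart by letter. Genes under 1 symbol, and other near copies, could have shared reads in the authors' counting.

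Differential expression was tested with edgeR 4.0.16 in R 4.3.3 on the libraries of the 2 groups compared, after its filter on low counts and TMM normalization, with the quasi-likelihood test. Genes were called at a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 1.5. Standard errors of log2 fold changes were derived from the F statistic. The interaction of glo1 and akr1a1a loss was tested as the difference between DKO minus GLO1KO and AKR1A1AKO minus WT over all 23 libraries. The fits were tested on simulated data with 200 changed genes among the genes tested per comparison: the 5 pairwise fits recovered from 88.5% to 94.5% of them, with 3 to 5 false calls each. Log2 CPM used a prior count of 2 and 20136 genes. Distances, correlations and principal components were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and group labels were permuted 100000 times, or exhaustively for pairs of genotypes.

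The KEGG sets named in the paper were not used here. Instead, 16 lists of gene symbols were written in advance from general knowledge: insulin signaling, MAPK signaling, ribosome, spliceosome, oxidative phosphorylation, RNA polymerase, ECM receptor interaction, citrate cycle, DNA replication, arginine metabolism, ATF4 targets, carbonyl detoxification, exocrine pancreas, cell cycle, erythrocyte and photoreceptor genes. They were scored with the GSVA method of gseapy 1.3.1 (Gaussian kernel) and compared with limma 3.58.1. In a test on simulated data, a list of 100 genes lowered in 1 group had a score difference of -0.900 and a list of 100 genes left alone -0.0970.

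The genes named in the text follow a rule set in advance: the targeted genes, the genes the paper names, for each DKO comparison the 3 called genes that rose and the 3 that fell most among genes with a mean log2 CPM above 1 and no overlap between groups, the 5 members of the insulin and MAPK signaling lists with the smallest p, and up to 3 called genes near glo1. Positions came from gene order in GRCz12tu, another assembly than the authors', so neighbours were the 50 named genes on each side and no coordinates are given. The genes akr1a1a, slc7a1a, ins, aldh3a1 and akr7a3 were not analysed here.

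The alternatives were DESeq2's size factors, library size only, no filter on low counts, DESeq2 1.42.0, limma-trend on log2 CPM, all libraries in 1 fit, no fold change threshold, a block for the replicate number and each library left out in turn. For groups they were the 500 most variable genes, unscaled genes and Spearman correlation. For lists they were the mean z-score, exact symbols, members with a mean log2 CPM above 1, camera, fry and an exact permutation test. Corrections for gene length and GC content were not run, since neither was known for the authors' assembly.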

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

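The tests of linked variants, of a trend across the WT libraries and of the library labels were chosen or given their final form only after the result was seen.

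Of 240 groups of 5 or 6 libraries, 13 (5.40%) held a library far from the others, where 12.0 are due to chance at 1 in 20. Among list scores, these were the photoreceptor list in WT replicate 6 (-0.488), the RNA polymerase list in AKR1A1AKO replicate 5 (0.222) and in DKO replicate 6 (0.372), the erythrocyte list in GLO1KO replicate 2 (0.0476) and the ATF4 target list in DKO replicate 3 (-0.0854). Among genes, they were RPS6 in WT replicate 2 (1203 CPM) and AKR1A1AKO replicate 3 (1365 CPM), PKM (ENSDARG00000099730) in AKR1A1AKO replicate 5 (230 CPM), SMC1A (ENSDARG00000055754) in AKR1A1AKO replicate 5 (0.465 CPM), ccdc125 in GLO1KO replicate 2 (1.82 CPM), ACADSB in GLO1KO replicate 5 (1.397 CPM), CEL in DKO replicate 5 (6.80 CPM) and FGF12 in DKO replicate 6 (5.17 CPM). No technical or biological explanation was tested for a single library, and the number of such libraries is what chance gives.

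The paper's figure of differential expression (Fig. S5C–E), by its legend, shows the DKO comparisons and not the single knockouts against WT. In the latter, 4841 genes differed in GLO1KO (1353 higher, 3488 lower) and 2296 in AKR1A1AKO (450 higher, 1846 lower). Only the real grouping, 1 of 60 splits of the libraries in each comparison, gave as many genes. Log2 fold changes of DKO and GLO1KO, both against WT, had a correlation of 0.872 across genes and the same direction in 88.1% of them, where simulated unchanged groups that shared their WT libraries gave 0.502 and 66.7%. Of 3688 genes called in both, 3680 changed the same way. The simulated groups all had the spread of the WT libraries and independent genes, which sets the simulated correlation by construction. The real WT libraries spread more on PC1 (SD 43.4) than GLO1KO (SD 9.7) and DKO libraries (SD 7.3). A wider spread of the shared WT libraries raises the correlation, so 0.502 is not a baseline that 0.872 can be judged against. For DKO and AKR1A1AKO the correlation was 0.704, with the same direction in 79.2% of genes and in 1614 of 1647 genes called in both. For GLO1KO and AKR1A1AKO it was 0.765, with 82.2% and 1773 of 1806. Genes are not independent replicates.

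The effect of akr1a1a loss differed between larvae with and without glo1 in 2690 genes (2055 with a higher and 635 with a lower interaction). Among 60 splits of the libraries, 2 gave as many genes, the real one included, and the other gave 2703. In 8 of 16 lists the interaction in the score also passed an adjusted p of 0.05 from limma. It was 1.57 for exocrine pancreas, 1.302 for carbonyl detoxification, 0.677 for the citrate cycle, 0.669 for DNA replication, 0.606 for RNA polymerase, 0.564 for ECM receptor interaction, -0.270 for MAPK signaling and -1.15 for photoreceptor genes. The MAPK signaling interaction (adjusted p = 0.0262) did not pass with the mean z-score (-0.192, adjusted p = 0.0871), with exact symbols (-0.196, adjusted p = 0.119), or without AKR1A1AKO replicate 2 or 4 or DKO replicate 2, 3 or 4, with values from -0.260 to -0.246 and adjusted p from 0.0510 to 0.0544. The exocrine pancreas score was 0.369 ± 0.328 in WT, -0.280 ± 0.483 in AKR1A1AKO, -0.560 ± 0.278 in GLO1KO and 0.363 ± 0.156 in DKO larvae (SD), with 52.8% of its symbols matched. Each library came from 1 clutch, so differences between clutches of a genotype were part of the spread that limma tested against. No batch is named, so a batch effect shared by all clutches of a genotype stays open beside a biological interaction.

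For the 5007 genes that differed between DKO and WT, technical explanations were weighed as follows. Among 60 splits of the 12 libraries, 1 gave as many genes, the real one. WT and DKO library totals do not overlap, but thinning every library to the smallest total left 5003 genes, of which 4934 are among the 5007. The highest glo1 count in a GLO1KO or DKO library was 137 and the lowest in a WT or AKR1A1AKO library 2678, which argues against a mislabelled library for the glo1 genotype, as far as glo1 tells the genotypes apart. Of the calls, 2.94% lay on the chromosome of glo1 and 4.41% on that of akr1a1a, with 74.0% of the calls placed, which argues against strain variants linked to either gene, acting on genes of its chromosome, as the source of most calls. Of the calls between GLO1KO and WT larvae, which keep akr1a1a, 3688 were among those between DKO and WT. Called genes were somewhat more frequent among the tested neighbours of glo1 (25 of 79, 31.6%) and of akr1a1a (17 of 47, 36.2%) than elsewhere (25.3%), but neither excess passed Fisher's exact test (p = 0.196 and 0.0938). For these neighbours, 0.500% and 0.340% of the calls, linked variants cannot be told apart from an effect of the genotype, since so few genes were tested. The 100 most abundant genes took 29.3% to 31.1% of counts in WT and 32.4% to 33.7% in DKO libraries, a shift in composition that TMM normalization is meant to remove and library size alone is not.

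A difference in developmental stage shared by all clutches of a genotype stays open. The photoreceptor list scored higher in DKO than in WT larvae by 0.850 (adjusted p = 2.21e-07 from limma), the cell cycle list by 0.302 (adjusted p = 0.100), and the exocrine pancreas list by -0.00660 (adjusted p = 0.970). The genes of this last list nevertheless fell relative to the TMM scaling: 14 of 17 tested had a log2 fold change below 0, with a median of -0.80, and the 7 that were called were all lower, although with scaling by library size alone the score difference was 0.287. Its score and its genes therefore disagree. Each library came from 1 clutch, so stage differences between single clutches are part of the spread within a genotype. The photoreceptor scores ran from -0.677 to -0.488 in WT and from 0.067 to 0.442 in DKO larvae. A stage shift shared by all clutches of a genotype cannot be told apart from an effect of the genotype. A trend across the WT libraries stays open as well: the slope of each gene with the WT replicate number had a correlation of 0.0290 across genes with the difference between DKO and AKR1A1AKO (exact p = 0.753 over 720 orders of the WT libraries), -0.287 with DKO minus GLO1KO (exact p = 0.100) and 0.253 with GLO1KO minus AKR1A1AKO (exact p = 0.119), but a trend between WT and the knockouts alone cannot be told apart from the genotype. An effect of the genotype remains the biological explanation and was not tested apart from these. For most calls it need not be the loss of both enzymes. Among genes tested in both comparisons, 3688 of 4970 called between DKO and WT were also called between GLO1KO and WT. Of these, 3680 changed the same way, and 830 genes were called between DKO and GLO1KO. Both comparisons share the WT libraries, so a shift of the WT libraries alone would also give such an overlap.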

How the results depend on the processing

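All alternatives were set before the data were examined. Corrections for gene length and GC content were not run, since neither was known for the assembly of the counts.

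The 6 counts of differentially expressed genes stayed within 1.5 times their value under every alternative run except dropping the fold change threshold, which by its construction calls more genes: 12065 between DKO and WT, 8121 between DKO and AKR1A1AKO, 3253 between DKO and GLO1KO, 12460 between GLO1KO and WT, 7470 between AKR1A1AKO and WT and 6410 for the interaction. Under the remaining alternatives other than leaving out libraries, from 84.7% to 99.9% of the genes called were called again. Scaling by library size alone moved the share of higher genes from 28.9% to 12.3% (681 higher, 4856 lower) between DKO and WT, from 31.7% to 15.2% (426 higher, 2385 lower) between DKO and AKR1A1AKO, from 70.4% to 60.2% (521 higher, 344 lower) between DKO and GLO1KO, from 27.9% to 14.7% (762 higher, 4431 lower) between GLO1KO and WT, from 19.6% to 11.4% (284 higher, 2209 lower) between AKR1A1AKO and WT, and from 76.4% to 75.7% (2031 higher, 653 lower) for the interaction. The median log2 fold change of all genes was then -0.18, -0.11, -0.06, -0.13, -0.07 and -0.002 in these comparisons. With each library left out in turn, the counts ran from 4533 to 5297 (DKO and WT), 2128 to 2523 (DKO and AKR1A1AKO), 678 to 913 (DKO and GLO1KO), 4374 to 5186 (GLO1KO and WT), 1715 to 2687 (AKR1A1AKO and WT) and 2260 to 3063 (interaction).

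Replicate numbers were tested as a block. Across genes, same-numbered libraries of DKO and WT had deviations from their group means with correlations from -0.120 to 0.0460. The highest was 0.206 for GLO1KO and WT and 0.210 for AKR1A1AKO and WT, with 3 pairs above 0.1 in each. In none of the comparisons did every pair exceed 0.1, so the libraries were not treated as paired. For AKR1A1AKO and WT the mean was 0.099 for same-numbered libraries and -0.020 for the others, so a partial link between their numbers is not excluded there. The replicate block gave 4910, 2292, 770, 4807, 2706 and 2861 genes in the order above. The insulin signaling score kept its difference of -0.135 between DKO and WT, with an adjusted p of 0.0512, and had -0.138 between AKR1A1AKO and WT (adjusted p = 0.0676).

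PC1 held 50.4% of the variance with the 500 most variable genes and 43.6% with unscaled genes, above the range of the fits that left out a library (36.6% to 40.6%), and 36.1% with no filter on low counts, slightly below it; the cause was not tested. The separation of the genotypes and the higher correlation within genotypes had p = 1e-05 in each alternative run, the smallest the resamples can give, so this p does not show how far they moved. The pseudo-F of 9.01 was 6.54 with no filter on low counts, 13.4 with the 500 most variable genes, 10.0 with library size only and 8.05 or more in the fits that left out a library. The correlation difference of 0.0161 was 0.00978 with no filter, 0.0151 with Spearman correlation, 0.0161 with library size only and 0.0142 to 0.0167 in the fits that left out a library.

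The lower insulin signaling score in DKO against WT had an adjusted p of 0.0345. It kept its direction, but not its side of the threshold, with members of a mean log2 CPM above 1 (-0.119, adjusted p = 0.0617) and under camera (adjusted p = 0.287). The same held with the replicate block, as given above, although the libraries were not treated as paired. Over all alternatives the adjusted p ran from 3.65e-06 (fry) to 0.287. Camera also gave an adjusted p of 0.130 for insulin signaling in DKO against GLO1KO and 0.0572 for MAPK signaling in DKO against WT. With each library left out, the insulin score difference between DKO and WT ran from -0.151 to -0.121, and 7 of 23 fits missed the threshold: without WT replicate 1, 2 or 6, GLO1KO replicate 5 or DKO replicate 3, 4 or 5, where the highest adjusted p was 0.0683. The cause was not tested. Insulin signaling in DKO against AKR1A1AKO, near 0, changed sign with exact symbols (-0.00960), library size only (-0.0539), camera (adjusted p = 0.619) and fry (adjusted p = 0.0121), and ran from -0.0149 to 0.0283 over the fits that left out a library. In GLO1KO against WT it changed sign with the mean z-score (-0.0148), library size only (-0.0118), camera (adjusted p = 0.875) and fry (adjusted p = 0.0173), and its interaction with the mean z-score (0.0216). The cause was not tested. The interaction in the MAPK signaling score was not past the threshold with the mean z-score (-0.192, adjusted p = 0.0871) or exact symbols (-0.196, adjusted p = 0.119), and ran from -0.315 to -0.246 over the fits that left out a library.

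Of the 14 other lists, from 8 to 12 passed the threshold between DKO and WT under the alternatives, from 7 to 9 against AKR1A1AKO and 9 or 10 against GLO1KO. ATF4 targets in DKO against AKR1A1AKO, past the threshold at 0.214, changed sign with library size only (-0.0621); the other scores that changed sign had not passed it. With library size only, exocrine pancreas in DKO against WT (0.287) and the citrate cycle in DKO against AKR1A1AKO (-0.117) changed sign, and with exact symbols photoreceptor in DKO against AKR1A1AKO (-0.0805). Fits that left out a library ran from -0.0803 to 0.0736 for exocrine pancreas in DKO against WT, from -0.213 to 0.0169 for erythrocyte in DKO against GLO1KO, from -0.0846 to 0.0673 for photoreceptor and from -0.0676 to 0.164 for the citrate cycle in DKO against AKR1A1AKO. Of 395 values of these lists under the alternatives that kept every library, 16 were weaker and 11 stronger, and the 4 reversed are those named with library size only or exact symbols.

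Log2 fold changes of named genes were reversed only near 0: glo1 in AKR1A1AKO against WT ran from -0.039 to 0.023 over the fits that left out a library, ASL from -0.148 to 0.00100, ODC1 from -0.077 to 0.069 and PKM (ENSDARG00000099860) from -0.00300 to 0.049 in DKO against WT; PKM was -0.15 with library size only. Of 329 values of named genes under the alternatives that kept every library, this value of PKM was the 1 reversed, and 2 were stronger. Even the highest library total, 36804418 counts, leaves genes of few counts, such as SMC1A (ENSDARG00000055754) in AKR1A1AKO, without a precise fold change.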

Differences from the paper's values

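Figure values were read by eye and are the paper's -log10 of unadjusted p from GSVA of KEGG sets; the values here come from the same method on other gene lists. For insulin signaling between DKO and WT the paper's value is about 4.1 in Fig. 3A and the value here 1.63; of the alternatives set before the data were examined only fry (5.86) came within 1.5 times. For the citrate cycle between DKO and WT the paper's value is about 4.6 in Fig. 3A and the value here 0.820, and none of the alternatives set before the data were examined closed the gap. For oxidative phosphorylation between DKO and WT the paper's value is about 7.1 in Fig. S5F and the value here 3.30; camera (5.87) and fry (6.12) closed the gap and the others did not. For the spliceosome between DKO and AKR1A1AKO the paper's value is about 6.4 in Fig. S5F and the value here 10.3; the gap closed with the mean z-score (7.64), exact symbols (9.41), library size only (6.61), the replicate block (9.47), fry (7.47) and in those fits without 1 library that gave 8.89 to 9.60, but not with the other alternatives. For DNA replication between DKO and GLO1KO the paper's value is about 7.0 in Fig. S5F and the value here 3.83; camera (4.93) closed the gap and the others did not.

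Fig. 3A shows no bar for insulin signaling or MAPK signaling in DKO against GLO1KO, where both scores here were lower in DKO (-0.1804 with adjusted p = 0.00849 and -0.212 with adjusted p = 0.00895, from limma). The paper places the citrate cycle among the pathways lower in DKO than in WT; the score difference here was -0.224 (adjusted p = 0.163 from limma), and it passed an adjusted p of 0.05 with library size only (adjusted p = 0.0122) and with fry (adjusted p = 0.0226).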

Other observations

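The tests of the SMC1A genes, of the chromosome and neighbours of akr1a1a and of the insulin and MAPK signaling lists against random lists in their final form were chosen only after the result was seen.

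The insulin signaling score was lower in AKR1A1AKO than in WT larvae by a difference of -0.142 (adjusted p = 0.0384 from limma), and no interaction between the knockouts was detected (-0.0389, adjusted p = 0.782). The AKR1A1AKO difference had an adjusted p of 0.00352 with fry, 0.336 with camera, and from 0.0253 to 0.0985 over fits that left out a library, 9 of which did not pass 0.05. Without WT replicate 6 the difference was -0.118 (adjusted p = 0.0985). With the replicate block it did not pass 0.05 either, and a partial link between the replicate numbers is not excluded in this comparison. In GLO1KO larvae the difference from WT was 0.0452 (adjusted p = 0.455 from limma).

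A shift of many genes at once, rather than of these lists, is a candidate explanation for the lower insulin and MAPK signaling scores in DKO against WT. Among 10000 random lists matched on mean expression, the median log2 fold change of insulin signaling lay at percentile 0.220 and that of MAPK signaling at percentile 0.0400, which argues against it. Genes of a list move together, however, which random lists ignore, and camera, which allows for a preset correlation, called neither (adjusted p = 0.287 and 0.0572). A shift of many genes and a shift of these lists cannot be told apart on these tests.

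Akr1a1a loss changed 83 genes the same way in larvae with glo1 (AKR1A1AKO against WT) and without it (DKO against GLO1KO). Of these genes, 53 (63.9%) could be placed on a chromosome of GRCz12tu, and 31 of these lay on that of akr1a1a, 58.5% of those placed against 5.16% of other placed genes (Fisher's exact test, p = 3.28e-26). With each unplaced gene of the set counted elsewhere the share was still 37.3% (Fisher's exact test, p = 8.56e-19), which argues against a response to akr1a1a loss that ignores where genes lie as the cause of the whole set. Among the matched neighbours of akr1a1a, 9 of 47 were called between DKO and GLO1KO, against 4.20% of other genes (Fisher's exact test, p = 1.35e-04), and 13 of 49 between AKR1A1AKO and WT, against 11.5% (Fisher's exact test, p = 0.00299), with 57.0% of the neighbours matched to a gene of the table. Variants linked to akr1a1a in the founder fish may therefore account for genes of this set on its chromosome, a hypothesis that was not tested on reads. The genes of the set placed elsewhere, and the unplaced ones, remain open to a response to akr1a1a loss. The corresponding set for glo1 held 1388 genes, of which 50 lay on its chromosome (4.90% of those placed, against 3.95% of other genes, Fisher's exact test, p = 0.137).

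One of the SMC1A genes (ENSDARG00000055754) had 332 to 521 counts in WT libraries and 192 to 370 in GLO1KO and DKO libraries, but 0 to 17 in AKR1A1AKO libraries. Reads shared with the other SMC1A gene (ENSDARG00000058203) might account for this: that gene changed by -0.0700 CPM between WT and AKR1A1AKO libraries, where the first lost 11.4 CPM. Since the other gene ranged from 129 to 150 CPM in AKR1A1AKO libraries, a gain of that size cannot be told apart from the spread. A variant in the AKR1A1AKO fish was not tested.

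WT libraries ranked on PC1 by their replicate number, from replicate 1 to 6, and 4.42% of genes rose or fell strictly with it, where 0.278% is the share of chance for unrelated genes. In GLO1KO and DKO libraries the shares were 0.581% and 0.854%, and in AKR1A1AKO libraries 2.60%, where chance gives 1.67%. What the number stands for is not stated, and no biological explanation was tested.

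The paper measured several genes by RT-qPCR in other samples. In these larvae, the log2 fold changes between DKO and WT were 0.35 for atf4a (adjusted p = 5.52e-05 from edgeR's quasi-likelihood test) and 0.28 for atf4b (adjusted p = 4.28e-05), both below the fold change threshold. They were -0.85 for ARG1, -0.48 for ASS1, -0.07 for ASL (adjusted p = 0.662) and -0.02 for ODC1 (adjusted p = 0.855). They were -0.75 and 0.30 for the INSR genes ENSDARG00000071524 and ENSDARG00000011948, -0.65 for SLC2A2, -0.77 for SLC2A8, -0.54 for GYS1 and -1.98 for UGP2. The PKM genes did not differ (adjusted p = 0.147 for ENSDARG00000099730 and 0.662 for ENSDARG00000099860). SLC2A2 fell under the fold change threshold without WT replicate 1 (-0.49) or WT replicate 2 (-0.57). Near glo1, VIP and zc3h6 changed by 0.83 and -0.94.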
